# 2-Nitroimidazoles induce mitochondrial stress and ferroptosis in glioma stem cells residing in a hypoxic niche

**DOI:** 10.1038/s42003-020-01165-z

**Published:** 2020-08-17

**Authors:** Naoyoshi Koike, Ryuichi Kota, Yoshiko Naito, Noriyo Hayakawa, Tomomi Matsuura, Takako Hishiki, Nobuyuki Onishi, Junichi Fukada, Makoto Suematsu, Naoyuki Shigematsu, Hideyuki Saya, Oltea Sampetrean

**Keywords:** Cancer therapy, CNS cancer, Cancer, Cancer metabolism, Cancer stem cells

## Abstract

Under hypoxic conditions, nitroimidazoles can replace oxygen as electron acceptors, thereby enhancing the effects of radiation on malignant cells. These compounds also accumulate in hypoxic cells, where they can act as cytotoxins or imaging agents. However, whether these effects apply to cancer stem cells has not been sufficiently explored. Here we show that the 2-nitroimidazole doranidazole potentiates radiation-induced DNA damage in hypoxic glioma stem cells (GSCs) and confers a significant survival benefit in mice harboring GSC-derived tumors in radiotherapy settings. Furthermore, doranidazole and misonidazole, but not metronidazole, manifested radiation-independent cytotoxicity for hypoxic GSCs that was mediated by ferroptosis induced partially through blockade of mitochondrial complexes I and II and resultant metabolic alterations in oxidative stress responses. Doranidazole also limited the growth of GSC-derived subcutaneous tumors and that of tumors in orthotopic brain slices. Our results thus reveal the theranostic potential of 2-nitroimidazoles as ferroptosis inducers that enable targeting GSCs in their hypoxic niche.

## Abstract (web summary)

Koike et al. show that the 2-nitroimidazole doranidazole increases radiation-induced DNA damage in hypoxic glioma stem cells (GSCs). They further demonstrate that additional radiation-independent cytotoxicity of 2-nitroimidazoles is due to ferroptosis that occurs through blockade of mitochondrial complexes I and II leading to metabolic changes in the oxidative stress response.

## Introduction

Intratumoral regions exposed to low contents of molecular oxygen (O_2_) harbor therapy-resistant cancer cells and are a key therapeutic target^1^. Although no single drug is able to eradicate all hypoxic malignant cells, two major pharmacological approaches to their specific targeting have been developed: inhibition of proteins that function in the cellular response to hypoxia, and the administration of hypoxia-selective drugs^1,2^.

Among compounds that are able to exert anticancer effects in the absence of oxygen, nitroimidazoles are considered promising theranostic agents^3^ for several reasons. The electrophilic properties of nitroimidazoles allow them to oxidize the radiation-induced DNA radicals^4–6^, thereby enhancing the effects of radiation. Furthermore, on entering cells by diffusion, nitroimidazoles undergo one-electron reduction of the nitro group. In the presence of O_2_, the reduced metabolites of these compounds are immediately reoxidized, resulting in redox cycling of the drugs. However, in the absence of oxygen, the reduced derivatives are stabilized and accumulate within the cell, where they can undergo further serial reduction^7,8^. This characteristic has allowed several 2-nitroimidazoles to serve as exogenous markers of hypoxia. Pimonidazole and etanidazole pentafluoride (EF5) have thus been widely adopted in preclinical studies^9^, whereas misonidazole is applied clinically in the form of [^18^F]fluoromisonidazole as a hypoxia tracer for positron emission tomography^10^. In addition, nitroreduction of 2-nitroimidazoles has been reported to result in the production and accumulation of toxic metabolites as well as in the consumption of reducing equivalents under anaerobic conditions, thus, leading to direct, radiation-independent cytotoxic effects on hypoxic cells^8^.

The biological implications of the bioreductive metabolism of nitroimidazoles in cancer have not been fully explored, however, which has limited their therapeutic application. The 5-nitroimidazole nimorazole has been shown to significantly improve the efficacy of radiotherapeutic management in cancer patients^11^. In contrast, although they possess a higher electron affinity, 2-nitroimidazoles showed only a moderate effect in this regard^12,13^, with this inadequacy having been attributed to dose-limiting neurotoxic side effects^4,13^. However, the recent finding that cancer cells with stem-like properties often reside in hypoxic lesions^14^ has suggested that the limited therapeutic effect of 2-nitroimidazoles might also reflect a resistance of cancer stem cells to this class of compounds.

Doranidazole, or 1-(1′,3′,4′-trihydroxy-2′-butoxy)-methyl-2-nitroimidazole (PR-350), was designed to reduce the neurotoxicity of 2-nitroimidazoles by limiting blood–brain barrier permeability^15–17^. It has shown radiosensitizing effects both in vitro and in vivo in preclinical studies^18,19^, and its administration before radiotherapy contributed to long-term survival in patients with unresectable pancreatic or locally advanced non-small cell lung cancer^20,21^. It has remained unclear, however, whether doranidazole is able to serve as a radiosensitizer for cancer stem cells and whether it exerts yet unidentified radiation-independent cytotoxic effects on hypoxic cells.

We have now examined these issues with the use of a mouse model of glioblastoma (GBM), a highly hypoxic tumor type^22^. We found that doranidazole enhanced radiation-induced DNA damage in hypoxic glioma stem cells (GSCs) and conferred a survival benefit in mice harboring GSC-derived tumors in the radiotherapy setting. Furthermore, doranidazole and misonidazole, but not metronidazole, also induced mitochondrial dysfunction and ROS accumulation in GSCs, resulting in the induction of ferroptosis and a reduction of the hypoxic GSC niche, shedding light on possible theranostic applications of these compounds.

## Results

### Radiosensitizing effect of doranidazole on GSCs

To investigate radiosensitization by and hypoxic cell-specific toxicity of nitroimidazoles, we adopted our previously established syngeneic mouse GBM model^23^. Glioma-initiating cells (GICs) were established by transduction of *Ink4a/Arf*-null neural stem/progenitor cells (NSCs) with a vector for the oncoprotein H-Ras^V12^ (but without a fluorescent marker). The GIC-H cells obtained after selection with hygromycin expressed the stem cell markers Nestin and SOX2, underwent glial differentiation on exposure to fetal bovine serum (FBS), and formed heterogeneous and aggressive tumors resembling human GBMs on orthotopic implantation (Supplementary Fig. 1a–d). Cells with stem-like properties were isolated from late-stage intracranial tumors that had interacted with the syngeneic environment and formed hypoxic regions. The resulting GSC-H cells showed increased tumor formation potential and radioresistance compared with GIC-H cells (Supplementary Fig. 1c–e), and they were adopted for subsequent experiments.

We first examined the effect of doranidazole on the radiosensitivity of GSC-H cells. Mice were exposed to 15 Gy of ionizing radiation, with or without prior intraperitoneal (i.p.) administration of doranidazole (200 mg/kg), at 10 days after orthotopic implantation of GSC-H cells. Doranidazole administration combined with radiation resulted in a significant prolongation of survival compared with radiation alone (Fig. 1a). In contrast, a single dose of doranidazole had no effect on survival in the absence of radiation (Fig. 1a). Cultures of GSC-H cells maintained in the presence of <0.1% O_2_ showed a significant increase in the number of foci positive for histone γH2AX, a marker of DNA double-strand breaks, on exposure to radiation in the presence of doranidazole compared with irradiation alone, whereas doranidazole had no such effect under normoxic conditions (Fig. 1b, c) and had no effect in the absence of radiation (Supplementary Fig. 1f). In a colony formation assay, doranidazole had a significant radiosensitizing effect on GSC-H cells that was more pronounced under severely hypoxic (<0.1% O_2_) than under normoxic conditions (Fig. 1d, e). A 3-h exposure to doranidazole alone tended to reduce the plating efficiency of GSC-H cells in the presence of either 20% or <0.1% O_2_ (Fig. 1f, g), but this effect did not achieve statistical significance.

**Fig. 1:**
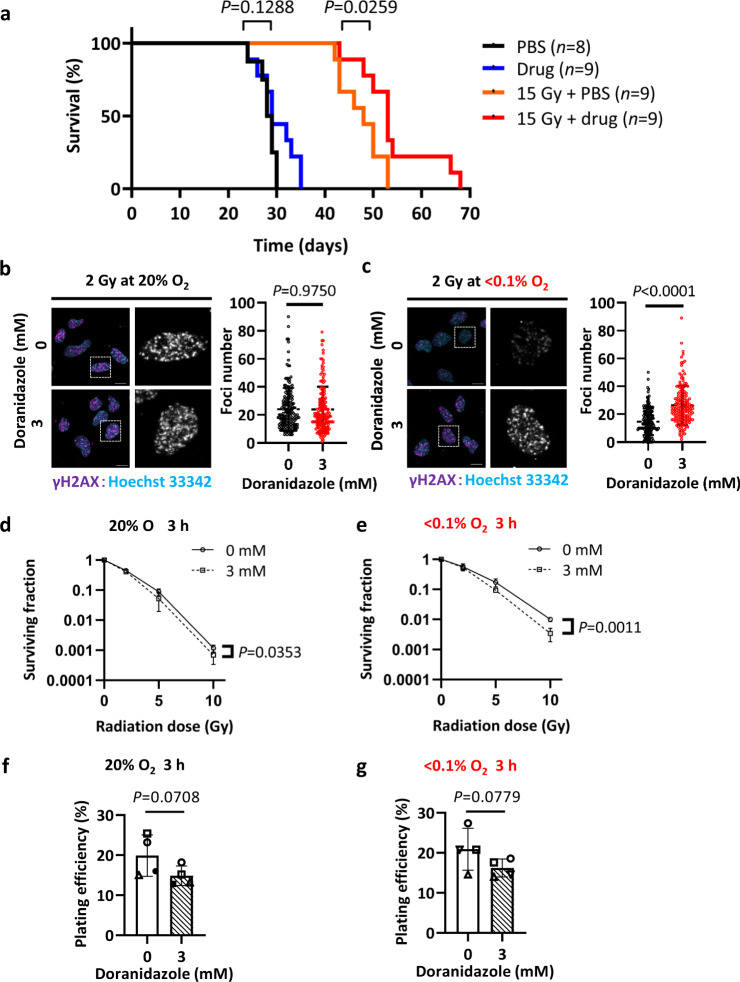
Radiosensitizing effect of doranidazole on GSCs. **a** Survival curves for the indicated numbers (*n*) of mice exposed to 0 or 15 Gy of radiation 10 days after orthotopic implantation of 1000 GSC-H cells, with or without administration of doranidazole (200 mg/kg, i.p.) 30 min before irradiation. PBS phosphate-buffered saline. Representative experiment, *n* = 2 independent experiments performed. GSC-H cells cultured under normoxic (**b**) or hypoxic (**c**) conditions were incubated for 30 min in the absence or presence of 3 mM doranidazole, exposed to 2 Gy of radiation, and then subjected to immunofluorescence staining of γH2AX at 30 min after irradiation. Nuclei were stained with Hoechst 33342. The boxed regions of the left images are shown at higher magnification in the right images. Scale bars, 10 µm. The number of γH2AX foci per nucleus was determined for all nuclei from *n* = 3 independent experiments, including a total of >150 nuclei per group. GSC-H cells were incubated for 3 h in the absence or presence of 3 mM doranidazole under normoxic **d**, **f** or hypoxic **e**, **g** conditions, exposed to the indicated doses of radiation **d**, **e**, and then subjected to a colony formation assay for 10 days under normoxic conditions. The surviving fraction **d**, **e** and plating efficiency **f**, **g** determined as the mean ± s.d. from *n* = 3 **d**, **e** or *n* = 4 **f**, **g** independent experiments are shown. Statistical analysis was performed with the log-rank test **a**; the unpaired two-tailed Student’s *t*-test **b**, **c**; two-way ANOVA followed by Sidak’s post hoc test **d**, **e**, with the *P* values being for comparison of plus or minus doranidazole at 10 Gy; or the paired two-tailed Student’s *t*-test **f**, **g**.

Together, these results showed that doranidazole mediates radiosensitization of both GSCs and GSC-based tumors.

### Doranidazole induces GSC death under hypoxic conditions

In addition to regions of severe hypoxia or anoxia (<0.1% O_2_; binding of hypoxia-marker EF5, 30–100%)^24^, which are primary targets of radiosensitization, GBMs contain regions with O_2_ levels corresponding to 0.5–2.5% (EF5 binding, 3–10%)^24^, usually considered as “modest” or “mild” hypoxia^24,25^. Given that hypoxic conditions of 1–2% O_2_ increase the stem cell fraction and cell proliferation in GBMs^25,26^, we next asked whether 2-nitroimidazoles possess additional radiation-independent cytotoxic effects on GSCs under mild hypoxia.

Flow cytometric analysis of the cell cycle showed that the proportion of GSC-H cells with a DNA content of between 2N and 4N (corresponding to S phase) declined, whereas that of those with a content of 4N increased, after exposure to doranidazole (Supplementary Fig. 2a, b). The effects of doranidazole on the cell cycle were similar under both normoxic (20% O_2_) and hypoxic (1% O_2_) conditions, with the exception that the drug also induced an increase in the proportion of cells with a DNA content of <2N (representing dead cells) under the hypoxic condition. Equimolar concentrations of metronidazole and misonidazole did not affect cell cycle distribution (Supplementary Fig. 2b).

To evaluate the cell cycle profile in more detail, we generated a bicistronic vector encoding mCherry-hCdt1 and EGFP-hGem fusion proteins (Supplementary Fig. 2c) that was based on the FUCCI (fluorescent ubiquitination-based cell cycle indicator) system^27^. The vector was validated in mouse embryonic fibroblasts to confirm that cells in G_1_ phase express mCherry, those in S–G_2_–M phases express EGFP (enhanced green fluorescent protein), and contact inhibition induces an accumulation of mCherry-positive cells (Supplementary Fig. 2d). The construct was then introduced into GSC-H cells, with the resulting cells being designated GSC-F. Time-lapse imaging of GSC-F cells exposed to doranidazole under the normoxic condition revealed a gradual decline in the number of EGFP-positive (S–G_2_–M) cells and an accumulation of mCherry-positive (G_0_–G_1_) cells (Supplementary Fig. 2e), suggesting that the doranidazole-induced increase in the 4N population of GSC-H cells detected by flow cytometry (Supplementary Fig. 2a) reflected the appearance of cells that had undergone mitotic slippage and entered the subsequent G_1_ phase.

To evaluate cytotoxicity, we quantified the binding of propidium iodide (PI) to DNA in unfixed GSC-H cells. Flow cytometry revealed that doranidazole and misonidazole, but not metronidazole, each induced a significant increase in the proportion of dead cells after drug treatment for 72 h in the presence of 1% O_2_ (Fig. 2a, b). Of note, the induction of cell death by doranidazole was apparent earlier and was more pronounced in the presence of severe hypoxia (<0.1% O_2_) (Fig. 2a, Supplementary Fig. 2f), consistent with less redox cycling of the drug. Serum-treated NSCs, which differentiate along the astrocytic line (Supplementary Fig. 1b) underwent significant cell death after exposure to doranidazole in the presence of 0.1% O_2_, but not in the presence of 20% or 1% O_2_ (Supplementary Fig. 2g).

**Fig. 2:**
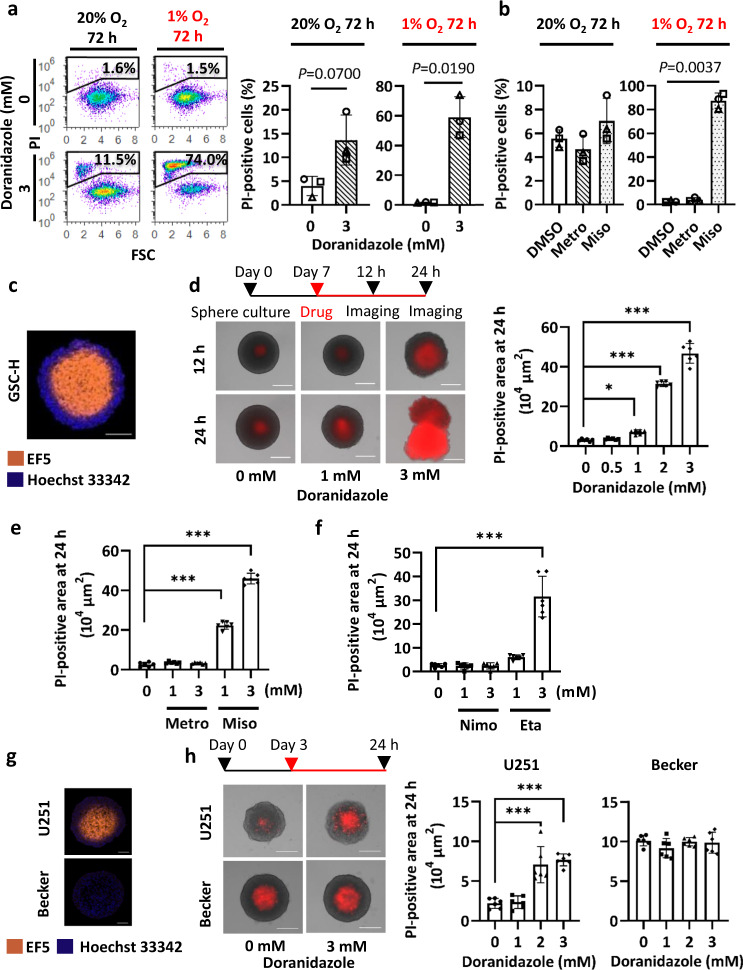
Cytotoxic effect of doranidazole on GSCs. **a** Flow cytometric analysis of cell death for GSC-H cells exposed to 0 or 3 mM doranidazole under normoxic or hypoxic conditions for 3 days. Representative profiles and quantification of PI-positive cells are shown. FSC forward scatter. **b** Flow cytometric analysis of cell death for GSC-H cells exposed to 3 mM metronidazole (Metro), 3 mM misonidazole (Miso), or dimethyl sulfoxide (DMSO) vehicle under normoxic or hypoxic conditions for 3 days. **c** Immunofluorescence staining for EF5 (marker of hypoxic cells) in a sphere formed by GSC-H cells. Nuclear staining, Hoechst 33342. **d** GSC-H spheres formed over 7 days were exposed to the indicated concentrations of doranidazole for 12 or 24 h, after which dead cells were identified based on PI uptake. Representative images and quantification of the PI-positive sphere area at 24 h are shown. **e** Evaluation of cell death based on PI uptake for GSC-H spheres incubated for 24 h with the indicated drugs or DMSO vehicle. Quantification of the PI-positive sphere area is shown. **f** Evaluation of cell death based on PI uptake for GSC-H spheres incubated for 24 h with the indicated drugs or DMSO vehicle. Quantification of the PI-positive sphere area is shown. **g** Immunofluorescence staining for EF5 incorporation in spheres formed by U251 and Becker cells over 2 days. Nuclear staining, Hoechst 33342. **h** Evaluation of cell death based on PI uptake for U251 and Becker spheres incubated for 24 h with the indicated concentrations of doranidazole. Representative images and quantification of the PI-positive sphere area are shown. Quantitative data for (**a**, **b**) are means ± s.d. for *n* = 3 independent experiments and were analyzed with the paired two-tailed Student’s *t*-test (**a**) or one-way ANOVA followed by Dunnett’s post hoc test **b**. Data for **d**–**f**, **h** are means ± s.d. of six biologically distinct replicates in a representative experiment (*n* = 3 independent experiments performed) and were analyzed by one-way ANOVA followed by Dunnett’s post hoc test. *P < 0.05, ***P < 0.001. Scale bars, 100 µm (**c**, **g**) 300 µm (**d**, **h**).

We next examined cell death in a model that more closely mimics tumors with regard to the presence of regions with different oxygen tensions. GSC-based spheres possess not only a three-dimensional structure but also a hypoxic core, as revealed by EF5 staining (Fig. 2c). Exposure of GSC-H spheres to doranidazole for 24 h induced cell death (as revealed by PI staining) in the central region of the spheres in a concentration-dependent manner (Fig. 2d). Exposure to 3 mM doranidazole for a period as short as 6 h also induced marked cell death in the central region of the spheres (Supplementary Fig. 2h). The 2-nitroimidazoles misonidazole and etanidazole, but not the 5-nitroimidazoles metronidazole or nimorazole, also manifested a similar effect at equimolar concentrations (Fig. 2e, f).

We next examined the response to doranidazole in two human glioma cell lines. Under monolayer culture conditions, in which cells are uniformly exposed to the same O_2_ level, treatment with 3 mM doranidazole for 24 h induced significant cell death in both cell lines in the presence of <0.1% O_2_ (Supplementary Fig. 2i, j). In sphere culture, the GBM cell line U251 formed spheres with an EF5-positive core (Fig. 2g) and showed significant cell death on exposure to doranidazole for 24 h (Fig. 2h). In contrast, spheres formed by the astrocytoma cell line Becker had a necrotic core with a proliferating outer layer, but with minimal EF5-positive hypoxic cells, and were not sensitive to doranidazole (Fig. 2g, h). Together, these results suggested that doranidazole and misonidazole exert pronounced cytotoxic effects on hypoxic GSCs.

### Ferroptosis mediates doranidazole-induced hypoxic GSC death

To characterize the mechanism of GSC death induced by doranidazole, we first examined the effects of inhibitors of necroptosis, ferroptosis, and apoptosis. Doranidazole toxicity in GSC-H spheres was attenuated markedly by the ferroptosis inhibitor ferrostatin-1 and to a lesser extent by the necroptosis inhibitor necrostatin-1, whereas the apoptosis inhibitor Z-VAD-FMK had no significant effect (Fig. 3a and Supplementary Fig. 3a). The iron-chelator deferoxamine also inhibited doranidazole-induced cell death in a concentration-dependent manner (Fig. 3b). These results thus suggested that doranidazole-induced GSC death is mediated, at least in part, by ferroptosis.

**Fig. 3:**
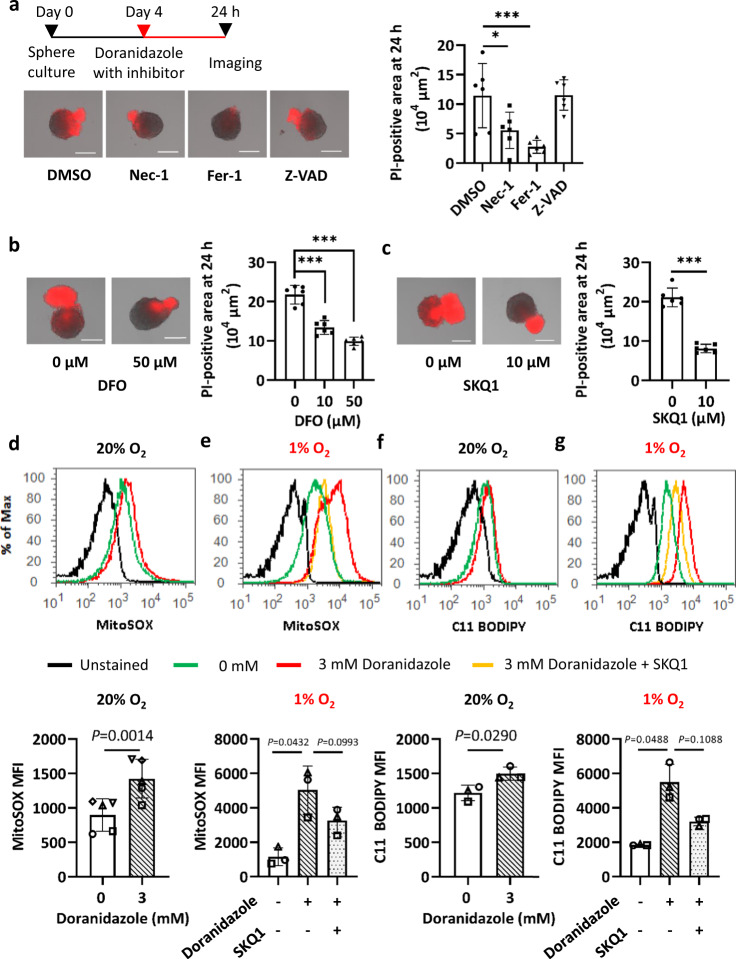
Mechanism of doranidazole-induced GSC death. **a** Evaluation of cell death based on PI uptake for GSC-H spheres incubated for 24 h with 3 mM doranidazole and either DMSO vehicle or the cell death inhibitors (100 µM) necrostatin-1 (Nec-1), ferrostatin-1 (Fer-1), or Z-VAD-FMK (Z-VAD). Representative images and quantification of the PI-positive sphere area are shown. **b** Evaluation of cell death as in (**a**) for GSC-H spheres incubated for 24 h with 3 mM doranidazole and the indicated concentrations of deferoxamine (DFO). **c** Evaluation of cell death as in (**a**) for GSC-H spheres incubated for 24 h with 3 mM doranidazole and SKQ1 (0 or 10 µM). Flow cytometric analysis of MitoSOX Red staining in GSC-H cells incubated with or without 3 mM doranidazole and 10 µM SKQ1 under normoxic (**d**) or hypoxic (**e**) conditions for 12 h. Representative profiles as well as quantification of the mean fluorescence intensity (MFI) of MitoSOX Red from *n* = 5 (**d**) or *n* = 3 (**e**) independent experiments are shown. **f**, **g** Flow cytometric analysis of BODIPY 581/591 C11 staining in GSC-H cells incubated with or without 3 mM doranidazole and 10 µM SKQ1 under normoxic (**f**) or hypoxic (**g**) conditions for 18 h. Representative profiles and quantification of the MFI of BODIPY 581/591 C11 from *n* = 3 independent experiments are shown. Quantitative data are means ± s.d. from six biologically distinct replicates in a representative experiment, *n* = 3 independent experiments performed **a**–**c** or from the indicated number of independent experiments **d**–**g** and were analyzed by one-way ANOVA followed by Dunnett’s post hoc test **a**, **b**, the unpaired two-tailed Student’s *t*-test (**c**), the paired two-tailed Student’s *t*-test **d**, **f**, or one-way ANOVA followed by Tukey’s post hoc test **e**, **g**. *P < 0.05, ***P < 0.001. Scale bars, 300 µm (**a**–**c**).

An increase in the intracellular amounts of ROS is one trigger of ferroptosis^28^. Indeed, gene ontology analysis of gene set enrichment analysis pathways for doranidazole-induced changes in the transcriptome of GSC-H cells revealed that “oxidation reduction process” and “response to oxidative stress” were the most upregulated biological processes common to both normoxic and mildly hypoxic (1% O_2_) conditions (Supplementary Fig. 3b–d). In addition to genes encoding antioxidant enzymes such as NAD(P)H-dependent quinone oxidoreductase 1 (*Nqo1*) and catalase (*Cat*), genes in the “oxidation reduction process” set whose expression was upregulated by doranidazole included those for enzymes related to the reduction of nitroimidazoles—*Txnrd1*^29^, which encodes thioredoxin reductase 1—or to ferroptosis, including *Steap3* and *Hmox1*, which encode a metalloreductase^30^ and heme oxygenase 1^31^, respectively (Supplementary Fig. 3e). 

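GSC-H cells are mouse glioma stem cells isolated from late-stage tumors that formed from neural stem/progenitor cells without Ink4a/Arf and with an active form of H-Ras. Doranidazole is a 2-nitroimidazole that was developed as a radiosensitizer. Transcripts were measured in GSC-H cells exposed for 24 h to 3 mM doranidazole or to phosphate-buffered saline (PBS), under normoxia or under 1% O2. Normoxia is 20% O2 in the paper and 21% in the sample labels. Each of the 4 groups had 3 arrays, described in the study as biologically independent samples of 1 experiment, so that p-values measure the spread between these samples. RNA was hybridized to Clariom S Mouse arrays, on which a probe set, a group of short oligonucleotides, reports the transcripts of a gene. The authors analyzed the arrays with Transcriptome Analysis Console 4.0.1 and deposited a log2 signal for each of 22206 probe sets on each of the 12 arrays. How the signals were summarized and scaled between arrays is not given in the sources used here. Of the probe sets, 19572 have 1 gene symbol in the platform annotation and 2634 are unnamed here. The deposited values were used without further scaling and fitted with limma over the 12 arrays, with the 4 groups sharing an estimate of the spread. The test was two-sided, and its p-values were adjusted by the Benjamini-Hochberg method over all probe sets, with an adjusted p of 0.05 as the threshold. Doranidazole was compared with PBS in normoxia and in hypoxia, and the difference between these responses was tested in the same fit. A set of 34 gene lists was fixed before the data were examined and tested with camera, which compares the shift of a list with that of all other genes. Camera was run at a preset correlation of 0.01 between genes and again with a correlation estimated from the arrays. At the preset correlation 14 lists passed in normoxia and 14 in hypoxia, and with an estimated correlation none did (lowest adjusted p = 0.0751 and 0.0613). Scaling between arrays, sharing of the spread between groups and pairing of replicates are choices that could change the numbers, and the number of arrays limits the precision.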

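In normoxia, the 8 genes that rose most with doranidazole were Cd80, 1700007K13Rik, Nqo1, Gsta4, Eda2r, Ptgr1, Ampd3 and Gpr137b, by 13- to 28.4-fold (adjusted p from 0.000888 to 0.0354, limma, n = 3 arrays per group). Nqo1 encodes a quinone oxidoreductase, Gsta4 a transferase that conjugates 4-hydroxynonenal to glutathione, and Ptgr1 a prostaglandin reductase, while Eda2r is a p53 target and Cd80 a costimulatory ligand for T cells. The log2 fold change was 4.83 (SE 1.02) for Cd80 and 4.31 (SE 0.51) for Gsta4. Mybl2, Cd93, Rpl22l1, Spc24, Hhat, Fabp7, Kif18a and Cenpu fell most, by 3.15- to 6.16-fold (adjusted p from 0.0052 to 0.0477). Among these, Mybl2 is a transcription factor of the cell cycle, Spc24 a part of the kinetochore, Kif18a a mitotic kinesin, Cenpu a centromere protein and Fabp7 the brain fatty acid-binding protein. In hypoxia, Nqo1, Gsta4, Gsta2, Gadd45b, Hspa1b, Tlcd2, Aldh3a1 and Procr rose most, by 115- to 1132-fold (adjusted p from 5.3e-09 to 4.98e-06). Gadd45b is induced by stress, and Hspa1b encodes an inducible Hsp70. The log2 fold change of Gadd45b was 9.10 (SE 0.34). Cd93, Grem1, Igfbp5, Car9, Htr1b, Il33, Camk1g and Adamts9 fell most in hypoxia, by 61.3- to 657-fold (adjusted p from 3.84e-08 to 7.72e-05). Car9 encodes a carbonic anhydrase induced by hypoxia-inducible factor, and Grem1, a BMP antagonist, had a log2 fold change of -9.36 (SE 0.72). Of the 22206 probe sets, 287 rose and 65 fell in normoxia, 352 in all, while 2798 rose and 3356 fell in hypoxia, 6154 in all. Rises made up 45.5% of the changes in hypoxia, against 35.1% with the median of each array set equal (2051 higher and 3789 lower) and 51.2% with quantile normalization (3005 higher and 2865 lower), under which rises were the majority. Of the probe sets that rose in normoxia, 153 also rose in hypoxia, against 36.2 for independent lists, and of those that fell, 42 also fell, against 9.82. Gsta4, Cd93 and 1700007K13Rik passed in normoxia in each of 22 settings of limma, whereas the other 13 genes named for normoxia did not pass without normoxia doranidazole replicate 1, with adjusted p of up to 0.208 (Hhat). Of these, Cd80 and Ptgr1 also missed the threshold with a trended and robust prior, Spc24 with the replicate number as a block over all arrays, Hhat and Cenpu with quantile normalization, and Hhat with the median of each array set equal. An unpaired test of each probe set without limma's shared spread kept 5 of the 352 calls in normoxia. The count in normoxia was 1386 with array weights, 1010 with only the 2 groups in the fit, and 1614 (925 higher and 689 lower) with the replicate number as a block over the normoxia arrays alone, chosen after seeing the data. With 1 array left out it was 38 without normoxia doranidazole replicate 1, 66 without normoxia PBS replicate 1, 166 without normoxia PBS replicate 2, 135 without normoxia doranidazole replicate 2, 139 without normoxia doranidazole replicate 3, 231 without hypoxia PBS replicate 1, 569 without hypoxia PBS replicate 3 and 545 without hypoxia doranidazole replicate 3. The paper takes an increase in reactive oxygen species as one trigger of ferroptosis. It states that a pair of oxidative processes were the most upregulated gene ontology terms in both conditions (Supplementary Fig. 3b–d).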

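Nqo1, whose product reduces quinones, was 20.8-fold higher with doranidazole in normoxia (log2 fold change 4.38, SE 0.69, adjusted p = 0.0104, limma). In hypoxia it was 202-fold higher (log2 fold change 7.66, SE 0.69). Cat, which encodes an enzyme that breaks down hydrogen peroxide, rose 3.3-fold in normoxia (SE on the log2 scale 0.34, adjusted p = 0.0267) and 4.77-fold in hypoxia (adjusted p = 0.000302). Txnrd1 rose 2.19-fold in normoxia (SE 0.23, adjusted p = 0.0289) and 17.4-fold in hypoxia (adjusted p = 1.04e-07). Hmox1 rose 10.7-fold in normoxia (SE 0.75, adjusted p = 0.0432) and 44.6-fold in hypoxia (adjusted p = 0.000143). With 1 array left out it rose 6.9- to 14.2-fold in normoxia and 22.1- to 66.6-fold in hypoxia. Steap3 rose 11-fold in hypoxia (adjusted p = 0.00109), and 7.03- to 16.3-fold with 1 array left out. Its log2 fold change in normoxia, 1.29 (SE 0.62), did not pass (adjusted p = 0.418), but did with the replicate number as a block over the normoxia arrays alone (adjusted p = 0.0451), chosen after seeing the data. Of 12 measured nitroreductases, enzymes that can reduce nitro groups, 3 rose in normoxia, Nqo1, Txnrd1 and the aldehyde oxidase gene Aox1, and none fell (4 and 0 when adjusted over the list alone). As a list they were higher in normoxia (median 0.16, adjusted p = 0.0369, camera, and adjusted p = 0.374 with an estimated correlation). In hypoxia Nqo1, Txnrd1 and the xanthine dehydrogenase gene Xdh rose and Cyb5r3, named after its value was seen, fell (3 and 1 when adjusted over the list alone), and the list did not pass (median 0.03, adjusted p = 0.33, camera). Nqo1, Txnrd1 and Xdh had been seen in the heat map of the study (Supplementary Fig. 3e) when the list was fixed. In normoxia, Nqo1 did not pass without normoxia doranidazole replicate 1 (adjusted p = 0.0693), Cat and Txnrd1 without any of normoxia PBS replicates 1, 2 and 3 or normoxia doranidazole replicates 1 and 2 (adjusted p of up to 0.117 and 0.134), and Hmox1 without any array but hypoxia PBS replicates 2 and 3 and hypoxia doranidazole replicate 3 (up to 0.16). With the median of each array set equal, Hmox1 (adjusted p = 0.0503) and Txnrd1 (0.0512) did not pass in normoxia, nor did Hmox1 with a trended and robust prior (0.0953). Aox1 did not pass there without normoxia PBS replicate 1 or normoxia doranidazole replicate 1 or 2 (up to 0.0813). The list of nitroreductases in normoxia had an adjusted p of 0.0729 with dim probe sets left out, 0.0503 with only the 2 groups in the fit, 0.0755 without normoxia PBS replicate 1 and 0.0753 without normoxia doranidazole replicate 2.

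**Figure D1:**
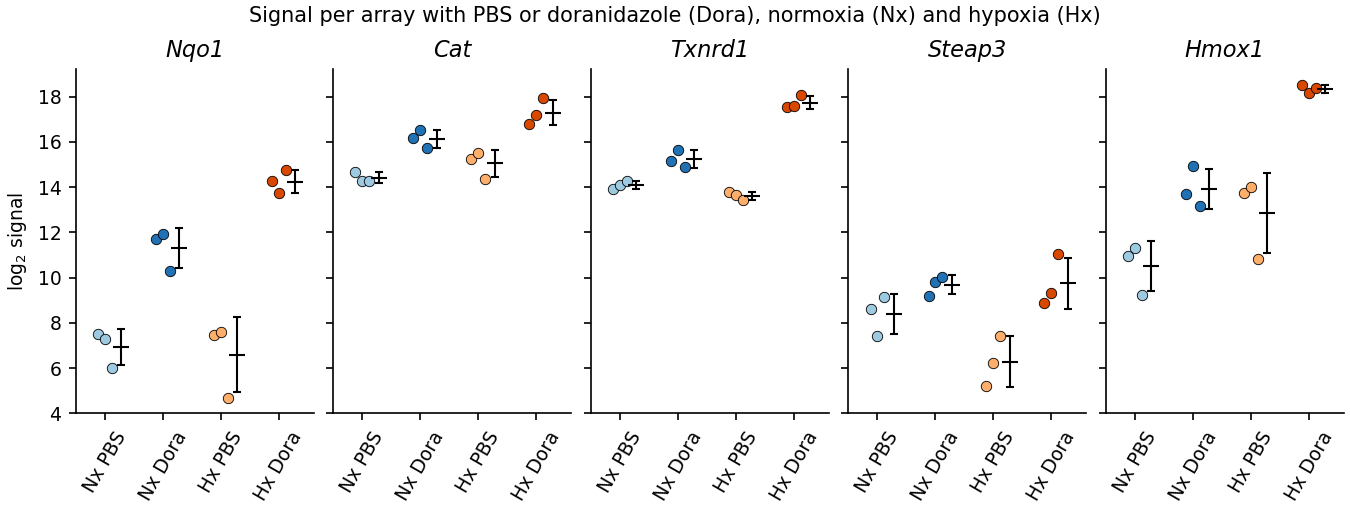
Log2 signal of Nqo1, Cat, Txnrd1, Steap3 and Hmox1 on each of the 12 arrays (points), with the mean and SD of the 3 arrays of each group (bars), for cells given PBS or doranidazole (Dora) in normoxia (Nx) or hypoxia (Hx). The mean of Nqo1 goes from 6.94 to 11.32 in normoxia and from 6.59 to 14.25 in hypoxia.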

Consistent with the doranidazole-induced increase in the expression of genes related to “response to oxidative stress,” the antioxidants 10-(6′-plastoquinonyl) decyltriphenylphosphonium (SKQ1)^32,33^ and *N*-acetyl cysteine (NAC) partially inhibited doranidazole-induced GSC-H death (Fig. 3c and Supplementary Fig. 3f).

Given that SKQ1 targets mitochondria and that mitochondrial ROS play a context-dependent role in ferroptosis^28^, we examined the effect of nitroimidazoles on mitochondrial ROS production in GSC-H cells. Staining of mitochondria in these cells with MitoTracker Green revealed that doranidazole or misonidazole, but not metronidazole, induced a change in mitochondrial morphology from tubular to smaller and rounder (Supplementary Fig. 3g). Staining with MitoSOX Red also showed that doranidazole or misonidazole, but not metronidazole, induced ROS accumulation in mitochondria, with this effect being more pronounced under hypoxic conditions (Fig. 3d, e and Supplementary Fig. 3h). In addition, this effect of doranidazole tended to be inhibited by SKQ1, although not to a statistically significant extent (Fig. 3e). Furthermore, treatment with doranidazole and SKQ1 had similar effects on lipid peroxidation as detected with the fluorescent probe BODIPY C11 (Fig. 3f, g).

### Doranidazole attenuates mitochondrial complex activity in GSCs

Mitochondrial dysfunction—in particular, dysfunction of mitochondrial complex I and an increase in the NADH/NAD^+^ ratio—has been found to be a major cause of elevated mitochondrial ROS levels^34^. Assessment of mitochondrial function by extracellular flux analysis showed that the basal oxygen consumption rate (OCR) of GSC-H cells was reduced by incubation with doranidazole under normoxic (20% O_2_) or hypoxic (1% O_2_) conditions for 12 h (Fig. 4a, b). Uncoupling of oxidative phosphorylation with carbonylcyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP) revealed that mitochondrial spare respiratory capacity of GSC-H cells was also reduced by incubation with doranidazole (Fig. 4a, b). Similar effects were apparent with misonidazole, but not with metronidazole (Supplementary Fig. 4a). Permeabilization of the plasma membrane allows complex specific substrates to access mitochondria. Mitochondrial complex I-dependent respiration, measured after the addition of pyruvate, was reduced by incubation with doranidazole for 12 h (Fig. 4c), as was mitochondrial complex II-dependent respiration, measured after the addition of succinate (Fig. 4c, d). Mitochondrial complex III- and complex IV-dependent respiration, measured after the addition of duroquinol and *N*,*N*,*N*′,*N*′-tetramethyl-*p*-phenylenediamine (TMPD), respectively, were not substantially affected by doranidazole (Fig. 4c, d).

**Fig. 4:**
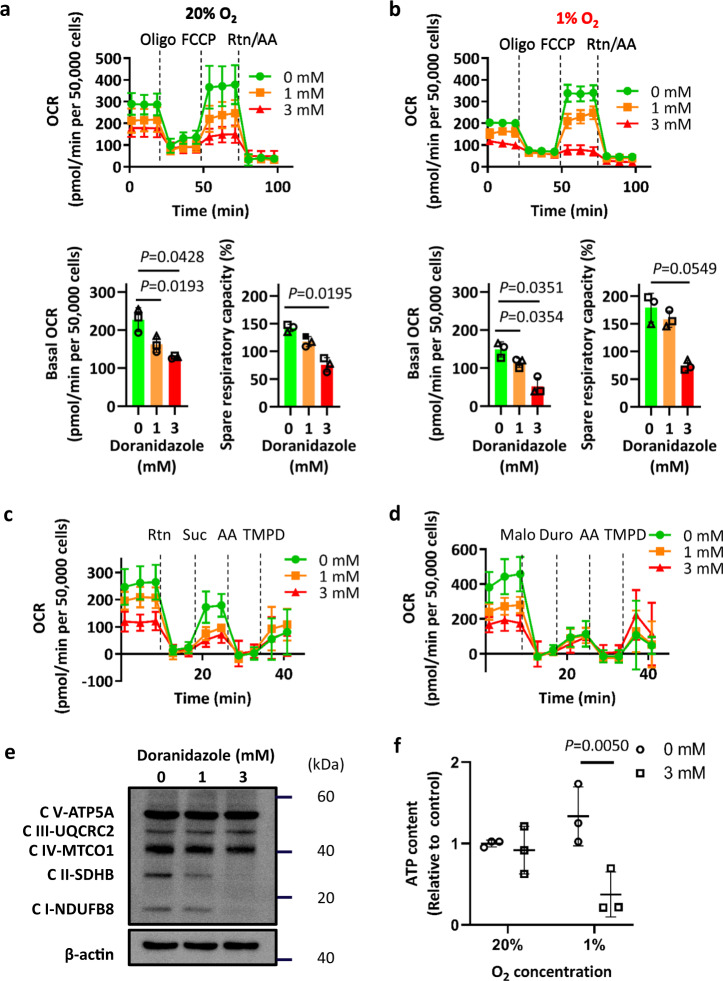
Effect of doranidazole on mitochondrial function. Extracellular flux analysis of GSC-H cells treated for 12 h with the indicated concentrations of doranidazole under normoxic (**a**) or hypoxic (**b**) conditions. Representative examples of changes in OCR after sequential injection of the indicated inhibitors (Oligo oligomycin, Rtn rotenone, AA antimycin A) as well as quantitative data for basal OCR and spare respiratory capacity (means ± s.d. for *n* = 3 independent experiments) are shown. Mitochondrial complex I-, complex II-, and complex IV-dependent OCR (**c**) and complex II-, complex III-, and complex IV-dependent OCR (**d**) measured in GSC-H cells after exposure to the indicated concentrations of doranidazole for 12 h and permeabilization of the plasma membrane. Suc succinate, Malo malonate, Duro duroquinol. Data are means ± s.d. for at least five biologically distinct replicates in *n* = 1 experiment. **e** Immunoblot analysis of mitochondrial complex (C) proteins in GSC-H cells treated for 24 h with the indicated concentrations of doranidazole. **f** ATP content of GSC-H cells exposed to doranidazole under normoxic or hypoxic conditions for 12 h. Data are expressed relative to the value for normoxia and 0 mM doranidazole and are means ± s.d. from *n* = 3 three independent experiments. Statistical analysis was performed by one-way ANOVA followed by Dunnett’s post hoc test **a**, **b**, or with the two-way ANOVA followed by Sidak’s post hoc test **f**.

To investigate the molecular basis of the dysfunction of the mitochondrial respiratory chain induced by doranidazole, we examined protein expression for the complexes by immunoblot analysis. 

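Transcripts for subunits of complex I, the NADH dehydrogenase of the respiratory chain, and of complex II, succinate dehydrogenase, are given in normoxia, in which the study worked unless it states otherwise (Methods), and in addition in hypoxia. In normoxia, the log2 fold change with doranidazole was -0.02 for Sdha (95% confidence interval -0.75 to 0.70), -0.07 for Sdhb (-0.43 to 0.28), 0.32 for Sdhc (-0.16 to 0.80) and 0.21 for Sdhd (-0.40 to 0.83). None of these 4 passed the test, also when adjusted over the list alone, and 0 had an unadjusted p under 0.05 (limma). The complex I list holds subunits encoded in the nucleus, and those encoded by mitochondrial DNA were not tested. Of its 35 measured subunits, none rose or fell in normoxia in limma, also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. With array weights, 1 of them, Ndufb2, rose and 1, Ndufs8, fell. Their log2 fold changes ran from -0.59 (Ndufs8) to 0.70 (Ndufb2), and the lower bound of the 95% interval lay below -1 for 3, lowest for Ndufs7 (-1.26), named after its value was seen. As lists, neither complex I (median -0.07, adjusted p = 0.749, camera) nor complex II (median 0.10, adjusted p = 0.749, camera) passed in normoxia. In hypoxia, 15 complex I subunits fell and none rose (17 and 0 when adjusted over the list alone). Ndufv3 fell 4-fold (SE on the log2 scale 0.22, adjusted p = 2.27e-05), Ndufs1 2.62-fold (SE 0.20) and Ndufs3 2.12-fold (SE 0.18). The list was lower in hypoxia (median -0.53, adjusted p = 8.39e-05, camera, and adjusted p = 0.157 with an estimated correlation). Bright probe sets often went the same way. With a hypoxia PBS mean above 8 and a different response, 1400 responded more downward in hypoxia and 482 more upward. Complex I subunits were not matched on signal, so that the list test does not separate them from other genes of like signal. Sdha (log2 fold change -1.57, SE 0.33, adjusted p = 0.00348) and Sdhb (-0.51, adjusted p = 0.0339) fell in hypoxia, also when adjusted over the list alone. Sdhc (-0.21) and Sdhd (0.31) did not pass there, nor did the complex II list (median -0.36, adjusted p = 0.274, camera). Ndufb8, whose protein was blotted in Fig. 4e, had a log2 fold change of -0.07 (SE 0.22) in normoxia and 0.27 (adjusted p = 0.403) in hypoxia. In hypoxia, 8 complex I subunits were lower with quantile normalization and 8 with cyclic loess normalization, chosen after seeing the data, and the list did not pass (adjusted p = 0.0694 and 0.0613). Sdhb did not pass under either scaling (adjusted p = 0.182 and 0.219), nor without hypoxia PBS replicate 1 (0.132), hypoxia PBS replicate 3 (0.0695) or hypoxia doranidazole replicate 2 (0.108). It also missed the threshold with a trended and robust prior (adjusted p = 0.0555) and with only the 2 groups in the fit (0.121).

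**Figure D2:**
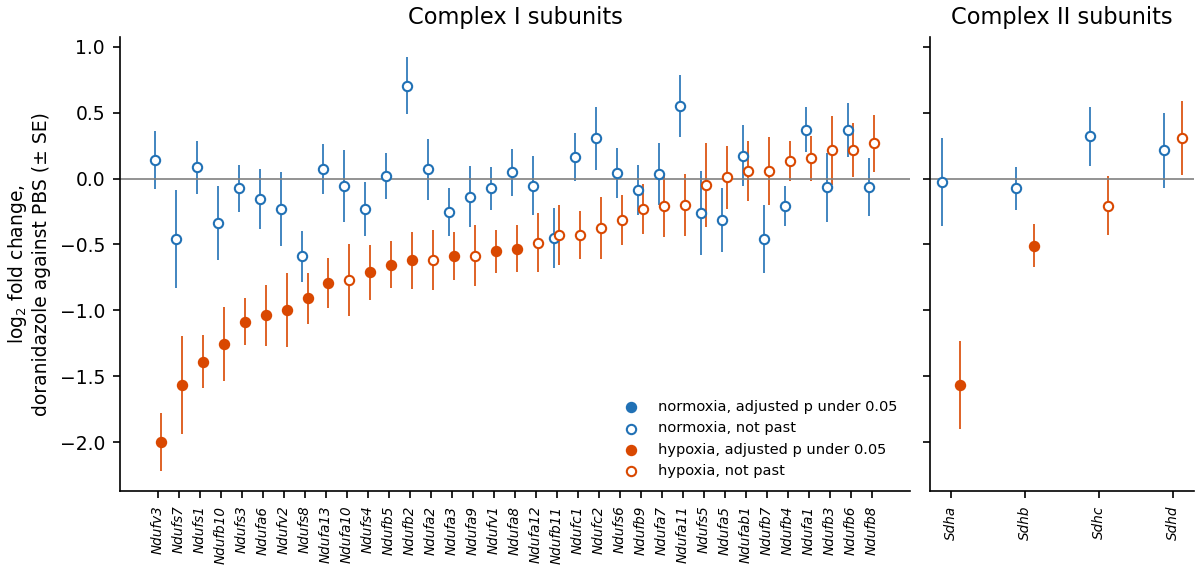
Log2 fold change of each measured subunit of complexes I and II encoded in the nucleus with doranidazole against PBS, in normoxia and in hypoxia, with bars of 1 standard error. Filled points have an adjusted p under 0.05: none in normoxia, and 15 of the 35 complex I subunits, Sdha and Sdhb in hypoxia, all below 0.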

Doranidazole-induced downregulation of mitochondrial complex I and II proteins in a concentration-dependent manner (Fig. 4e), although similar downregulation of the corresponding mRNAs was not apparent (Supplementary Fig. 4b, c). Furthermore, the proteasome inhibitor MG132 did not affect the depletion of mitochondrial complex proteins induced by doranidazole (Supplementary Fig. 4d), suggesting that this depletion was not due to proteolysis. Misonidazole, but not metronidazole, showed effects similar to those of doranidazole on mitochondrial complex protein expression (Supplementary Fig. 4e). Consistent with the marked decrease in basal OCR, a 12-h doranidazole treatment significantly reduced the ATP content of GSC-H cells under mild hypoxic conditions (Fig. 4f).

### Doranidazole changes intracellular metabolite levels in GSCs

Both ferroptosis^28^ and mitochondrial function are intimately linked to cellular metabolism. We therefore examined the effects of doranidazole on GSC metabolism by capillary electrophoresis coupled with mass spectrometry. Intermediates of the tricarboxylic acid (TCA) cycle showed the most marked changes in abundance after exposure of GSC-H cells to doranidazole. The intracellular levels of citrate, *cis*-aconitate, and succinate were increased, whereas those of fumarate and malate were decreased, by exposure of the cells to doranidazole for 24 h (Fig. 5a), consistent with changes resulting from a decrease in the activity of mitochondrial complex II. The amounts of glutamine, glutamate, and α-ketoglutarate were also significantly reduced by doranidazole treatment, suggestive of perturbation of glutaminolysis. Of note, the ratio of NADH to NAD^+^ was significantly increased by doranidazole treatment (Fig. 5b). Considering that elevated levels of NADH/NAD^+^ inhibit dehydrogenases in the TCA cycle, and that increased succinate suggests a blockade of complex II, these alterations in TCA metabolites appear to result from impairment of mitochondrial respiration. Furthermore, while a 12-h treatment with doranidazole was insufficient to induce robust changes in ATP in normoxic conditions (Fig. 4f), a 24-h treatment significantly decreased ATP and increased AMP contents (Fig. 5c). These effects coincided with a significant but modest drop of the adenylate charge (Fig. 5d). In contrast to doranidazole, metronidazole had a negligible effect on metabolites overall (Supplementary Fig. 5a–d).

**Fig. 5:**
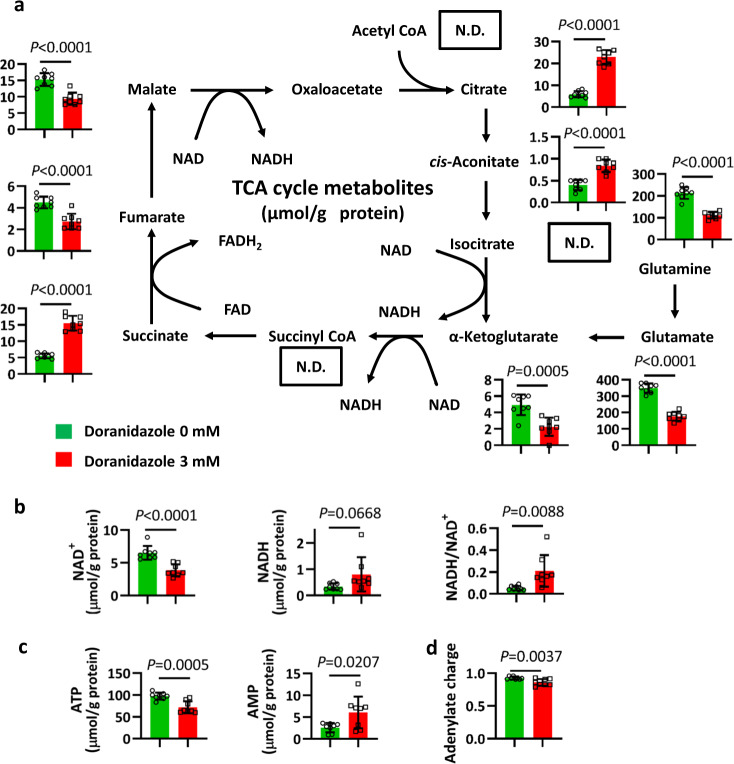
Effects of doranidazole on intracellular metabolite levels in GSC-H cells. **a** Metabolome analysis for the TCA cycle in GSC-H cells exposed to 0 or 3 mM doranidazole for 24 h. N.D. not detected. The amounts of NAD^+^ and NADH and the NADH/NAD^+^ ratio (**b**) as well as ATP and AMP (**c**) and the total adenylate charge (**d**) were also determined. Metabolite levels were normalized by total protein amount, are means ± s.d. from eight biologically distinct replicates, *n* = 1 experiment, and were analyzed by the unpaired two-tailed Student’s *t-*test.

### Doranidazole limits GSC growth in cultured brain slices

Finally, to assess the effects of doranidazole on GSCs in their niche, we first examined cultured brain slices from mice with orthotopic implants of GSC-F cells. Such brain slices allow the visualization of glioma cells in their native environment, without the limitations imposed by a functional blood–brain barrier^35^. Under normoxic conditions, GSC-F cells in brain slices incubated with 3 mM doranidazole for 2 days gradually accumulated in G_1_ phase of the cell cycle (Fig. 6a) and tumor growth was inhibited (Fig. 6c). Given that brain slices containing large hypoxic tumors are less amenable to imaging, we next exposed slices with similar small-sized tumors to 1% O_2_. Under this condition, doranidazole induced cell death, as revealed by the binding of 4′,6-diamidino-2-phenylindole (DAPI) to DNA and by morphological changes apparent on hematoxylin-eosin staining (Fig. 6b, c). The effects of doranidazole under both normoxic and hypoxic conditions were concentration dependent (Fig. 6a, b and Supplementary Fig. 6a, b).

**Fig. 6:**
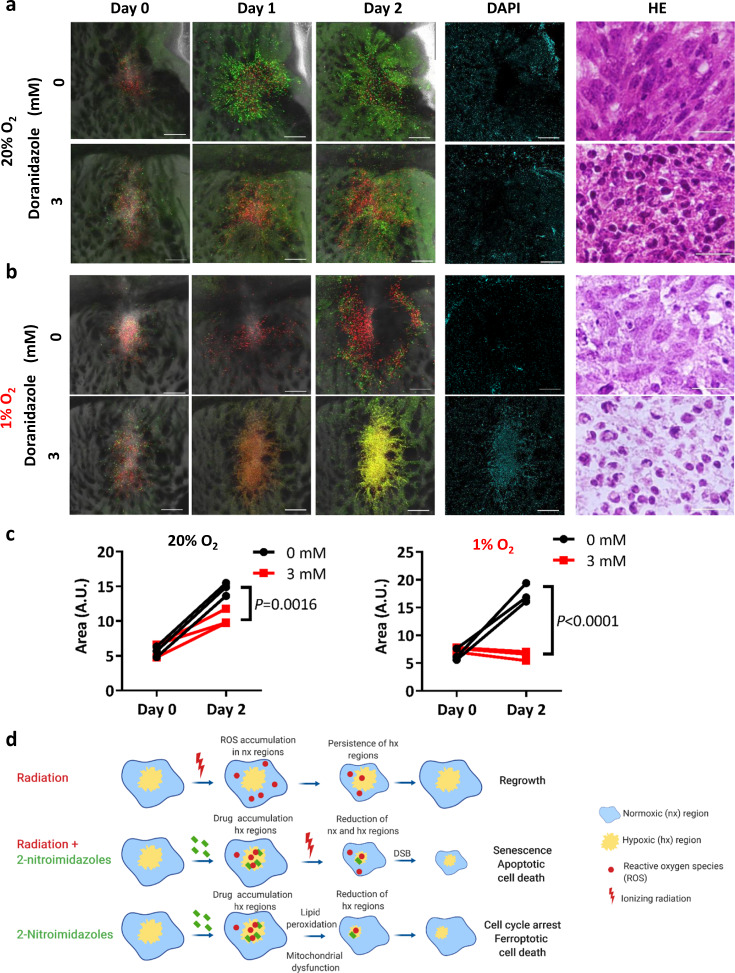
Effects of doranidazole on cultured brain slices bearing implants of GSC-F cells. Sequential images of brain slices prepared from mice bearing GSC-F cell–based orthotopic tumors and incubated with or without 3 mM doranidazole under normoxic (**a**) or hypoxic (**b**) conditions. Overlays of green fluorescence (S–G_2_–M phase), red fluorescence (G_1_ phase), and phase-contrast images are shown for days 0, 1, and 2. A DAPI exclusion assay for the same areas as well as hematoxylin-eosin (HE) staining of paraffin-embedded sections of the explants are also presented for day 2. Scale bars, 300 µm (fluorescence images) or 50 µm (hematoxylin-eosin). **c** Quantification of tumor area for explants as in (**a**, **b**) at days 0 and 2. Data are for explants from *n* = 3 mice per condition and were analyzed by two-way ANOVA followed by Sidak’s post hoc test. A.U. arbitrary units. **d** Model for the effects of doranidazole on GSCs in their hypoxic niche. DSB double-strand breaks. The scheme was created with biorender.com.

Next, to reproduce and examine early and pronounced intratumoral hypoxic regions, we injected mice subcutaneously with GSC-H cells. Doranidazole (200 mg/kg, i.p.) administration for 5 days delayed the growth of tumors formed by cells injected 15 days previously (Supplementary Fig. 6c) as well as reduced the EF5-positive hypoxic tumor area (Supplementary Fig. 6d), although this latter effect was not statistically significant. Together, these results thus showed that doranidazole induced GSC death in hypoxic intratumoral regions in both the ex vivo and in vivo settings.

## Discussion

We have here shown that 2-nitroimidazole drugs sensitize hypoxic murine GSCs to ionizing radiation in association with an increase in the number of double-strand breaks. Furthermore, under hypoxic conditions, these drugs manifest radiation-independent cytotoxicity for GSCs associated with the induction of mitochondrial dysfunction and ferroptotic cell death. The decrease in the number of metabolically active GSCs induced by these agents is likely to reduce the intratumoral competition for oxygen and thereby ultimately to limit the size of the hypoxic niche.

Nitroimidazoles have previously been shown to potentiate radiation-induced DNA damage and the subsequent death of actively cycling cancer cells in several tumor types^36^. However, cancer stem cells often possess an enhanced ability to repair DNA damage and cycle more slowly compared with differentiated tumor cells^14,37,38^. We have now shown that doranidazole potentiated the radiation-induced increase in the number of double-strand breaks in mouse GSCs and served as a radiosensitizer for GSC-derived tumors. At least for GBM, these findings exclude the possibility that intrinsic resistance of cancer stem-like cells to 2-nitroimidazoles is a major cause of the limited radiosensitization observed in clinical studies^39–41^ and suggest the need for an increased focus on theranostic applications.

GBMs are thought to contain substantial hypoxic regions, to experience loss of blood–brain barrier function, and to be highly recalcitrant to the effects of chemo- and radiotherapy. In particular, large tumors presenting with contrast enhancement and compression symptoms as well as recurrent tumors usually contain not only hypoxic regions but also an increased number of GSCs, and such tumors might therefore benefit from doranidazole treatment. The identification of such tumors would be an essential step in any future clinical applications of this drug. A high initial value followed by a gradual decrease in [^18^F]fluoromisonidazole uptake by GBM tumors could indicate treatment efficacy, with such imaging thus representing a companion diagnostic option. In the case of other solid tumors, stratification of patients based on [^18^F]fluoromisonidazole uptake might be necessary for maximal exploitation of the radiosensitizing potential of 2-nitroimidazoles.

Monitoring of hypoxia would also be essential for clinical exploitation of the direct cytotoxicity of doranidazole for GSCs. We found that doranidazole, misonidazole, and etanidazole each induced pronounced radiation- and cell cycle-independent cell death within the oxygen-deprived center of GSC spheres. In spheres with a diameter of >500 µm, which already have a small core of dead cells as a result of oxygen and nutrient limitation, GSC death was apparent as early as 12 h after initiation of drug treatment. Such cell death was markedly, but not completely, attenuated by the ferroptosis inhibitor ferrostatin-1, the iron-chelator deferoxamine, and the mitochondrial ROS scavenger SKQ1, whereas it was not affected by the caspase inhibitor Z-VAD-FMK. These results suggest that the GSC death induced by 2-nitroimidazoles is mediated largely by ferroptosis rather than by apoptosis.

Ferroptosis is a form of iron-dependent oxidative cell death mediated by ROS accumulation and lipid peroxidation^28,42^. The relation between mitochondrial ROS generation and ferroptosis remains poorly understood but seems to be context dependent^28^. Partial attenuation of ferroptosis by oligomycin^43^, an inhibitor of mitochondrial complex V, implicates the electron transport chain as a possible initial source of ROS. In contrast, the detection of ferroptosis in cells that lack mitochondrial DNA or mitochondrial function has led to the suggestion that changes in mitochondrial morphology and membrane potential associated with ferroptosis represent the final stages of the death cascade^44^. We have now found that doranidazole induced a decrease in mitochondrial complex I and II activity, an increase in the NADH/NAD^+^ ratio, and the accumulation of succinate in GSCs. Together with the partial rescue of doranidazole-induced GSC death by SKQ1, these results suggest that the accumulation of mitochondrial ROS, even though due to aberrant function of complexes I and II^34^, takes place during the reversible phase of ferroptosis and thus closer to the initiating rather than the end stage (Fig. 6d). 

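In hypoxia, 10 of 15 heat shock genes rose with doranidazole, with Hspa1b 355-fold (SE on the log2 scale 0.45, n = 3 arrays per group) and Cryab 17.1-fold higher, and 1, Fkbp4, fell, also when adjusted over the list alone. Their list was higher there (median 1.02, adjusted p = 5.69e-05, camera, and adjusted p = 0.157 with an estimated correlation). None of 15 heat shock genes passed in normoxia in limma (4 had an unadjusted p under 0.05), also when adjusted over the list alone (median 0.10, adjusted p = 0.805, camera). With the replicate number as a block over the normoxia arrays alone, 2 rose, Hspa1a and Cryab, and with only the 2 groups in the fit 1 did, Hspa1a. Of 19 genes of cholesterol synthesis, 1, the lanosterol synthase gene Lss, fell in normoxia (5 when adjusted over the list alone, 4 with the block), and the list was lower (median -0.60, adjusted p = 1.35e-06, camera, and adjusted p = 0.492 with an estimated correlation). All 19 fell in hypoxia, also when adjusted over the list alone (median -3.08, adjusted p = 1.92e-15, camera, and adjusted p = 0.157 with an estimated correlation), with the mevalonate kinase gene Mvk at a log2 fold change of -4.47 (SE 0.27). Lbr of this list had been seen in the heat map of the study. Of the probe sets past the threshold in normoxia, 266 (75.6%) had a fold change of the same sign in hypoxia, 207 that rose and 59 that fell. By contrast, 30 that rose in normoxia fell in hypoxia, and 1 went the other way. The share of the same sign was 61.8% among those past the threshold in hypoxia and 53.5% among all probe sets. Tested directly, the response differed between hypoxia and normoxia for 3003 probe sets, 1115 with a more positive and 1888 with a more negative change in hypoxia (limma). The median absolute log2 fold change of all probe sets was 0.19 in normoxia and 0.388 in hypoxia. Over those past the threshold in normoxia it was 1.46 and 1.19, and over those past it in hypoxia 0.29 and 1.24, each selected on its own arrays. Of the 352 past it in normoxia, 127 changed more in hypoxia with the same sign. The test of the difference called 60 of the 352 larger with the same sign in hypoxia and 102 smaller or opposite. The 352 were selected by their change on the normoxia arrays, which also enter this difference. Such selection favors smaller or opposite calls, so that these counts do not tell in which condition the response was larger. By list, the difference of response was positive for heat shock genes (median 1.40, adjusted p = 2.84e-05, and adjusted p = 0.248 with an estimated correlation) and NRF2 targets (median 1.32, adjusted p = 2.84e-05, and adjusted p = 0.459 with an estimated correlation). Immediate early genes (median 1.32, adjusted p = 0.00078, and adjusted p = 0.268 with an estimated correlation) and lysosome and autophagy genes (median 1.08, adjusted p = 7.26e-05, and adjusted p = 0.35 with an estimated correlation) also responded more upward in hypoxia. A negative difference was found for cholesterol synthesis (median -2.19, adjusted p = 2.24e-12, and adjusted p = 0.248 with an estimated correlation), glycolysis (median -1.22, adjusted p = 2.09e-08, and adjusted p = 0.248 with an estimated correlation) and hypoxia-induced genes (median -1.48, adjusted p = 0.000597, and adjusted p = 0.504 with an estimated correlation). Mitosis genes (median -1.68, adjusted p = 1.98e-06, and adjusted p = 0.602 with an estimated correlation) and neural and glioma stem cell genes (median -0.95, adjusted p = 8.26e-07, and adjusted p = 0.0573 with an estimated correlation) responded more downward as well. So did complex I subunits (median -0.48, adjusted p = 0.000725, and adjusted p = 0.248 with an estimated correlation) and the tricarboxylic acid cycle (median -0.57, adjusted p = 0.004, and adjusted p = 0.35 with an estimated correlation). Without hypoxia PBS replicate 3 the median difference was -1.03 for G2/M and mitosis and 0.79 for NRF2 target genes, and without normoxia PBS replicate 3 it was -0.84 for hypoxia-induced genes. Across all probe sets, which are not independent replicates, the fold changes in normoxia and hypoxia had a Pearson correlation of 0.304 and a Spearman correlation of 0.17. Their SDs on the log2 scale were 0.446 and 1.01. Of the differences of response, 37.1% were positive, against 49% with quantile normalization and 29% with the median of each array set equal (858 higher and 2097 lower). With quantile normalization the lists of complex I subunits (adjusted p = 0.166) and the tricarboxylic acid cycle (0.0655) did not pass, as they did not with cyclic loess normalization, chosen after seeing the data (0.179 and 0.0679), nor did the cycle with dim probe sets left out (0.053). Lss did not pass in normoxia with any one of normoxia PBS replicates 1 and 3, normoxia doranidazole replicates 1, 2 and 3 and hypoxia PBS replicate 1 left out (adjusted p of up to 0.144), nor with only the 2 groups in the fit. The median of cholesterol synthesis in normoxia was -0.33 without normoxia PBS replicate 1 and -1.03 without normoxia PBS replicate 2.

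**Figure D3:**
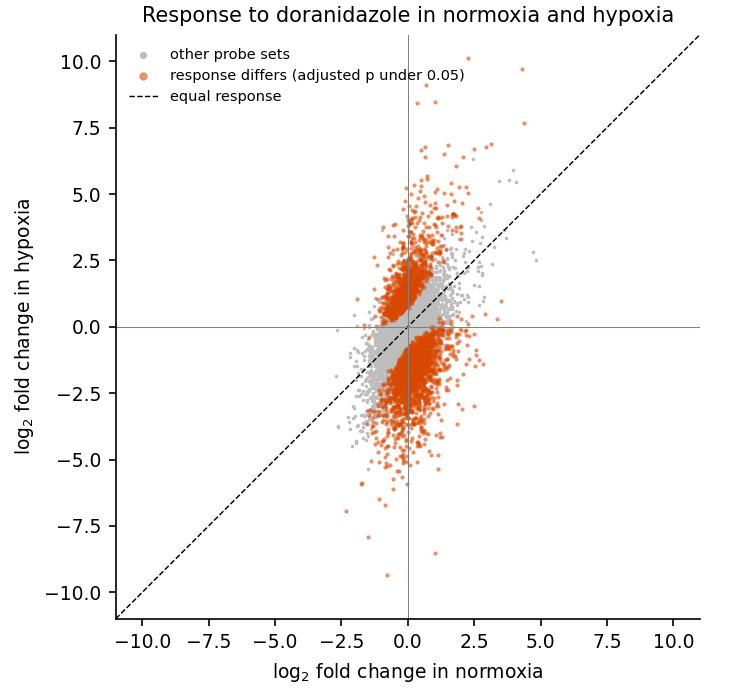
Log2 fold change with doranidazole against PBS of each probe set in normoxia (x axis) and in hypoxia (y axis). The 3003 probe sets whose response differs (adjusted p under 0.05) are orange, and the dashed line marks equal responses.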

Of note, the decrease in mitochondrial complex activity, the increase in ROS and lipid peroxidation, and the changes in the transcriptome induced by doranidazole were qualitatively similar in normoxic and mildly hypoxic conditions but tended to be more pronounced in the latter. The degree of ferroptosis will likely be maximal under conditions in which oxygen tension is sufficiently low to allow the intracellular accumulation of nitroimidazoles, but sufficiently high to allow cells to rely on mitochondrial and electron transport chain function and to favor a net increase in ROS levels.

The net oxidative damage will also depend on the antioxidant responses triggered by the treatment in a cell-specific manner. 

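The aldehyde dehydrogenase gene Aldh3a1 was 8.79-fold higher with doranidazole in normoxia (log2 fold change 3.14, SE 0.50, adjusted p = 0.0105, limma). In hypoxia it was 117-fold higher (log2 fold change 6.87, SE 0.50, adjusted p = 8.71e-07). Of 30 measured targets of NRF2, the transcription factor of the response to oxidants and electrophiles, 11 rose and none fell in normoxia (22 and 0 when adjusted over the list alone, 22 and 0 with the replicate number as a block over the normoxia arrays alone). The list was higher in normoxia (median 1.41, adjusted p = 1.01e-23, camera, and adjusted p = 0.149 with an estimated correlation). In hypoxia, 24 rose and none fell (25 and 1 when adjusted over the list alone; median 2.74, adjusted p = 3.14e-14, camera, and adjusted p = 0.157 with an estimated correlation). The sulfiredoxin gene Srxn1 rose 8.48-fold in normoxia and 24.8-fold in hypoxia, and the epoxide hydrolase gene Ephx1 9.05-fold and 5.2-fold. Osgin1 was 92.1-fold higher in hypoxia. Nqo1, Hmox1, Txnrd1, Srxn1, Abcc4, Pgd and Blvrb of this list had been seen in the heat map of the study. Among 15 genes of glutathione synthesis and cystine supply, 2 rose in normoxia and none fell, also when adjusted over the list alone (4 and 1 with the block). They were Gclc and Gclm, which encode the subunits of glutamate-cysteine ligase. The list was higher at the preset correlation (median 0.12, adjusted p = 0.0391, camera, and adjusted p = 0.52 with an estimated correlation), but not with the block (adjusted p = 0.0781). In hypoxia 6 rose and 2 fell, also when adjusted over the list alone, with Gclm 12.3-fold and the glutathione synthetase gene Gss 22.4-fold higher. Their list did not pass in hypoxia (median 0.28, adjusted p = 0.0578, camera). Of 23 antioxidant enzymes, such as catalase, superoxide dismutases and peroxiredoxins, Cat, which had been seen in the heat map, alone rose in normoxia, also when adjusted over the list alone (3 rose with the block). In hypoxia Cat and Sod1 rose and 7 fell, also when adjusted over the list alone. The sestrin gene Sesn3 (log2 fold change -2.53, SE 0.22) and the methionine sulfoxide reductase gene Msra (-2.82, SE 0.38) had the smallest p among them. The list of antioxidant enzymes passed neither in normoxia (median 0.15, adjusted p = 0.201, camera) nor in hypoxia (median -0.12, adjusted p = 0.274, camera). In normoxia, without normoxia doranidazole replicate 1, the adjusted p was 0.0693 for Aldh3a1, 0.051 for Ephx1, 0.0767 for Gclm and 0.0926 for Gclc, and leaving out normoxia PBS replicate 1 or 2 or normoxia doranidazole replicate 2 also ended the calls of Srxn1 (up to 0.0875) and Gclc. The list of glutathione synthesis and cystine supply did not pass in normoxia with dim probe sets left out (adjusted p = 0.0786), array weights (0.0538) or only the 2 groups in the fit (0.0503), nor without normoxia PBS replicate 3 (0.253), normoxia doranidazole replicate 1 (0.053) or 2 (0.314) or hypoxia doranidazole replicate 2 (0.0555), whereas in hypoxia it passed in 9 of 20 settings, among them without normoxia doranidazole replicate 3 (0.0496), hypoxia PBS replicate 1 (0.0261) or 2 (0.0249) or hypoxia doranidazole replicate 1 (0.0326).

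**Figure D4:**
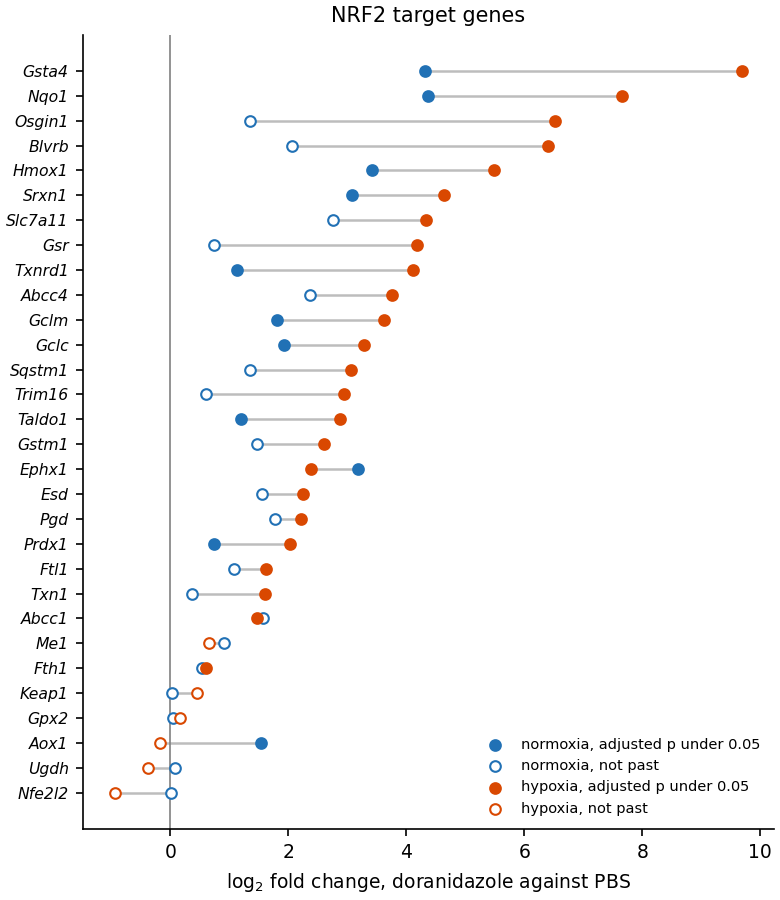
Log2 fold change of the 30 measured NRF2 target genes with doranidazole against PBS in normoxia and in hypoxia, joined by a line per gene. Filled points have an adjusted p under 0.05: 11 genes in normoxia and 24 in hypoxia, all above 0.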

In GSCs, doranidazole increased the expression of several antioxidant-related genes, including the aldehyde dehydrogenase gene *Aldh3a1*. Aldh3a1 protects cells by detoxifying lipid peroxidation-derived reactive aldehydes such as 4-hydroxynonenal^45^. Aldh3a1 can also release antioxidant nitric oxide (NO) from S-nitrosothiols^45–47^. Upregulation of Aldh3a1 has been identified as a cause of resistance to ferroptosis induced by sulfasalazine^48^, an inhibitor of the cystine–glutamate transporter subunit xCT, and drug screening for synthetic lethality identified aldehyde dehydrogenase inhibitors that cooperatively enhance the effects of sulfasalazine on cell lines derived from several types of solid tumors as well as on subcutaneous tumors in animal models^48,49^. The upregulation of antioxidant proteins might thus be another reason why nitroimidazoles have failed to realize their expected clinical potential. Screening for synthetic lethality under hypoxic conditions might identify aldehyde dehydrogenase inhibitors that specifically enhance the action of nitroimidazoles.

Differences in electron affinity and reduction potential between nitroimidazoles appear to play a crucial role in explaining the effects of doranidazole in ferroptosis, since those characteristics have been found to be correlated with hypoxia selectivity and toxicity^50^. Consistent with these previous findings, we found that equimolar concentrations of 2-nitroimidazoles doranidazole, misonidazole, and etanidazole (electron affinity values of more than −400 mV^15,50^), but not of 5-nitroimidazoles metronidazole and nimorazole (electron affinity values of <−400 mV), were able to induce hypoxic GSC death. In our previous study using the same GBM model, we reported upregulation of nucleophilic polysulfides in tumors^51^, and further investigation is necessary to determine whether the electrophilic doranidazole breaks the balance between endogenous aldehydes and polysulfides to render GSCs more susceptible to cell death.

In parallel with mitochondrial dysfunction, mobilization of the intracellular labile iron pool is a major determinant of ferroptosis. Doranidazole treatment upregulated *Steap3* and *Hmox1* in GSCs in both normoxic and mildly hypoxic conditions. 

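On the log2 scale, Steap3 had a signal of 8.39 ± 0.88 (SD, n = 3) with PBS and 9.68 ± 0.42 with doranidazole in normoxia, and 6.29 ± 1.11 and 9.75 ± 1.14 in hypoxia. Hmox1 had 10.51 ± 1.11 and 13.92 ± 0.90 in normoxia and 12.87 ± 1.76 and 18.35 ± 0.17 in hypoxia. The response in hypoxia exceeded that in normoxia by 2.17 for Steap3 (SE 0.88, adjusted p = 0.128, limma) and 2.06 for Hmox1 (SE 1.06, adjusted p = 0.235), neither past the threshold. In hypoxia, Hmox1 had a log2 fold change of 4.46 without hypoxia PBS replicate 3 and 6.06 without replicate 2, against 3.42 in normoxia. Steap3 had 2.81 without hypoxia doranidazole replicate 3 and 4.03 without hypoxia PBS replicate 3, against 1.29 in normoxia. Of 32 measured genes of iron handling and ferroptosis, 2 rose in normoxia, Hmox1 and Gch1, which encodes the first enzyme of tetrahydrobiopterin synthesis. None fell (4 rose and 1 fell when adjusted over the list alone, 8 and 1 with the replicate number as a block over the normoxia arrays alone). The list was higher in normoxia (median 0.20, adjusted p = 0.0391, camera, and adjusted p = 0.459 with an estimated correlation). In hypoxia 9 rose and 5 fell (9 and 7 when adjusted over the list alone), and the list did not pass (median 0.05, adjusted p = 0.941, camera). Ptgs2 (log2 fold change 6.32, SE 1.39) and the ferritin light chain gene Ftl1 (1.63, SE 0.25) rose in hypoxia. Acsl4, which encodes an enzyme that activates polyunsaturated fatty acids (log2 fold change -3.19, SE 0.19), and the transferrin gene Trf (-2.08, SE 0.15) fell. The transferrin receptor gene Tfrc rose in hypoxia (log2 fold change 2.93, SE 0.56), and the glutathione peroxidase gene Gpx4 had log2 fold changes of 0.24 in normoxia (adjusted p = 0.784) and 0.19 in hypoxia (adjusted p = 0.572), both named after their values were seen. Steap3, Hmox1 and Ptgs2 of this list had been seen in the heat map of the study. Gch1 did not pass in normoxia without normoxia PBS replicate 1 (adjusted p = 0.0624). The list of iron handling and ferroptosis did not pass in normoxia with dim probe sets left out (adjusted p = 0.0786), array weights (0.0671) or only the 2 groups in the fit (0.0503), nor without normoxia PBS replicate 3 (0.13), normoxia doranidazole replicate 2 (0.21) or hypoxia doranidazole replicate 1 (0.0514), 2 (0.0555) or 3 (0.058).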

Metalloreductase Steap3 catalyzes the reduction of ferric iron (Fe^3+^) to ferrous one (Fe^2+^)^30^. Heme oxygenase 1 increases the labile iron pool by releasing Fe^2+^ from heme^52^ and is instrumental in erastin- and withaferin A-induced ferroptosis^31,52^. Furthermore, NADH, which was increased after doranidazole treatment, can also contribute to the reduction and mobilization of Fe^2+^ from ferritin, especially under anaerobic conditions^53^.

An issue that will require further consideration is the involvement of ferroptosis in 2-nitroimidazole-induced normal tissue toxicity. We found that doranidazole induces a similar extent of cell death in NSCs differentiated along astrocytic lines as it does in the GSCs in conditions of <0.1% O_2_. Given that in the human brain, normal cells are expected to reside at physiological oxygen concentrations of 0.5–7%^25^, massive cell death due to accumulation of the drugs in severely hypoxic normal cells is less likely to occur. However, although not specifically addressed in this study, the doranidazole-induced mitochondrial dysfunction and sublethal damage to oxic GSCs could also occur in non-transformed cells and might partially contribute to the toxicities reported for 2-nitroimidazoles in normal tissues.

In conclusion, we have demonstrated the potential of 2-nitroimidazoles as targeted inducers of ferroptosis in hypoxic GSCs within their niche. Advances in knowledge of cancer cell hierarchies and types of cell death have thus prompted further exploration of 2-nitroimidazole compounds that has led to the uncovering of previously unknown aspects of their reductive metabolism and suggested possible future theranostic applications.

## Methods

### Establishment of induced GICs and GSCs and cell culture

Primary *Ink4a/Arf*-null NSCs were isolated from the subventricular zone of 6-week-old mice as previously described^23^. NSCs and all derived cells were cultured in neural stem cell medium (NSM), consisting of Dulbecco’s modified Eagle’s medium (DMEM)-F12 (Wako, Osaka, Japan) without serum and containing recombinant human epidermal growth factor and basic fibroblast growth factor (PeproTech, Rocky Hill, NJ) at 20 ng/ml, heparan sulfate (Sigma-Aldrich, St. Louis, MO) at 200 ng/ml, and B27 supplement without vitamin A (Invitrogen, Carlsbad, CA). For establishment of GICs, retrovirus-containing culture supernatants were prepared as previously described^23^ from the pBABE-Hygro retroviral vector containing human *H-Ras*^*V12*^ cDNA (kindly provided by P. P. Pandolfi and T. Maeda). NSCs were infected with the retrovirus-containing supernatants, and the infected cells were purified by selection with hygromycin (200 μg/ml) for 14 days. The resulting cells were designated GIC-H^54^. Primary tumors formed by orthotopic implantation of GIC-H cells in syngeneic mice were excised at the onset of tumor-related symptoms. Dissociated tumor cells were subjected to selection with hygromycin (200 μg/ml) for 14 days, and the resulting cells were designated GSC-H and maintained in NSM. The human glioma cell lines U251MG (GBM) and Becker (astrocytoma grade III–IV) were obtained from American Type Culture Collection and Japanese Collection of Research Bioresources Cell Bank, respectively, and they were maintained in DMEM-F12 supplemented with 10% FBS before a switch to NSM for the assays in this study. For induction of cell differentiation, NSCs or GICs were cultured in DMEM-F12 supplemented with 1% or 10% FBS for 72 h. All cells were studied within 20 passages after establishment.

### Chemicals and reagents

Doranidazole was obtained from POLA Pharma Inc. (Tokyo, Japan) and dissolved in phosphate-buffered saline (PBS). Metronidazole and misonidazole (Sigma-Aldrich) as well as etanidazole (Santa Cruz Biotechnology, Dallas, TX) and nimorazole (Aobious, Gloucester, MA) were dissolved in dimethyl sulfoxide (DMSO). Ferrostatin-1, DAPI, and NAC were obtained from Sigma-Aldrich, necrostatin-1 from Abcam (Cambridge, UK), Z-VAD-FMK from MBL (Nagoya, Japan), deferoxamine mesylate from Tokyo Chemical Industry (Tokyo, Japan), SKQ1 from Cayman Chemical (Ann Arbor, MI), MG132 and EF5 from Merck Millipore (Billerica, MA), and Hoechst 33342 from Thermo Fisher Scientific Inc. (Waltham, MA).

### Irradiation

X-irradiation was performed with the use of an MBR-1520R-4 system (Hitachi Power Solutions, Ibaraki, Japan) at settings of 150 kV and 20 mA. The dose rate of radiation was 1.45 Gy/min.

### γH2AX staining and imaging

Cells were incubated with drug under normoxic or hypoxic conditions for 30 min, exposed to 0 or 2 Gy of ionizing radiation, and fixed 30 min later with 4% paraformaldehyde. They were then stained consecutively with rabbit polyclonal antibodies to γH2AX (phospho-S139, Abcam, 1:1000 dilution) and Alexa Fluor 488-conjugated secondary antibodies (Thermo Fisher Scientific Inc.). Nuclei were counterstained with Hoechst 33342. Images were acquired with a Fluoview FV10i confocal microscope and were uniformly processed with Fluoview software v4.2 (Olympus, Tokyo, Japan). The number of immunoreactive foci was counted with the use of ImageJ software and the plugin PzFociEZ^55^. In brief, a nuclear region of interest was generated from Hoechst 33342 staining, and the number of foci in this region was automatically counted for γH2AX staining. Background subtraction was performed with the rolling ball algorithm. The radius of the rolling ball was set at 50 pixels and Subtract Value set to 5. The number of foci was counted with the use of FindMaxima at a noise tolerance of 7. At least 50 cells were analyzed in each experiment, and three independent experiments were performed.

### Hypoxia induction

For irradiation under hypoxic culture conditions, a BIONIX-3 hypoxic culture kit (Sugiyama-Gen, Tokyo, Japan) was used to obtain an O_2_ concentration of <0.1%. Cells were irradiated 3 h after pouch sealing, and the O_2_ concentration was monitored during the experiments. For experiments not including irradiation, cells were cultured under 1% O_2_ with nitrogen replacement in a multigas incubator or under <0.1% O_2_ after pouch sealing at 37 °C. Experiments were performed under normoxic conditions when not indicated otherwise.

### Colony formation assay

For evaluation of the surviving fraction after irradiation, cells were seeded in 10-cm dishes. On the basis of preliminary experiments to determine the cell numbers necessary to compensate for plating efficiency, cells were plated at densities of 1 × 10^3^, 2 × 10^3^, 5 × 10^3^, or 1 × 10^5^ for the 0, 2, 5, and 10 Gy treatment groups, respectively. They were allowed to settle for 2 h before treatment. Doranidazole was added 3 h before irradiation, and the cells were incubated under normoxic or hypoxic conditions. After irradiation, the medium was replaced with fresh NSM and the cells were cultured under normoxic conditions for the remainder of the experiment. Ten days after plating, the cells were fixed with 4% paraformaldehyde and stained with toluidine blue O (Sigma-Aldrich). Images of individual plates were obtained, and colonies were counted with the use of the Analyze Particles Function of ImageJ software. Three independent experiments were performed.

### Sphere growth assay

GIC-H or GSC-H cells were manually plated in low-binding 96-well plates (Corning, Corning, NY) at a density of 100 cells per well and were treated with 0, 2, 4, 6, or 8 Gy. Images of the cells were acquired with a Biorevo BZ-9000 inverted microscope (Keyence, Osaka, Japan) at 10 days after plating. Sphere area was quantified with Keyence Analysis Software.

### Flow cytometric analysis of cell death

Cell death was analyzed by flow cytometry with the use of PI^56^. Cells incubated with drug for 1 or 3 days were collected and exposed to PI (1 μg/ml) before flow cytometric analysis with an Attune flow cytometer (Thermo Fisher Scientific).

### Visualization of cell death and hypoxic regions in spheres

For evaluation of cell death, cells were manually plated in low-binding 96-well plates (Corning) at a density of 100 cells per well. Drugs, inhibitors, and PI (0.2 μg/ml) were added after spheres had achieved diameters of ~500 μm, and the cells were then incubated for a further 24 h. Images were acquired with a Biorevo BZ-9000 inverted microscope (Keyence), and the PI-positive-area (area containing dead cells) of each sphere was quantified with Keyence Analysis Software. For evaluation of sphere hypoxia, GSC-H cells were manually plated at a density of 100 cells per well and cultured for 5 days. The resulting spheres were incubated in the presence of 200 μM EF5^57^ for 4 h, fixed with 4% paraformaldehyde, embedded in paraffin, and sectioned at a thickness of 4 μm. The sections were stained with the use of an EF5 Hypoxia Detection Kit (Merck Millipore), and nuclei were counterstained with Hoechst 33342. U251MG and Becker cells were plated at a density of 10,000 cells per well and cultured for 2 days before evaluation of sphere hypoxia in the same manner.

### Animal experiments

All animal experiments were approved by the Animal Care and Use Committee of Keio University School of Medicine. Orthotopic implantation of cells was performed as described previously^23^. In brief, female C57BL/6 J mice (age 6–8 weeks) were anesthetized and placed into a stereotactic apparatus (David Kopf Instruments, Tujunga, CA). One thousand viable GSC-H cells were injected into the right hemisphere at a position 2 mm lateral to the bregma and 3 mm below the brain surface. After 10 days, animals were exposed to 15 Gy (radiation dose rate, 1.45 Gy/min) with or without prior injection of doranidazole (200 mg/kg, i.p.). Radiation was confined to the brain by protection of the body with a lead shield. Animals were monitored for the development of neurological deficits and weight loss. Brain slice explants were established as described previously^35^. In brief, 1 × 10^4^ viable GSC-F cells were injected into the right hemisphere. After 7 days, the brain was removed and cut into 200-μm-thick coronal slices with the use of a VS1200 vibratome (Leica, Wetzlar, Germany). The explants were cultured on Millicell-CM culture inserts (Merck Millipore) in glass-bottom dishes and were maintained in the presence of drug in NSM under normoxic or hypoxic conditions. Images were acquired with an FV10i confocal microscope (Olympus) and uniformly processed with the Olympus Fluoview Software v4.2b. Tumor area was contoured manually and calculated with the use of ImageJ. For evaluation of the effect of doranidazole on subcutaneous tumors, 5 × 10^5^ viable GSC-H cells were injected subcutaneously into the flank of female C57BL/6J mice. After 15 days, doranidazole was injected i.p. at a dose of 200 mg/kg for 5 days. Control animals received vehicle only. At 20 days after cell implantation, 10 mM EF5 (volume in milliliters equal to 1/100 of body weight in grams) was injected i.p., and tumors were excised 4 h later and measured with calipers. Tumor volume was calculated^58^ as (width^2^ × length)/2. The tumors were then fixed with 4% paraformaldehyde, embedded in paraffin, and sectioned at a thickness of 4 μm. The sections were depleted of paraffin before staining with Alexa Fluor 488-conjugated antibodies to EF5 (EF5 Hypoxia Detection Kit, Merck Millipore) at a concentration of 75 μg/ml. Nuclei were counterstained with Hoechst 33342. Images were acquired with an FV10i confocal microscope (Olympus) and processed in a uniform manner with the Olympus Fluoview Software v4.2b. EF5 staining is presented in orange. The EF5-positive area was determined as a percentage of the total tumor (Hoechst 33342-positive) area with the use of ImageJ.

### Measurement of ATP production

Cells incubated with drug for 12 h were isolated to obtain a single-cell suspension in PBS, washed, and plated at a density of 5 × 10^4^ per well in 96-well plates in the absence of drug for 30 min. Cellular ATP content was determined with the use of a CellTiter-Glo kit (Promega, Madison, WI) and microplate reader (Perkin Elmer, Waltham, MA).

### Measurement of OCR

OCR was determined with the use of a Seahorse XF Extracellular Flux Analyzer (Agilent, Santa Clara, CA). In brief, dissociated cells were suspended in NSM containing drug, plated in 24-well plates (Agilent) that had been coated with Matrigel diluted 1:10 in Seahorse XF Assay Medium (Agilent), and incubated under normoxic or hypoxic conditions for 12 h. The cells were then incubated in Seahorse XF Assay Medium supplemented with 17.5 mM glucose, 2 mM pyruvate, and 2.5 mM glutamine for 1 h. For evaluation of mitochondrial function, cells were exposed sequentially to metabolic inhibitors: 1 μM oligomycin (inhibitor of ATP synthase), followed by 4 μM FCCP (uncoupler of mitochondrial oxidative phosphorylation), followed by a combination of 500 nM rotenone (inhibitor of mitochondrial complex I) and 500 nM antimycin A (inhibitor of mitochondrial complex III). Basal OCR and changes induced by the metabolic inhibitors were measured, and values were normalized by cell number at the end of the experiment.

For analysis of mitochondrial complex activity, cells were incubated in NSM with or without doranidazole, after which the medium was replaced with Mitochondria Assay Solution^59^. The plasma membrane was permeabilized to allow nonpermeable substrates to access mitochondria with the use of XF Plasma Membrane Permeabilizer (Agilent). The activity of individual complexes was assayed with combinations of specific substrates and inhibitors^59^: for assay of complex I-dependent respiration, 10 mM pyruvate and 2.5 mM malate as substrates and 2 μM rotenone as an inhibitor; for assay of complex II-dependent respiration, 10 mM succinate as substrate and 2 μM rotenone (complex I activity) followed by 10 mM malonate (complex II activity) as inhibitors; for assay of complex III-dependent respiration, 0.5 mM duroquinol as substrate and 2 μM antimycin A as inhibitor; and for assay of complex IV-dependent respiration, 0.5 mM TMPD and 2 mM ascorbate as substrates.

### Immunoblot analysis

Cells were passed repeatedly through a 27-gauge needle in radioimmunoprecipitation buffer (Sigma-Aldrich) containing PhosSTOP and cOmplete Mini phosphatase and protease inhibitor cocktails (Sigma). The resulting extracts were fractionated by SDS-polyacrylamide gel electrophoresis, and the separated proteins were transferred to a polyvinylidene difluoride membrane (Bio-Rad, Hercules, CA) with the use of a Trans-Blot Turbo Transfer Starter System (Bio-Rad). Immunoblot analysis was performed with the primary antibodies listed in Supplementary Information.

### Measurement of mitochondrial superoxide production

Mitochondrial superoxide production was measured by flow cytometry with the use of MitoSOX Red Mitochondrial Superoxide Indicator (Thermo Fisher Scientific Inc.). Cells were incubated with drug under normoxic or hypoxic conditions for 12 h. After the addition of MitoSOX Red to a final concentration of 5 μM, the cells were incubated for an additional 10 min and then analyzed with an Attune flow cytometer (Thermo Fisher Scientific Inc.). Mean fluorescence intensity (MFI) was calculated with Attune software v2.1.0 (Thermo Fisher Scientific Inc.).

### Measurement of lipid peroxidation

Lipid peroxidation was measured by flow cytometry with the use of BODIPY 581/591 C11 (Thermo Fisher Scientific). Cells were incubated with drug under normoxic or hypoxic conditions for 18 h. After the addition of BODIPY 581/591 C11 to a final concentration of 5 μM, the cells were incubated for an additional 30 min, isolated by exposure to trypsin, stained for 5 min with PI in DMEM for dead cell exclusion, and then analyzed with an Attune flow cytometer (Thermo Fisher Scientific Inc.) with excitation at 488 nm and a 530/30-nm emission filter to detect oxidized forms of the probe. MFI was calculated with Attune software v2.1.0 (Thermo Fisher Scientific Inc.).

### Metabolome analysis

Cells were plated at a density of 2 × 10^5^ per 10-cm dish and cultured for 2 days, after which the medium was replaced and the cells were incubated for 24 h with drug, washed with 10% mannitol (Wako), and exposed to ice-cold methanol containing internal standards of methionine sulfone and 2-morpholinoethanesulfonic acid. Intracellular metabolites were quantified by capillary electrophoresis–mass spectrometry with an Agilent CE system as described previously^51,60^. A total of eight biologically distinct replicates was prepared for each group, and metabolite levels were normalized by total protein amount.

### Statistics and reproducibility

Statistical analysis was performed with GraphPad Prism software. A *P* value of <0.05 was considered statistically significant. For animal experiments, survival curves were compared with the log-rank test. For experiments using GSCs in culture, quantitative data compare means ± s.d. obtained from the indicated number (*n*) of independent experiments. Within each independent experiment, biologically distinct replicates were used to generate averages for each condition as described in the figure legend. Data were compared with the paired or unpaired two-tailed Student’s *t*-test, by one-way ANOVA followed by Dunnett’s or Tukey’s post hoc tests or by two-way ANOVA followed by Sidak’s post hoc test, as appropriate. Markers are used to distinguish paired data in the graphs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

## Data Availability

All source data underlying the graphs presented in the main and supplementary figures are provided in the Supplementary Information file “Source data”. Uncropped images of the immunoblots and gating information for the flow cytometry analyses are presented in the “Supplementary Information” file. The microarray data was deposited in the Gene Expression Omnibus (GEO) database and can be accessed under GSE135858. Other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Source data

Source Data

## References

[1] Wilson WR, Hay MP (2011). Targeting hypoxia in cancer therapy. Nat. Rev. Cancer.

[2] Brown JM, Wilson WR (2004). Exploiting tumour hypoxia in cancer treatment. Nat. Rev. Cancer.

[3] Sharma R (2011). Nitroimidazole radiopharmaceuticals in hypoxia: Part II cytotoxicity and radiosensitization applications. Curr. Radiopharm..

[4] Brown JM (1999). The hypoxic cell: a target for selective cancer therapy–eighteenth Bruce F. Cain Memorial Award lecture. Cancer Res..

[5] Overgaard J (2007). Hypoxic radiosensitization: adored and ignored. J. Clin. Oncol..

[6] Wardman P (2007). Chemical radiosensitizers for use in radiotherapy. Clin. Oncol..

[7] Martin Brown J, Yu NY, Brown DM, Lee WW (1981). SR-2508: A 2-nitroimidazole amide which should be superior to misonidazole as a radiosensitizer for clinical use. Int. J. Rad. Oncol. Biol. Phys..

[8] Rauth AM (1984). Pharmacology and toxicology of sensitizers: mechanism studies. Int. J. Rad. Oncol. Biol. Phys..

[9] Kizaka-Kondoh S, Konse-Nagasawa H (2009). Significance of nitroimidazole compounds and hypoxia-inducible factor-1 for imaging tumor hypoxia. Cancer Sci..

[10] Rischin D (2006). Prognostic significance of [18F]-misonidazole positron emission tomography-detected tumor hypoxia in patients with advanced head and neck cancer randomly assigned to chemoradiation with or without tirapazamine: a substudy of trans-Tasman radiation oncolog. J. Clin. Oncol..

[11] Overgaard J (1998). A randomized double-blind phase III study of nimorazole as a hypoxic radiosensitizer of primary radiotherapy in supraglottic larynx and pharynx carcinoma. Results of the Danish Head and Neck Cancer Study (DAHANCA) Protocol 5–85. Radiother. Oncol..

[12] Eschwège F (1997). Results of a European randomized trial of Etanidazole combined with radiotherapy in head and neck carcinomas. Int. J. Rad. Oncol. Biol. Phys..

[13] Grigsby PW (1999). Irradiation with or without misonidazole for patients with stages IIIb and IVa carcinoma of the cervix: final results of RTOG 80-05. Int. J. Rad. Oncol. Biol. Phys..

[14] Lytle NK, Barber AG, Reya T (2018). Stem cell fate in cancer growth, progression and therapy resistance. Nat. Rev. Cancer.

[15] Oya N (1995). Optical isomers of a new 2-nitroimidazole nucleoside analog (PR-350 series): radiosensitization efficiency and toxicity. Int. J. Rad. Oncol. Biol. Phys..

[16] Kuwabara M (2002). Radiation-chemical properties of the hypoxic cell radiosensitizer doranidazole (PR-350). J. Radiat. Res..

[17] Yasui H (2013). The prospective application of a hypoxic radiosensitizer, doranidazole to rat intracranial glioblastoma with blood–brain barrier disruption. BMC Cancer.

[18] Yahiro T (2005). Effects of hypoxic cell radiosensitizer doranidazole (PR-350) on the radioresponse of murine and human tumor cells in vitro and in vivo. J. Radiat. Res..

[19] Murata R, Tsujitani M, Horsman MR (2008). Enhanced local tumour control after single or fractionated radiation treatment using the hypoxic cell radiosensitizer doranidazole. Radiother. Oncol..

[20] Karasawa K (2008). Efficacy of novel hypoxic cell sensitiser doranidazole in the treatment of locally advanced pancreatic cancer: long-term results of a placebo-controlled randomised study. Radiother. Oncol..

[21] Nishimura Y (2007). Phase I/II Trial of sequential chemoradiotherapy using a novel hypoxic cell radiosensitizer, doranidazole (PR-350), in patients with locally advanced non-small-cell lung cancer (WJTOG-0002). Int. J. Rad. Oncol. Biol. Phys..

[22] Colwell N (2017). Hypoxia in the glioblastoma microenvironment: shaping the phenotype of cancer stem-like cells. Neuro-Oncol..

[23] Sampetrean O (2011). Invasion precedes tumor mass formation in a malignant brain tumor model of genetically modified neural stem cells. Neoplasia.

[24] Evans SM (2004). Hypoxia is important in the biology and aggression of human glial brain tumors. Clin. Cancer Res..

[25] Bar EE, Lin A, Mahairaki V, Matsui W, Eberhart CG (2010). Hypoxia increases the expression of stem-cell markers and promotes clonogenicity in glioblastoma neurospheres. Am. J. Pathol..

[26] Bar EE (2011). Glioblastoma, cancer stem cells and hypoxia: hypoxia regulates glioma stem cells. Brain Pathol..

[27] Sakaue-Sawano A (2008). Visualizing spatiotemporal dynamics of multicellular cell-cycle progression. Cell.

[28] Gao M, Jiang X (2018). To eat or not to eat—the metabolic flavor of ferroptosis. Curr. Opin. Cell Biol..

[29] Leitsch D, Kolarich D, Wilson IBH, Altmann F, Duchêne M (2007). Nitroimidazole action in Entamoeba histolytica: a central role for thioredoxin reductase. PLoS Biol..

[30] Bogdan AR, Miyazawa M, Hashimoto K, Tsuji Y (2016). Regulators of iron homeostasis: new players in metabolism, cell death, and disease. Trends Biochem. Sci..

[31] Kwon M-Y, Park E, Lee S-J, Chung SW (2015). Heme oxygenase-1 accelerates erastin-induced ferroptotic cell death. Oncotarget.

[32] Skulachev VP (2009). An attempt to prevent senescence: a mitochondrial approach. Biochim. Biophys. Acta.

[33] Skulachev VP (2010). Prevention of cardiolipin oxidation and fatty acid cycling as two antioxidant mechanisms of cationic derivatives of plastoquinone (SkQs). Biochim. Biophys. Acta.

[34] Murphy MP (2009). How mitochondria produce reactive oxygen species. Biochem. J..

[35] Minami N (2017). Organotypic brain explant culture as a drug evaluation system for malignant brain tumors. Cancer Med..

[36] Adams GE (1981). Hypoxia-mediated drugs for radiation and chemotherapy. Cancer.

[37] Bao S (2006). Glioma stem cells promote radioresistance by preferential activation of the DNA damage response. Nature.

[38] Blanpain C, Mohrin M, Sotiropoulou PA, Passegué E (2011). DNA-damage response in tissue-specific and cancer stem cells. Cell Stem Cell.

[39] Urtasun RC, Coleman CN, Wasserman TH, Phillips TL (1984). Clinical trials with hypoxic cell sensitizers: time to retrench or time to push forward?. Int. J. Rad. Oncol. Biol. Phys..

[40] Fulton DS (1984). Misonidazole combined with hyperfractionation in the management of malignant glioma. Int. J. Rad. Oncol. Biol. Phys..

[41] Deutsch M (1989). Results of a randomized trial comparing BCNU plus radiotherapy, streptozotocin plus radiotherapy, BCNU plus hyperfractionated radiotherapy, and BCNU following misonidazole plus radiotherapy in the postoperative treatment of malignant glioma. Int. J. Rad. Oncol. Biol. Phys..

[42] Dixon SJ (2012). Ferroptosis: an iron-dependent form of nonapoptotic cell death. Cell.

[43] Gao M, Monian P, Quadri N, Ramasamy R, Jiang X (2015). Glutaminolysis and transferrin regulate ferroptosis. Mol. Cell.

[44] Cao JY, Dixon SJ (2016). Mechanisms of ferroptosis. Cell. Mol. Life Sci..

[45] Lin S, Page NA, Fung SM, Fung H-L (2013). In vitro organic nitrate bioactivation to nitric oxide by recombinant aldehyde dehydrogenase 3A1. Nitric Oxide.

[46] Biaglow JE (1986). Biochemistry of reduction of nitro heterocycles. Biochem. Pharm..

[47] Wardman, P. Nitroimidazoles as hypoxic cell radiosensitizers and hypoxia probes: misonidazole, myths and mistakes. *Br. J. Radiol.* 20170915 10.1259/bjr.20170915 (2018).10.1259/bjr.20170915PMC643505129303355

[48] Okazaki S (2018). Synthetic lethality of the ALDH3A1 inhibitor dyclonine and xCT inhibitors in glutathione deficiency-resistant cancer cells. Oncotarget.

[49] Otsuki, Y. et al. Vasodilator oxyfedrine inhibits aldehyde metabolism and thereby sensitizes cancer cells to xCT‐targeted therapy. *Cancer Sci.* 14224, 10.1111/cas.14224 (2019).10.1111/cas.14224PMC694243831692172

[50] Bonnet M (2018). Next-generation hypoxic cell radiosensitizers: nitroimidazole alkylsulfonamides. J. Med. Chem..

[51] Shiota M (2018). Gold-nanofève surface-enhanced Raman spectroscopy visualizes hypotaurine as a robust anti-oxidant consumed in cancer survival. Nat. Commun..

[52] Hassannia B, Vandenabeele P, Vanden Berghe T (2019). Targeting ferroptosis to iron out cancer. Cancer Cell.

[53] Bou-Abdallah F, Paliakkara J, Melman G, Melman A (2018). Reductive mobilization of iron from intact ferritin: Mechanisms and physiological implication. Pharmaceuticals.

[54] Shibao S (2018). Metabolic heterogeneity and plasticity of glioma stem cells in a mouse glioblastoma model. Neuro-Oncol..

[55] Znojek P, Willmore E, Curtin NJ (2014). Preferential potentiation of topoisomerase I poison cytotoxicity by PARP inhibition in S phase. Br. J. Cancer.

[56] Crowley LC (2016). Measuring cell death by propidium iodide uptake and flow cytometry. Cold Spring Harb. Prot..

[57] Ashton TM (2016). The anti-malarial atovaquone increases radiosensitivity by alleviating tumour hypoxia. Nat. Commun..

[58] Faustino-Rocha, A. et al. Estimation of rat mammary tumor volume using caliper and ultrasonography measurements. *Lab Anim.* 10.1038/laban.254 (2013).10.1038/laban.25423689461

[59] Salabei JK, Gibb AA, Hill BG (2014). Comprehensive measurement of respiratory activity in permeabilized cells using extracellular flux analysis. Nat. Protoc..

[60] Ohmura M (2015). Impacts of CD44 knockdown in cancer cells on tumor and host metabolic systems revealed by quantitative imaging mass spectrometry. Nitric Oxide.

# Supplementary material for: 2-Nitroimidazoles induce mitochondrial stress and ferroptosis in glioma stem cells residing in a hypoxic niche
**Source:** Commun Biol. 2020 Aug 17;3:450. doi: 10.1038/s42003-020-01165-z
**Supplement:** Supplementary file 1 — Supplementary Information

2-Nitroimidazoles induce mitochondrial stress and ferroptosis in glioma stem cells residing in a hypoxic niche

Naoyoshi Koike^{1,2}, Ryuichi Kota^{1,2}, Yoshiko Naito³, Noriyo Hayakawa³, Tomomi Matsuura³, Takako Hishiki^{3,4}, Nobuyuki Onishi¹, Junichi Fukada², Makoto Suematsu⁴, Naoyuki Shigematsu², Hideyuki Saya¹ & Oltea Sampetean^{1*}

Supplementary Figures

Koike et al, Figure S1

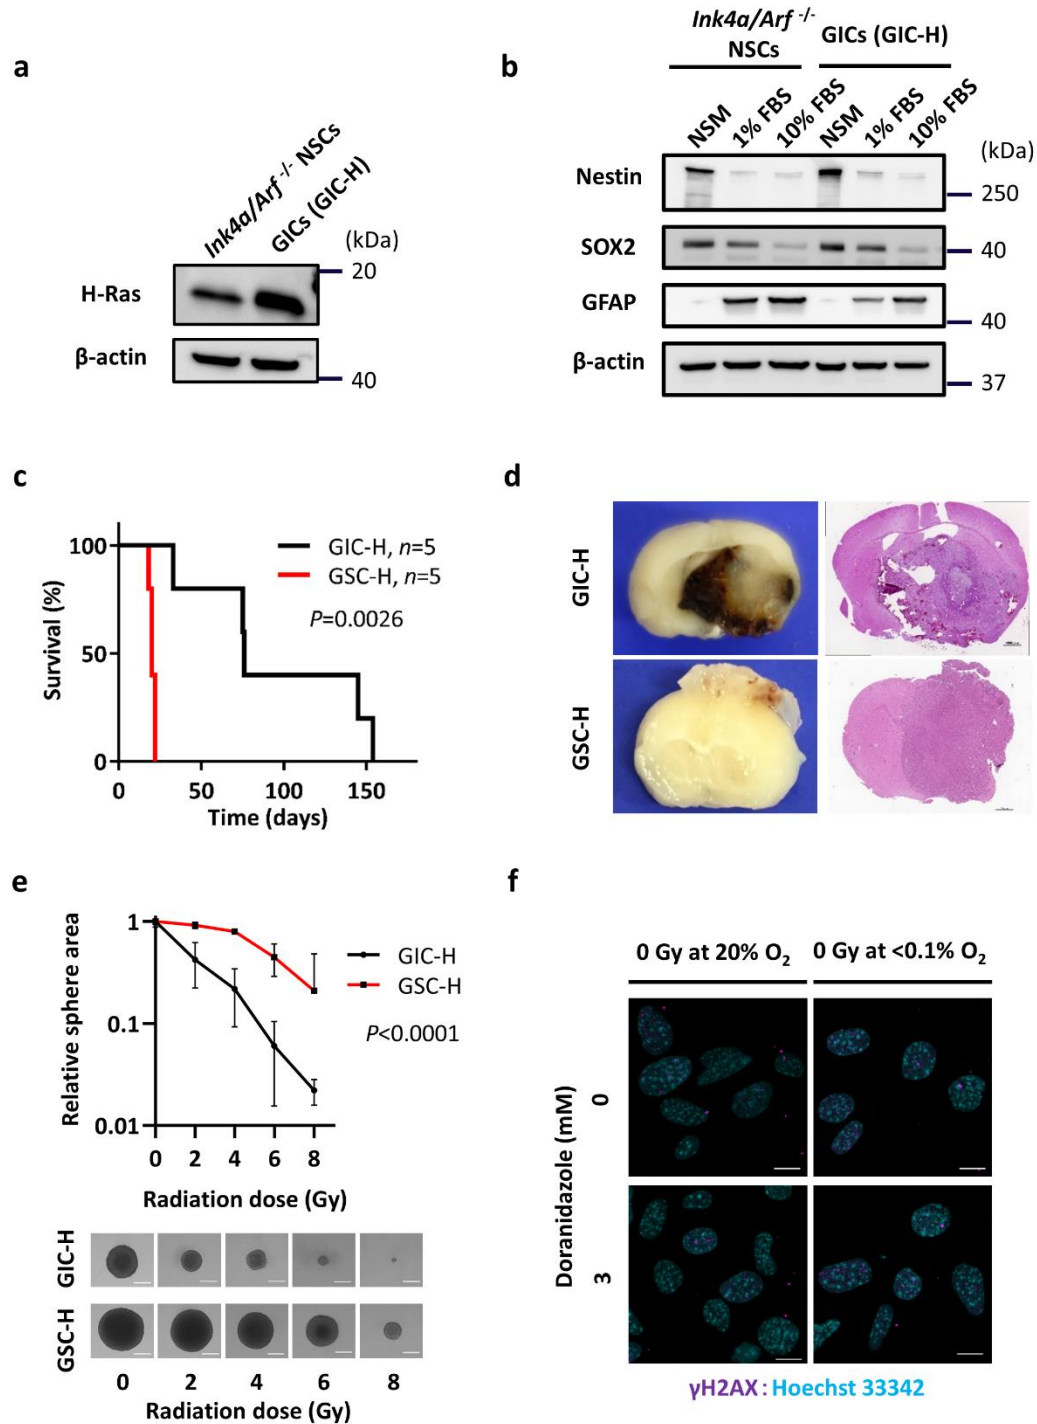

Supplementary Fig. 1. Characterization of GIC-H and GSC-H cells. **a**, Immunoblot analysis of H-Ras and β -actin (loading control) in *Ink4a/Arf*-null NSCs and the GIC-H

cells derived therefrom. **b**, Immunoblot analysis of the stem cell markers Nestin and SOX2 as well as of the astrocytic differentiation marker GFAP (glial fibrillary acidic protein) in *Ink4a/Arf*-null NSCs and GIC-H cells cultured in the absence (NSM) or presence of 1% or 10% FBS. **c**, Survival curves for mice after orthotopic implantation of 1×10^5 GIC-H or GSC-H cells ($n = 5$ each). Statistical analysis was performed with the log-rank test. **d**, Tumors formed by GIC-H or GSC-H cells after orthotopic implantation. A macroscopic coronal view of the brain as well as hematoxylin-eosin staining of a section at the bregma level are shown. Scale bars, 1000 μm . **e**, Relative sphere growth for GIC-H and GSC-H cells at 10 days after exposure to the indicated doses of radiation. Quantitative data are means $\pm$ s.d. for 6 biologically distinct replicates in a representative experiment ($n=3$ independent experiments performed) and were analyzed by two-way ANOVA. Representative images of spheres are also shown. Scale bars, 300 μm . **f**, GSC-H cells cultured under normoxic or hypoxic conditions were incubated for 30 min in the absence or presence of 3 mM doranidazole and then subjected to immunofluorescence staining of γH2AX . Nuclei were stained with Hoechst 33342. Scale bars, 10 μm .

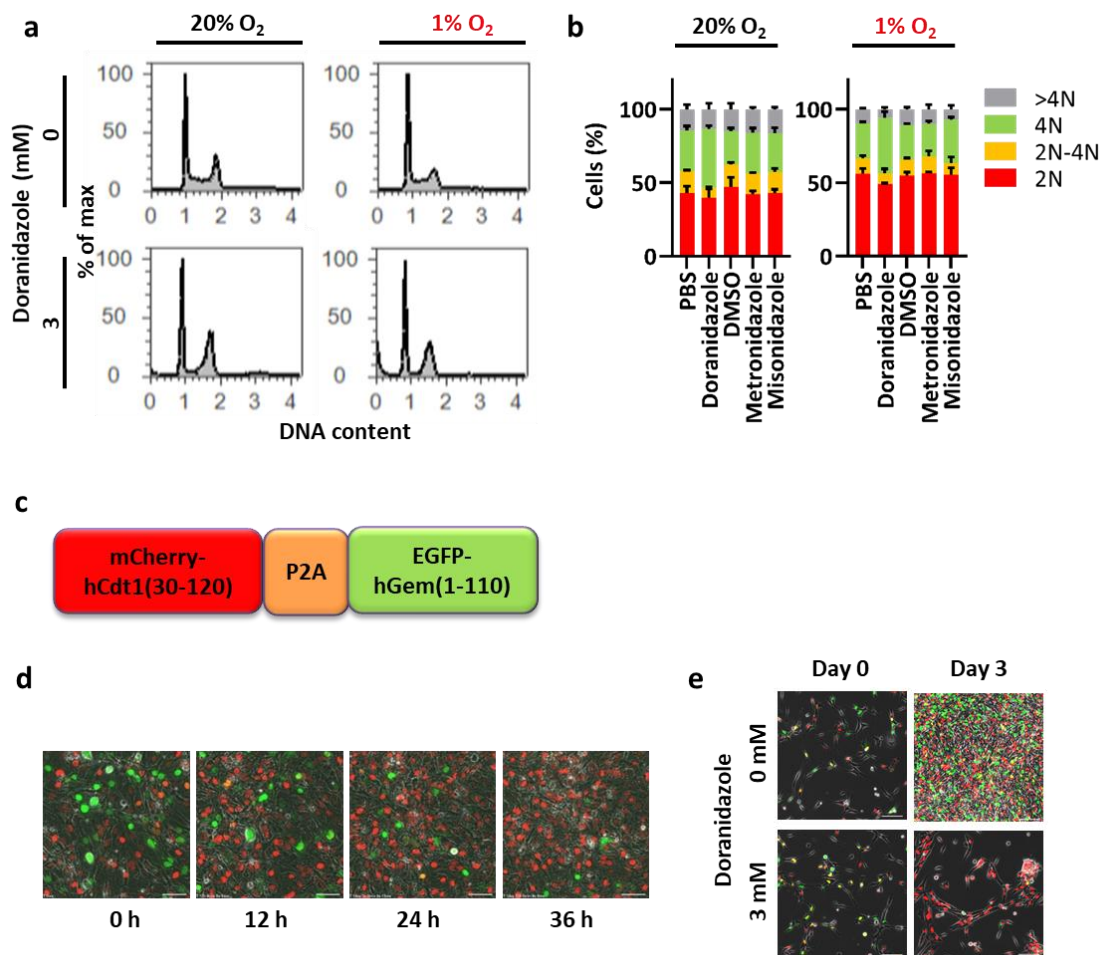

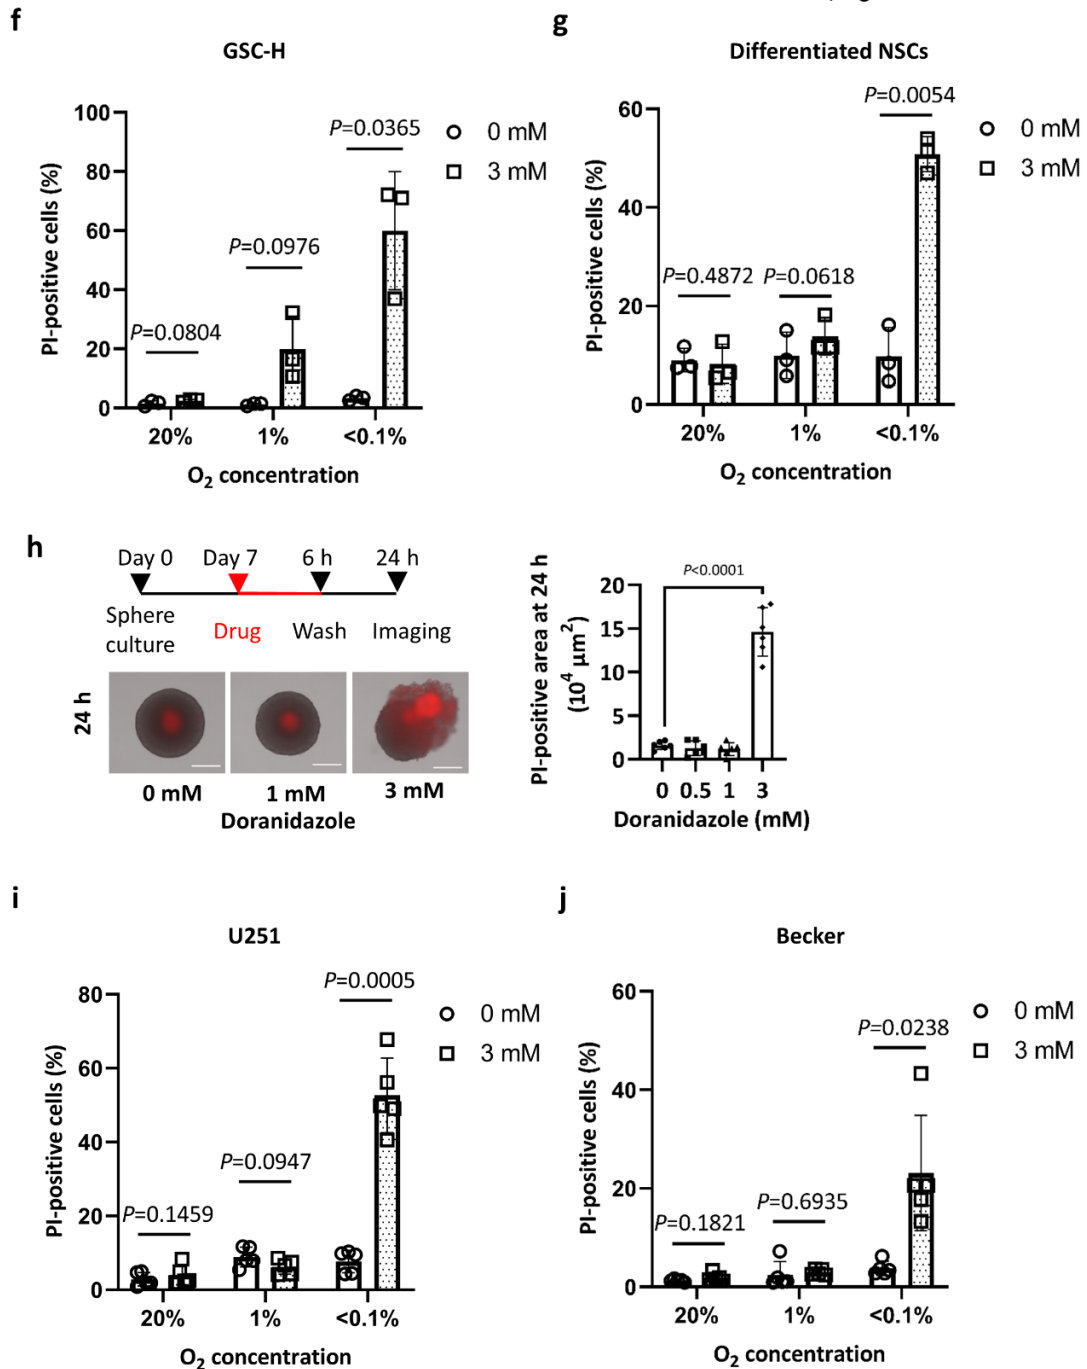

Supplementary Fig. 2. Effects of doranidazole and misonidazole on cell cycle progression in GSCs. a, Representative flow cytometric analysis of cell cycle distribution for GSC-H cells exposed to 0 or 3 mM doranidazole under normoxic or

hypoxic conditions for 3 days. **b**, Flow cytometric analysis of cell cycle distribution for GSC-H cells exposed to 3 mM doranidazole, metronidazole, or misonidazole or to PBS or DMSO vehicle under normoxic or hypoxic conditions for 3 days ($n = 3$ independent experiments). **c**, Schematic representation of the construct for establishment of GSC-F cells. **d**, Sequential images of mouse embryonic fibroblast cultures after transduction with the construct shown in **c**. Scale bars, 100 μm . **e**, Cell cycle imaging for GSC-F cells exposed to 0 or 3 mM doranidazole for 3 days under normoxic conditions. Scale bars, 100 μm . **f-g**, Flow cytometric analysis of cell death for GSC-H cells (**f**) and differentiated NSCs (**g**) exposed to 0 or 3 mM doranidazole under 20%, 1%, or <0.1 % O_2 for 1 day. Data are means $\pm$ s.d. from $n=3$ independent experiments. **h**, Evaluation of cell death based on PI uptake for GSC-H spheres incubated for 6 h with doranidazole at the indicated concentrations and then for an additional 18 h after drug washout. Representative images and quantification of the PI-positive sphere area (6 biologically distinct replicates in a representative experiment, $n=3$ independent experiments performed) are shown. Scale bars, 300 μm . **i-j**, Flow cytometric analysis of cell death for U251 cells (**i**), and Becker cells (**j**) exposed to 0 or 3 mM doranidazole under 20%, 1%, or <0.1 % O_2 for 1 day. Data are means $\pm$ s.d. from $n=5$ independent experiments. Quantitative data were analyzed by one-way ANOVA followed by Dunnett's post hoc test (**h**) or with the paired two-tailed Student's t test (**f, g, i, j**).

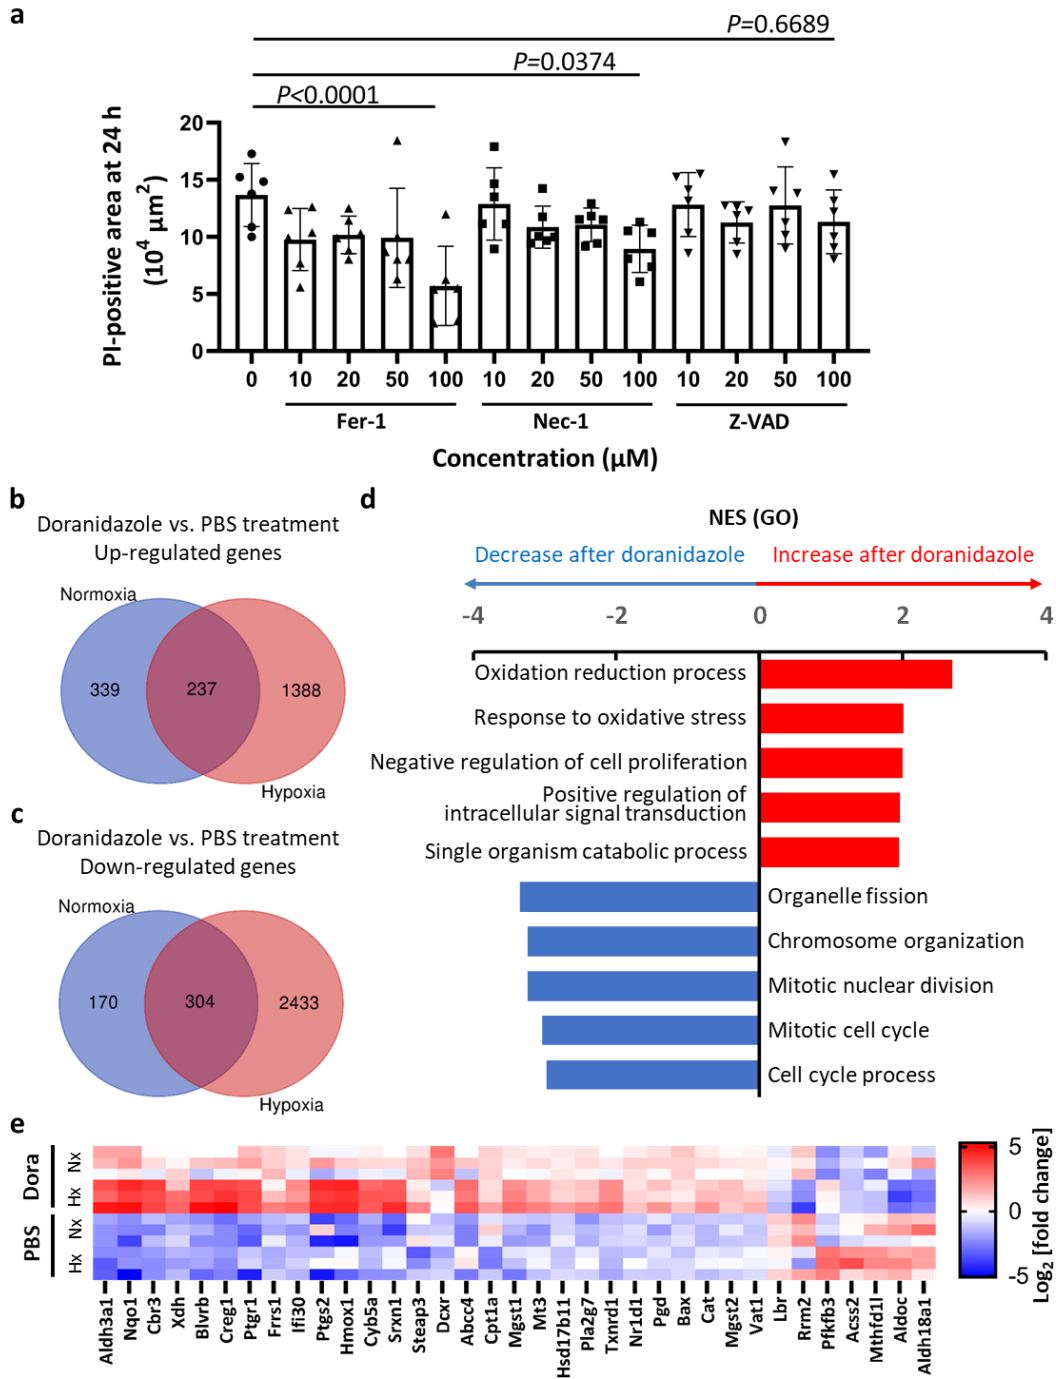

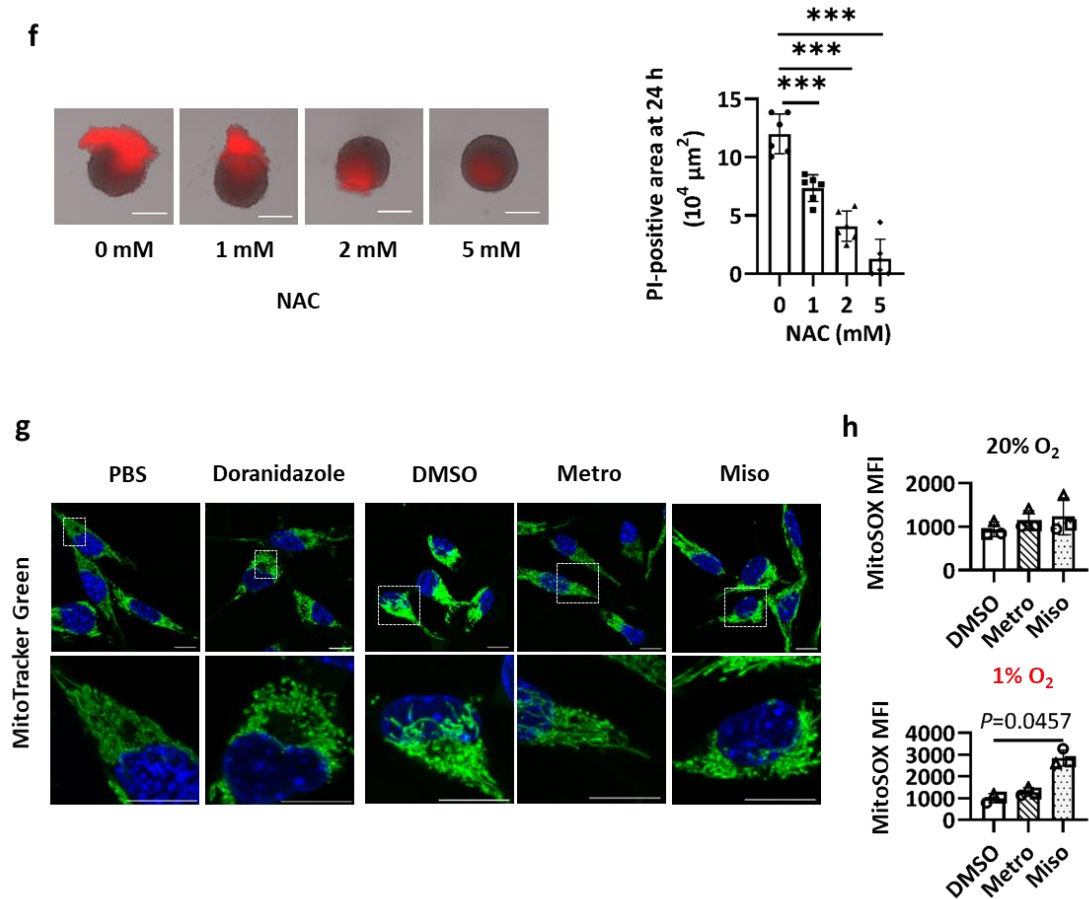

Supplementary Fig. 3. Mechanism of doranidazole-induced GSC death. a,

Evaluation of cell death based on PI uptake for GSC-H spheres incubated for 24 h with 3 mM doranidazole and either DMSO vehicle or the indicated concentrations of the cell death inhibitors ferrostatin-1 (Fer-1), necrostatin-1 (Nec-1), or Z-VAD-FMK (Z-VAD). Data for PI-positive sphere area are means $\pm$ s.d. from 6 biologically distinct replicates in a representative experiment, $n=3$ independent experiments performed. **b, c,** Venn diagrams for microarray data showing the numbers of genes whose expression was up-regulated (**b**) or down-regulated (**c**) in GSC-H cells treated with 3 mM doranidazole for 24 h under normoxic or hypoxic conditions relative to those treated with PBS vehicle

(fold change of >2 or <0.5 , $P < 0.05$). $n=3$ biologically independent samples for each condition were analyzed, $n=1$ experiment. **d**, Top five GSEA pathways identified by gene ontology (GO) analysis (false discovery rate of <0.1) for the 541 genes in **b** and **c** whose expression was changed by doranidazole under both normoxic and hypoxic conditions. 

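Of 35 genes in the heat map of the oxidation reduction process gene set (Supplementary Fig. 3e), 34 were matched to a probe set. The study chose them on these samples, so that their directions are not independent evidence. In normoxia 17 rose with doranidazole and none fell at an adjusted p under 0.05 (limma). The thresholds of the study are a fold change above 2 or below 0.5 and a p under 0.05, taken as unadjusted here. At these, 24 were higher and 3 lower. In hypoxia 26 rose and 7 fell, as many as at those thresholds. Creg1, a gene of a secreted glycoprotein, rose 7.73-fold in normoxia and 110-fold in hypoxia, the cytochrome b5 gene Cyb5a 4.77-fold and 32.5-fold, and the carbonyl reductase gene Cbr3 3.56-fold and 67.1-fold. Dcxr, which encodes L-xylulose reductase, rose 11.3-fold in normoxia (log2 fold change 3.50, SE 0.36, adjusted p = 0.000952). In hypoxia its log2 fold change was 0.96 (SE 0.36, adjusted p = 0.0648), and the responses differed (adjusted p = 0.00513). Among genes that fell in hypoxia were the aldolase gene Aldoc (log2 fold change -5.19, SE 0.52), the proline synthesis gene Aldh18a1 (-4.11, SE 0.91) and the acetyl-CoA synthetase gene Acss2 (-3.38, SE 0.53). The response was more positive in hypoxia for 11 genes and more negative for 4, while 19 did not pass that test. Cbr3 did not pass in normoxia with any one of normoxia PBS replicates 1 and 2 and normoxia doranidazole replicates 1 and 2 left out (adjusted p of up to 0.0894). In hypoxia Dcxr passed in 6 of 21 settings of limma (adjusted p down to 0.0118).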

The pathways are ranked by normalized enrichment score (NES). **e**, Heat map for changes in the expression of genes in the “oxidation reduction process” gene set in GSC-H cells exposed to doranidazole (Dora) or PBS vehicle under normoxic (Nx) or hypoxic (Hx) conditions. The color scale represents $\log_2$ [fold change] relative to the average expression level of each gene. **f**, Evaluation of cell death as in **a** for GSC-H spheres incubated for 24 h with 3 mM doranidazole and the indicated concentrations of NAC. Representative images as well as quantification of PI-positive area are shown. Scale bars, 300 μm . Data for PI-positive sphere area are means $\pm$ s.d. from 6 biologically distinct replicates in a representative experiment, $n=3$ independent experiments performed. **g**, MitoTracker Green staining for GSC-H cells incubated for 12 h with 3 mM doranidazole (or PBS vehicle) or with 3 mM metronidazole or 3 mM misonidazole (or DMSO vehicle). Nuclei were stained with Hoechst 33342 (blue). The boxed regions in the upper images are shown at higher magnification in the lower images. Scale bars, 10 μm . **h**, Flow cytometric analysis of MitoSOX Red-stained GSC-H cells incubated with DMSO, 3 mM metronidazole, or 3 mM misonidazole under normoxic or hypoxic conditions for 12 h. The MFI data are means $\pm$ s.d. from $n=3$ independent experiments. Quantitative data were analyzed by one-way ANOVA followed by Dunnett’s post hoc test (**a**, **f**, **h**). $***P < 0.001$.

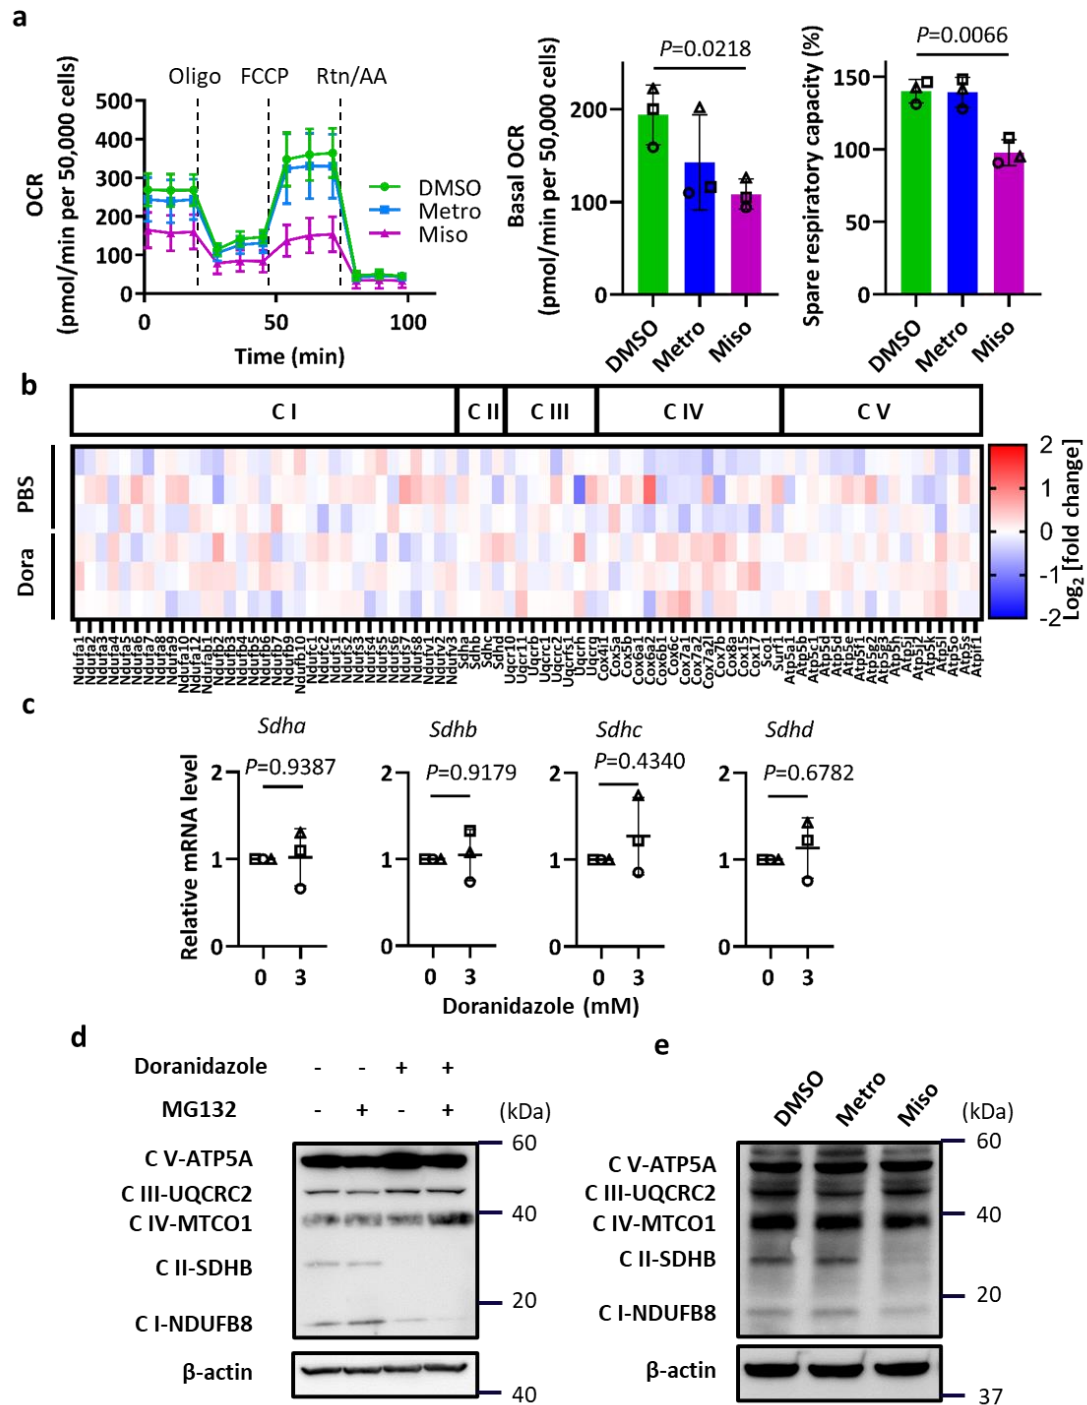

Supplementary Fig. 4. Effects of doranidazole, metronidazole, or misonidazole on mitochondrial function. **a**, Extracellular flux analysis of GSC-H cells treated for 12 h with 3 mM metronidazole, 3 mM misonidazole, or DMSO vehicle. Representative

examples of changes in OCR after sequential injection of the indicated inhibitors as well as quantitative data (means $\pm$ s.d.) for basal OCR and spare respiratory capacity from $n=3$ independent experiments are shown. **b**, Heat map of changes in transcript abundance for genes related to mitochondrial complexes (C) I to V in GSC-H cells exposed to 3 mM doranidazole or PBS vehicle for 24 h. Data are presented as $\log_2$ [fold change] relative to the average expression level of each gene as determined by microarray analysis. **c**, Reverse transcription and real-time PCR analysis of *Sdha*, *Sdhb*, *Sdhc*, and *Sdhd* mRNAs in GSC-H cells exposed to 0 or 3 mM doranidazole for 24 h. 

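Transcripts for the later complexes of the respiratory chain, and for proteins that assemble complexes I and II, are given in normoxia, in which the study worked unless it states otherwise, and in addition in hypoxia. In normoxia, none of 9 complex III, 12 complex IV and 15 complex V subunits rose or fell in limma, also when adjusted over each list alone, with 1, 5 and 1 at an unadjusted p under 0.05. These lists leave out the subunits encoded by mitochondrial DNA. Complex IV is the cytochrome c oxidase and complex V the ATP synthase. With the replicate number as a block over the normoxia arrays alone, 1 complex V subunit rose, Atp5l (log2 fold change 0.75, SE 0.31, adjusted p = 0.0353, against 0.317 without it). It also rose with only the 2 groups in the fit (adjusted p = 0.0309), and 1 complex IV subunit did with array weights. The list of complex IV subunits was higher in normoxia (median 0.32, adjusted p = 0.0326, camera, and adjusted p = 0.492 with an estimated correlation), with log2 fold changes of up to 0.67 (Cox7b). Complex III (median -0.02, adjusted p = 0.788, camera) and complex V (median 0.10, adjusted p = 0.609, camera) did not pass, and the mean of complex III was 0.06. In hypoxia, 3 complex III subunits fell and 1, Uqcrh, rose (5 and 1 when adjusted over the list alone; median -0.54, adjusted p = 0.0809, camera). The cytochrome c1 gene Cyc1 had a log2 fold change of -1.31 (SE 0.29). Of complex IV, 2 rose and 1, Cox6a1, fell in hypoxia (3 and 1 when adjusted over the list alone; median 0.04, adjusted p = 0.842, camera). Of complex V, 2 rose and 4 fell, also when adjusted over the list alone (median -0.16, adjusted p = 0.113, camera), with Atp5g2 at -1.18 (SE 0.22) and Atp5d at -1.11 (SE 0.20). Uqcrc2, whose protein was blotted in Fig. 4e, had a log2 fold change of 0.05 (SE 0.26) in normoxia and fell in hypoxia (-0.79, adjusted p = 0.0355). Atp5a1, also blotted, had 0.18 (SE 0.18) and -0.37 (adjusted p = 0.16). Of 18 assembly factors of complexes I and II, none passed in normoxia in limma (0 had an unadjusted p under 0.05), also when adjusted over the list alone (median -0.06, adjusted p = 0.749, camera). Ndufaf3 (log2 fold change -2.29, SE 0.27), Ndufaf5 and Foxred1 fell in hypoxia, also when adjusted over the list alone (median -0.18, adjusted p = 0.153, camera). The complex IV subunits in normoxia did not pass with the block (adjusted p = 0.0521), with dim probe sets left out (0.0786), or without normoxia PBS replicate 1 (0.0776) or normoxia doranidazole replicate 1 (0.116), whereas in hypoxia the complex III subunits passed without hypoxia doranidazole replicate 2 (0.0434) and the complex V subunits without hypoxia PBS replicate 2 (0.0454). In hypoxia, Uqcrc2 did not pass without hypoxia PBS replicate 1 or 2 or hypoxia doranidazole replicate 1 or 2, nor Uqcrh without any of 8 arrays or with the median of each array set equal, with adjusted p of up to 0.199 for Uqcrc2, under quantile normalization, and 0.157 for Uqcrh. Uqcrc2 also missed the threshold with cyclic loess normalization, with a trended and robust prior and with only the 2 groups in the fit, and Foxred1 with quantile and cyclic loess normalization.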

Data are means $\pm$ s.d. from $n=3$ independent experiments. **d**, Immunoblot analysis of mitochondrial complex proteins in GSC-H cells incubated for 24 h in the absence or presence of 3 mM doranidazole and 10 μ M MG132. **e**, Immunoblot analysis of mitochondrial complex proteins in GSC-H cells treated for 24 h with 3 mM metronidazole, 3 mM misonidazole, or DMSO vehicle. Statistical analysis was performed by one-way ANOVA followed by Dunnett's post hoc test (**a**) or with the ratio paired two-tailed Student's *t* test (**c**).

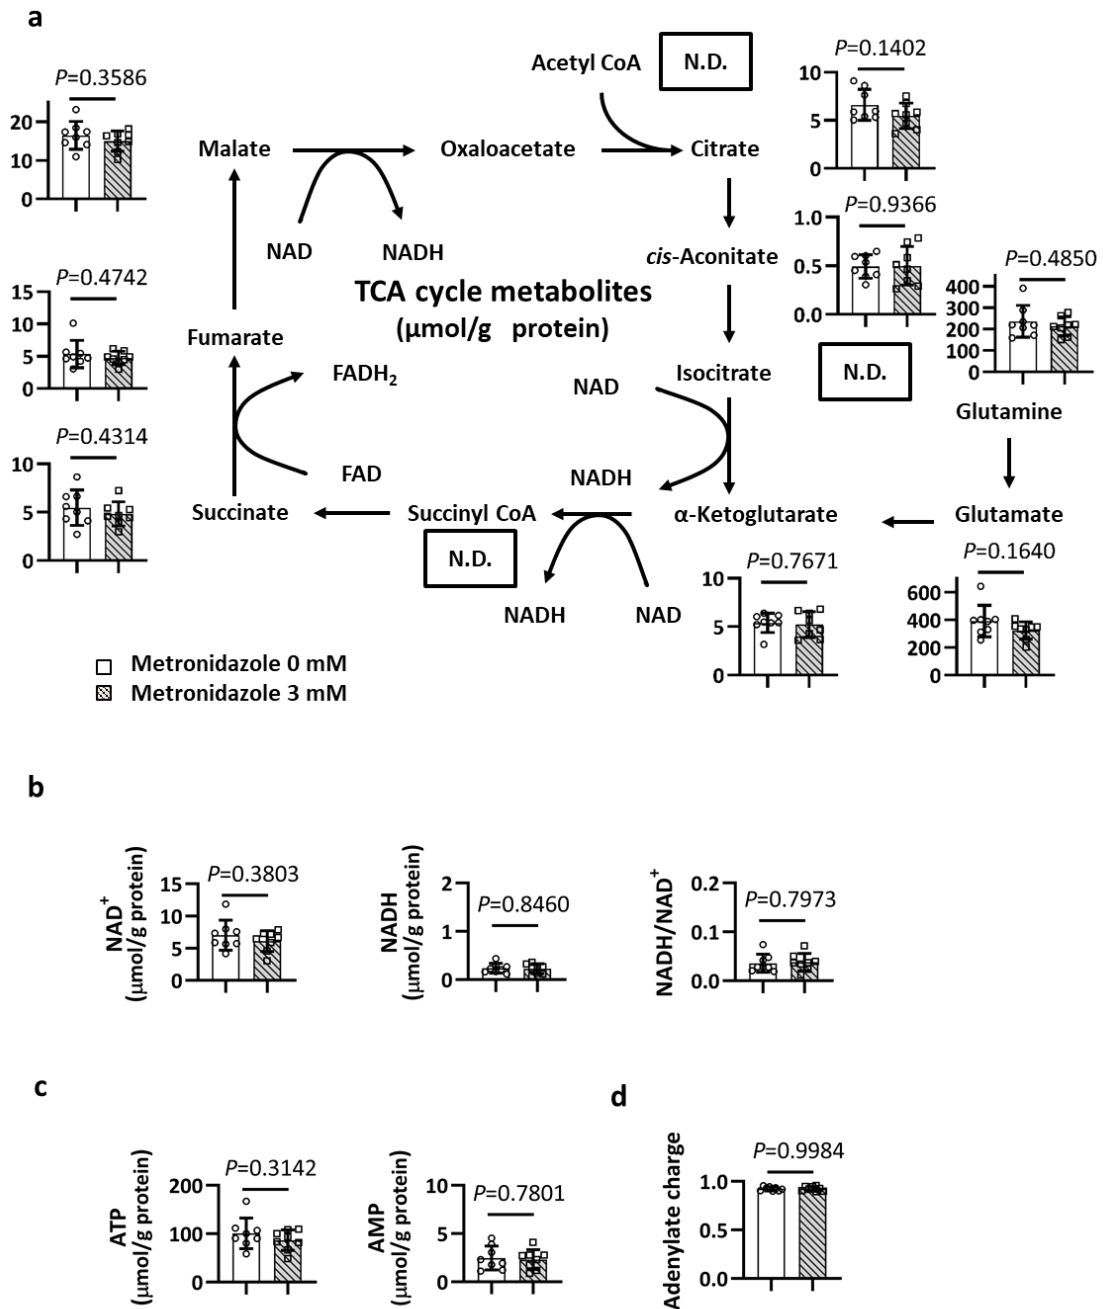

Supplementary Fig. 5. Effects of metronidazole on TCA metabolite levels in GSC-H cells. **a**, Metabolome analysis was performed for cells exposed to 0 or 3 mM metronidazole for 24 h. **b-d**, The amounts of NAD⁺ and NADH and the NADH/NAD⁺ ratio (**b**) as well as ATP and AMP (**c**) and the total adenylate charge (**d**) were also

determined. Metabolite levels were normalized by the total amount of protein, are means $\pm$ s.d. from eight biologically distinct replicates, n=1 experiment, and were analyzed by the unpaired two-tailed Student's *t* test.

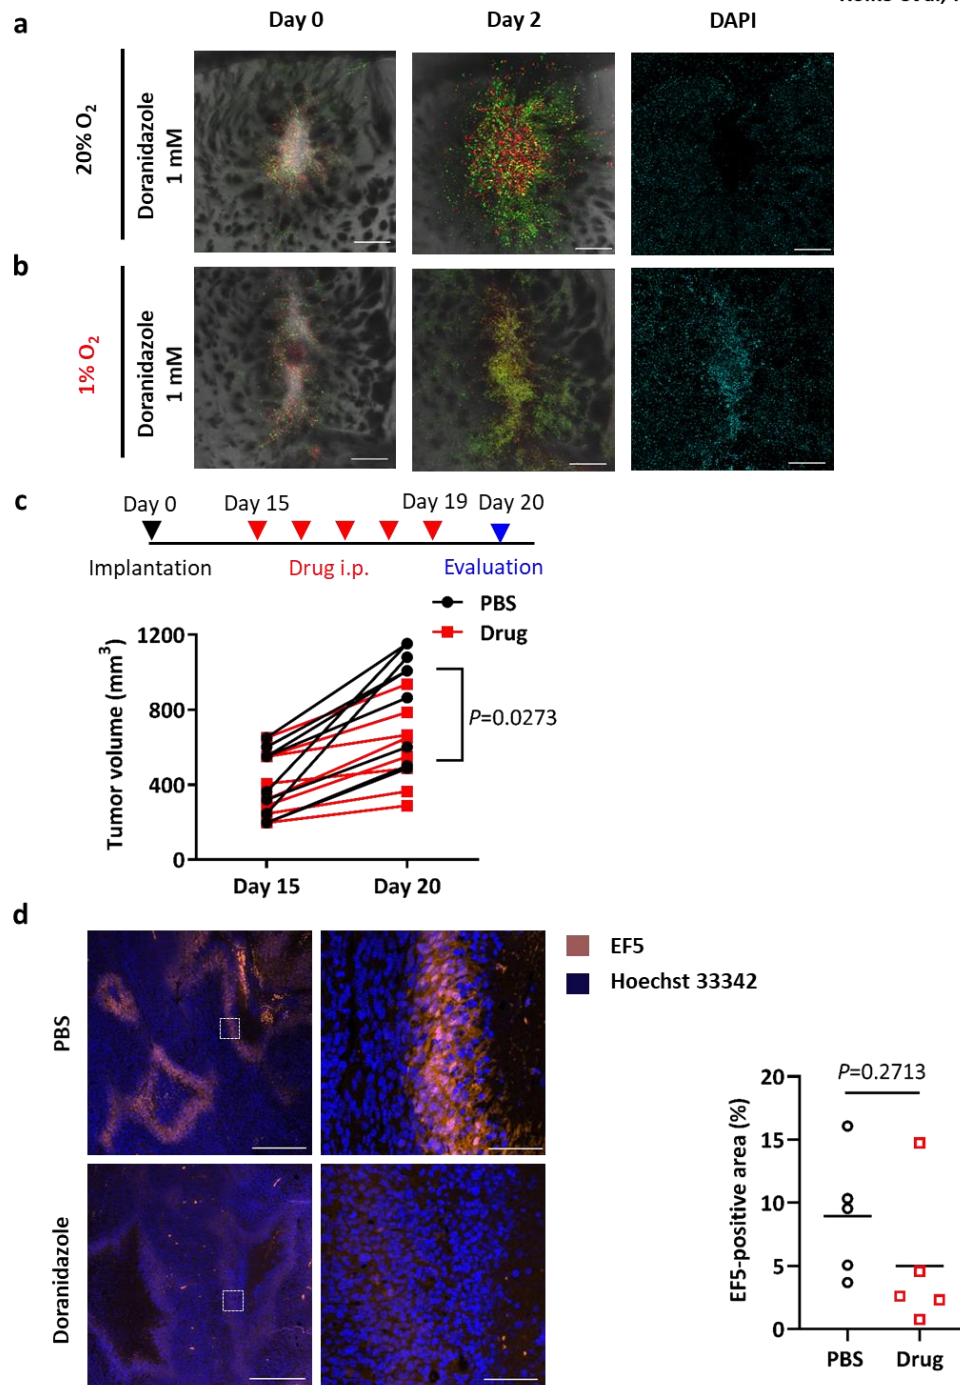

Supplementary Fig. 6. Effects of doranidazole on cultured brain slices harboring GSC-F implants as well as on subcutaneous tumors formed by GSC-H cells. a, b, Sequential images of brain slices prepared from mice bearing tumors formed by GSC-F cells and incubated with 1 mM doranidazole under normoxic (a) or hypoxic (b)

conditions. Overlays of green fluorescence (S-G₂-M phase), red fluorescence (G₁ phase), and phase-contrast images are shown for days 0 and 2. A DAPI exclusion assay for the same areas is also shown for day 2. Scale bars, 300 μ m. **c**, Mice with subcutaneous tumors formed by GSC-H cells were treated with doranidazole (200 mg/kg, i.p.) or PBS vehicle for 5 days from day 15. Tumor volume was determined on days 15 and 20 ($n = 9$ animals from 2 independent experiments). **d**, Tumors from mice treated as in **c** were subjected to immunofluorescence staining for EF5 labeling and were stained with Hoechst 33342 to detect nuclei. Representative images and quantification of the EF5-positive area for five tumors per group ($n=1$ experiment), bars indicate mean values) are shown. The boxed regions in the left images (scale bars, 300 μ m) are shown at higher magnification in the right images (scale bars, 50 μ m). Statistical analysis was performed by two-way ANOVA followed by Sidak's post hoc test (**c**) or with the unpaired two-tailed Student's t test (**d**).

Gating information

Koike et al, Gating

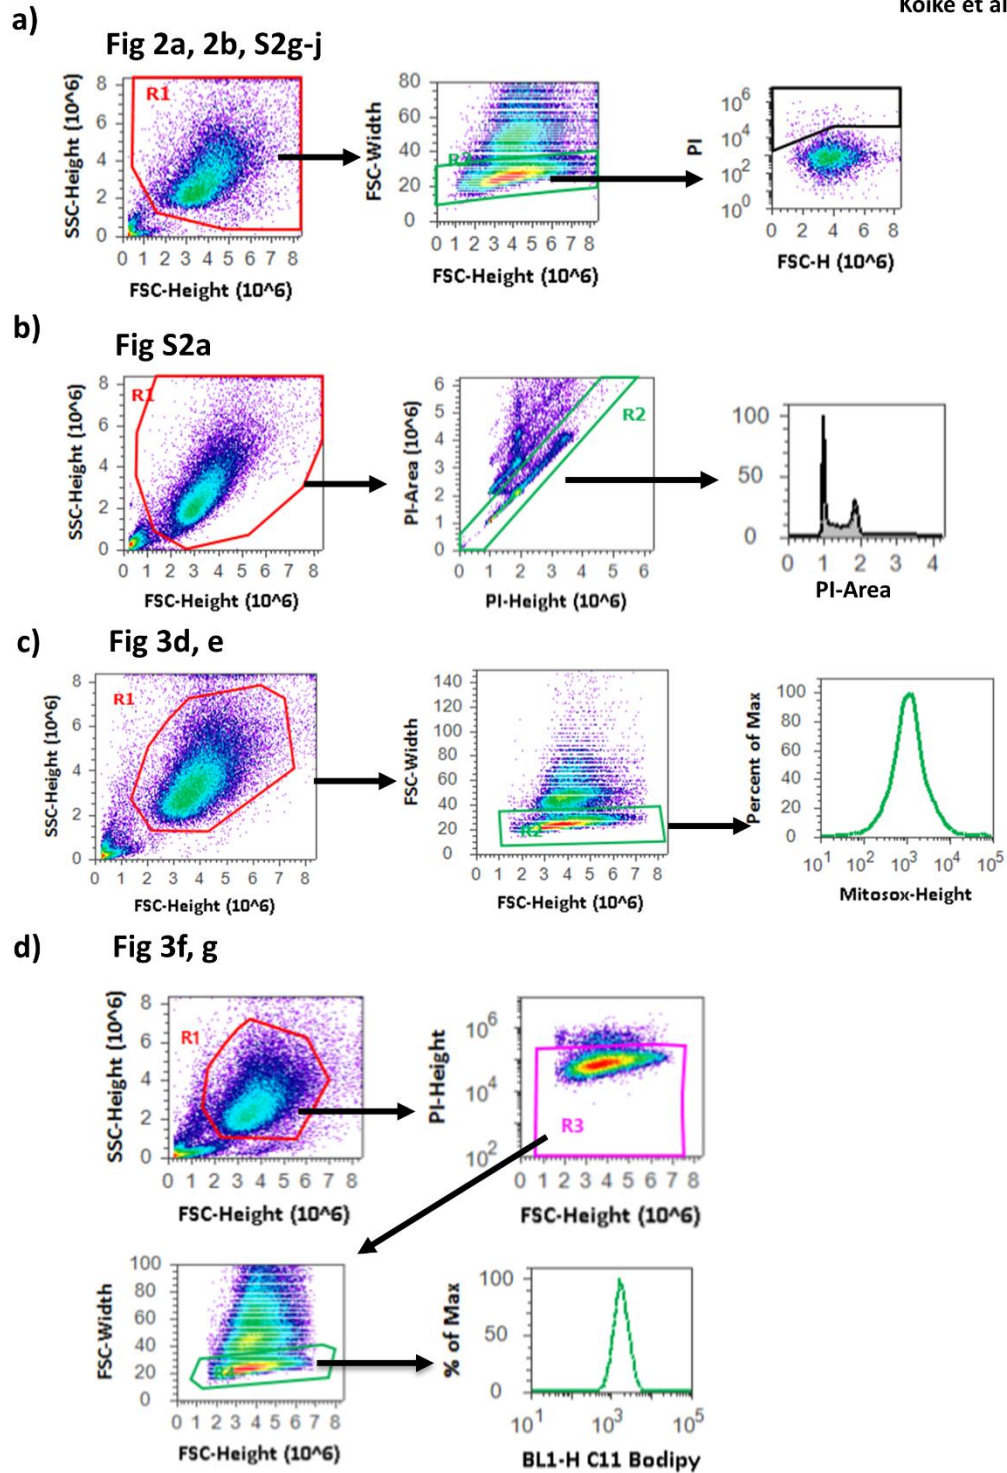

Fig S1a

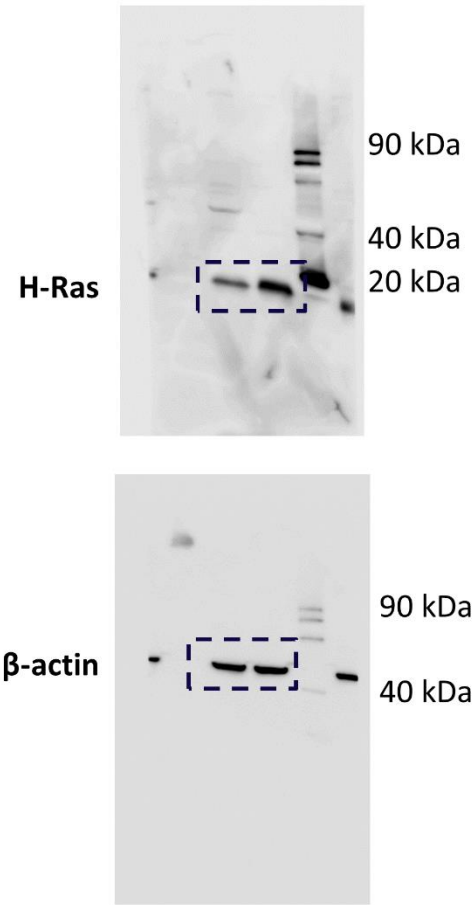

Fig S1b

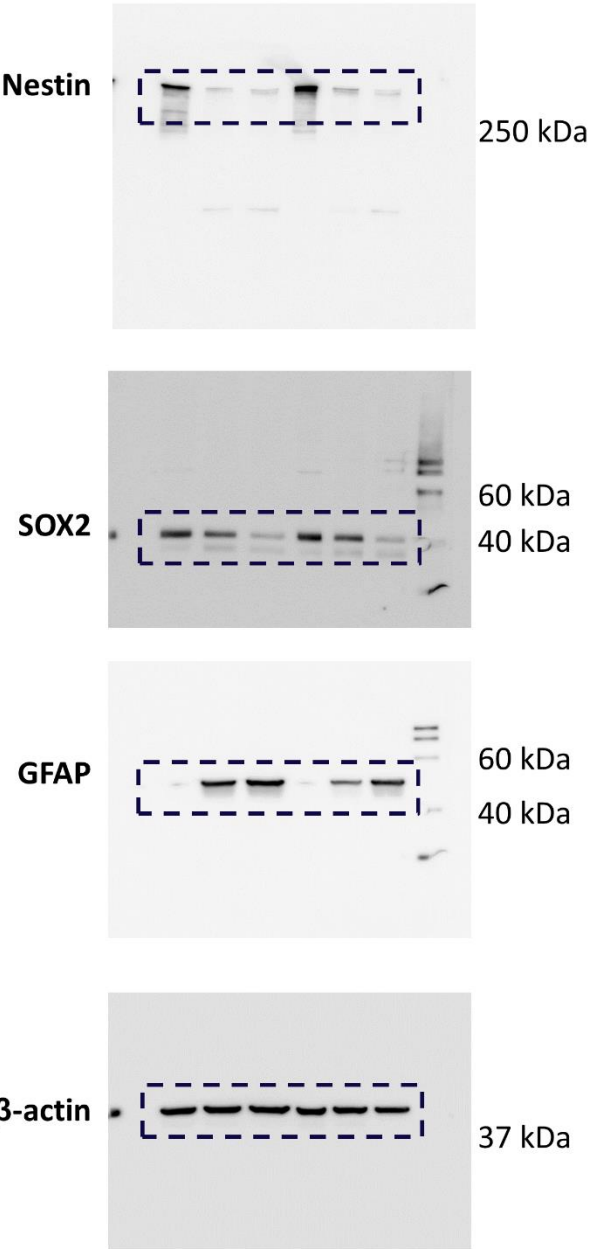

Fig 4e

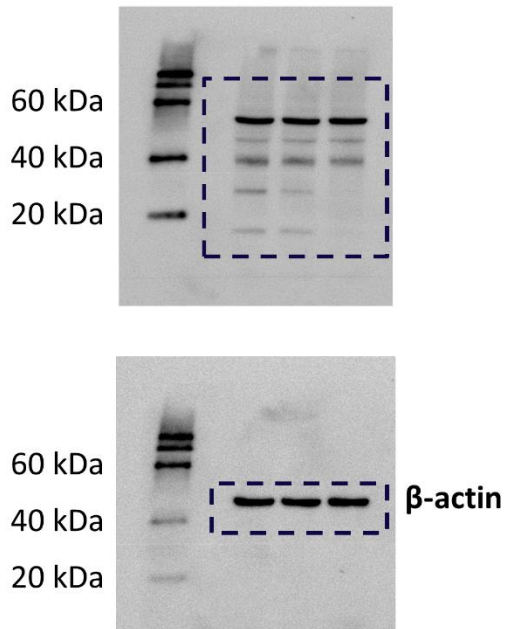

Fig S4d

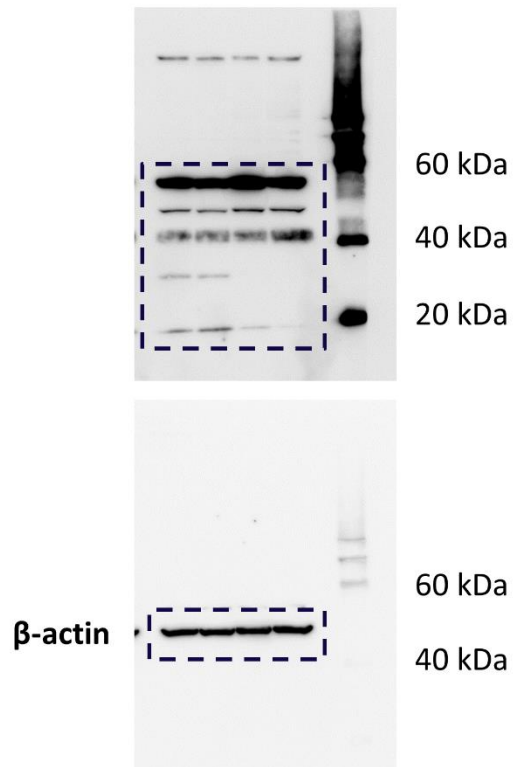

Fig S4e

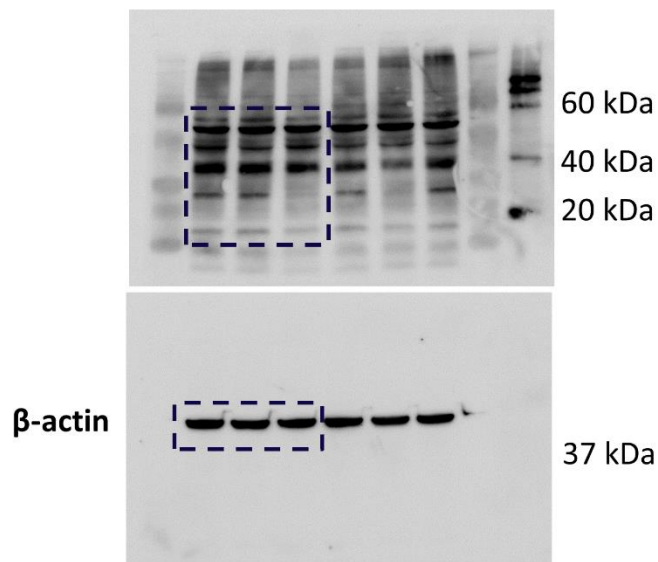

Supplementary Methods

Generation of GSC-F cells

A bicistronic vector containing hCdt1 and hGem cDNAs was established as previously described¹, with slight modifications. The pFucci-G1 Orange and pFucci-S/G2/M Green plasmids were obtained from MBL. The coding sequences for mCherry and hCdt1(30–120) were amplified by the polymerase chain reaction (PCR) from the respective plasmids and were then used to amplify the mCherry-hCdt1(30–120) sequence with simultaneous addition of a 5' BamHI site and 3' EcoRI site. The resulting construct was cloned in-frame into the pMXs-IRES-blasticidin vector to generate pMXs/mCherry-hCdt1. EGFP and hGem(1–110) coding sequences were amplified by PCR, and the EGFP-hGem(1–110) sequence was further amplified with primers containing a 5' MfeI-P2A sequence and a 3' EcoRI site. The product was cloned into pMXs/mCherry-hCdt1 to generate pMXs/Fucci-P2A-IRES-blasticidin. This final construct was validated in mouse embryonic fibroblasts, and it was then used to generate retrovirus-containing culture supernatants for infection of GSC-H cells. Infected cells were purified by selection with blasticidin (5 µg/ml) in NSM for 14 days, and the resulting cells were designated GSC-F.

Visualization of cell cycle progression

GSC-F cells were cultured on Matrigel-coated glass-bottom dishes (Matsunami, Osaka, Japan) for 24 h and then incubated in the presence of drug for time-lapse imaging with the use of an FV10i confocal microscope (Olympus). Images were acquired every 10 min.

Flow cytometric analysis of cell cycle profile

Cells incubated with drug for 3 days were isolated to obtain a single-cell suspension in PBS, fixed overnight in 70% ethanol, and stained with PI (25 µg/ml) for flow cytometric analysis with an Attune flow cytometer (Thermo Fisher Scientific).

Reverse transcription and real-time PCR analysis

Total RNA was extracted from cells with the use of an RNeasy Mini Kit (Qiagen, Venlo, the Netherlands), and portions (1 µg) of the RNA were subjected to reverse transcription with the use of a PrimeScript RT reagent kit (Takara Bio, Kusatsu, Shiga, Japan). Real-time PCR analysis was performed with the use of TB Green Premix Ex Taq II (Takara Bio) and a Thermal Cycler Dice Real Time System (TP800, Takara Bio). Mouse primer sequences (forward and reverse, respectively) were as follows: 5'-CTGGCTCCTAGCACCATGAAGAT-3' and 5'-GGTGGACAGTGAGGCCAGGAT-3' for *Actb*; 5'-GGAACACTCCAAAAACAGACCT-3' and 5'-CCACCACTGGGTATTGAGTAGAA-3' for *Sdha*; 5'-AATTTGCCATTTACCGATGGGA-3' and 5'-AGCATCCAACACCATAGGTCC-3' for *Sdhb*; 5'-GCTGCGTTCTTGCTGAGACA-3' and 5'-ATCTCCTCCTTAGCTGTGGTT-3' for *Sdhc*; and 5'-TGGTCAGACCCGCTTATGTG-3' and 5'-GGTCCAGTGGAGAGATGCAG-3' for *Sdhd*. Data for *Sdha*, *Sdhb*, *Sdhc*, and *Sdhd* mRNAs were normalized by the corresponding amount of *Actb* mRNA.

Microarray analysis

Cells were incubated with or without 3 mM doranidazole under normoxic or hypoxic conditions for 24 h ($n = 3$ for each group), after which total RNA was extracted from the cells with the use of an RNeasy Mini Kit (Qiagen) and its quality was confirmed with an Agilent 2100 Bioanalyzer. Gene expression was measured with Clariom S Mouse Arrays (Thermo Fisher Scientific), and CEL files were analyzed with Transcriptome Analysis Console version 4.0.1 (Thermo Fisher Scientific). All samples passed quality control. 

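GSC-H cells given doranidazole in hypoxia stood apart from the other groups. The first principal component of the 12 arrays, with 55.8% of the variance, placed their 3 arrays between 96.3 and 121 and all others below 0. The second component, with 12.7%, separated hypoxia PBS from normoxia, with hypoxia PBS replicate 3 (-14.01) nearer to the normoxia arrays than replicates 1 (-51.27) and 2 (-68.55). Pearson correlations across probe sets ran from 0.9834 to 0.9956 for the 12 pairs of arrays within a group and from 0.9439 to 0.9926 between groups. No pair among the 66 had identical values throughout. The median log2 signal was 4.75 to 4.88 on the 3 arrays of hypoxia doranidazole and 4.65 to 4.73 on the other 9. The 75th percentile was 8.60 to 9.02 on the former and 9.09 to 9.27 on the latter. The median log2 fold change of all probe sets with doranidazole in hypoxia was 0.09 on the deposited values and -0.03 with the median of each array set equal.

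**Figure D5:**
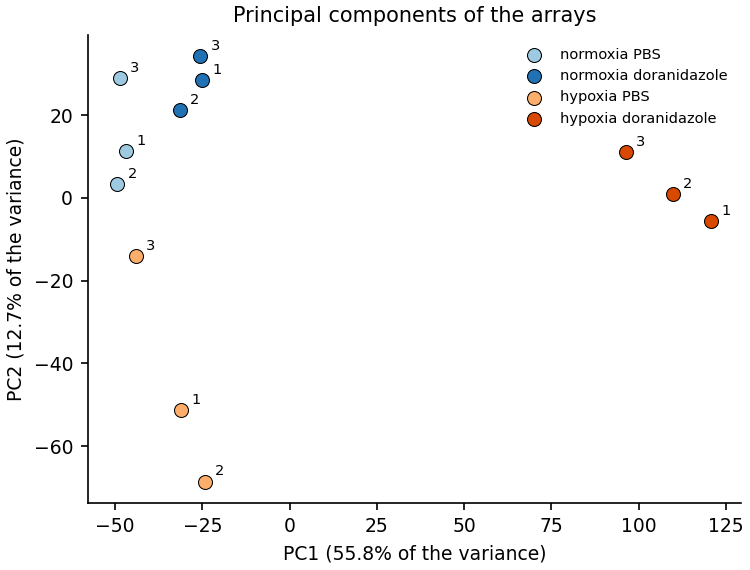
First and second principal components of the 12 arrays from the deposited log2 values, with the share of the variance on each axis, a color for each group and the replicate number beside each point. The 3 hypoxia doranidazole arrays lie to the right, apart from the other 9.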

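At a fold change above 2 or below 0.5 and an unadjusted p under 0.05, 531 probe sets were higher and 322 lower with doranidazole in normoxia, and 1537 were higher and 2642 lower in hypoxia. In hypoxia these were 1968 and 2220 with quantile normalization and 1244 and 3017 with the median of each array set equal. Both conditions raised 221 and lowered 221 of them, 442 in all, where independent lists of these sizes would share 36.8 and 38.3. The paper counts 541 genes changed under both conditions (Supplementary Fig. 3d). The alternatives set beforehand gave 339 to 497. In normoxia alone 310 were higher and 101 lower, and in hypoxia alone 1316 were higher and 2421 lower. Of the probe sets higher in normoxia, 80 were lower in hypoxia, and 5 went the other way. The comparisons share no array, but they share the estimate of the spread of each probe set, so that their calls are not fully independent. The numbers for independent lists leave this out. Nqo1, Aldh3a1, Hmox1, Txnrd1 and Gsta4 were higher in both conditions, and Cd93, Mybl2 and Fabp7 lower in both. Steap3 was higher in hypoxia, and its unadjusted p in normoxia was 0.058 (limma), above 0.05, whereas it was 0.0464 with quantile normalization, 0.00702 with the replicate number as a block over all arrays and 0.0125 with only the 2 groups in the fit. It was also under 0.05 without normoxia PBS replicate 3 (0.031), hypoxia PBS replicate 1 (0.0435) or 3 (0.0352) or hypoxia doranidazole replicate 3 (0.0302).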

Up-regulated and down-regulated genes were defined as those showing a fold change in expression level of >2 or <0.5 with a P value of <0.05 . GO (biological process) analysis was performed with the use of GSEA software². The top five signatures according to the normalized enrichment score (NES) are presented (false discovery rate of <0.1). The data have been deposited in the GEO database (accession number GSE135858).

Mitochondrial staining and imaging

Cells were plated on Matrigel-coated glass-bottom dishes (Matsunami) and incubated with drug for 12 h. After the addition of MitoTracker Green FM (Thermo Fisher Scientific) to a final concentration of 100 nM, the cells were incubated for an additional 30 min and nuclei were counterstained with Hoechst 33342. Mitochondrial morphology was evaluated with the use of an FV10i confocal microscope (Olympus).

Primary antibodies for immunoblot analysis

Primary antibodies were as follows: H-Ras (Santa Cruz Biotechnology, sc-520, 1:500 dilution), Nestin (Santa Cruz Biotechnology, sc-33677, 1:500), SOX2 (Santa Cruz Biotechnology, sc-17320, 1:500), GFAP (Santa Cruz Biotechnology, sc-58766, 1:1000),

total OXPHOS rodent WB antibody cocktail (Abcam, ab110413, 1:1000) and β -actin (Santa Cruz Biotechnology, sc-47778, 1:2000).

Supplementary References

1. Mort, R.L. *et al.* Fucci2a: A bicistronic cell cycle reporter that allows Cre mediated tissue specific expression in mice. *Cell Cycle* **13**:2681–2696, (2014)
2. Subramanian, A., *et al.* Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. *PNAS*, 102:15545–15550, (2005)

How the deposited data were processed for this re-analysis (not part of the article)

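Transcripts were measured on Clariom S Mouse arrays in GSC-H cells, mouse glioma stem cells, after 24 h with 3 mM doranidazole or PBS in normoxia or 1% O2, with 3 arrays in each of 4 groups. The authors analyzed the arrays with Transcriptome Analysis Console 4.0.1, and deposited log2 values of 22206 probe sets on 12 arrays. How the deposited log2 values were summarized and normalized between arrays, and by which test the study called genes, is not given in the sources used here. The 2 deposited tables hold equal values (0 probe sets with another value), so that the first was used, with all of its columns. Median signals on the log2 scale lay between 4.65 and 4.88 over the arrays. No pair of the 66 array pairs had identical values throughout. Of the probe sets, 19572 carry 1 gene symbol and 2634 none, and the latter were counted but not named.

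Differences were tested with limma 3.58.1 in R 4.3.3 by a linear fit over the 12 arrays with 4 groups and no block, with a shared prior for the spread, two-sided. P-values were adjusted by the Benjamini-Hochberg method over all 22206 probe sets, and a probe set passed at an adjusted p under 0.05. The comparisons were doranidazole against PBS in normoxia and in hypoxia, the difference between these responses, and hypoxia against normoxia with PBS. Counts at the thresholds of the study used a fold change above 2 or below 0.5 with an unadjusted p under 0.05. The study gives its P value without saying whether it was adjusted. The 34 gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01 between genes, with 1 probe set per gene (that with the highest mean, 19505 genes) and adjustment over the 34 lists. Of 652 symbols in the lists, 588 were matched. Reactome pathways of fgsea 1.28.0 with 15 to 300 measured genes were searched in the same way, and the gene ontology sets of the study were not used here.

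Genes were named by a rule set before the data were examined. For each drug comparison it takes the 8 genes that rise most and the 8 that fall most among those past the threshold whose 3 treated arrays all lie on one side of the 3 PBS arrays. It adds each gene named in the study for these data (Nqo1, Cat, Txnrd1, Steap3, Hmox1, Aldh3a1, Sdha, Sdhb, Sdhc and Sdhd) or shown in Supplementary Fig. 3e, whose direction had been seen, the 3 members of each list with the smallest p in the comparison described, and the proteins blotted in Fig. 4e. Of the blotted proteins, mt-Co1 has no value here. The lists of respiratory chain complexes hold no subunit encoded by mitochondrial DNA. Genes outside the rule are marked where they are named.

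Pairing of replicate numbers was checked by correlating deviations from group means across probe sets. The correlations for replicates 1, 2 and 3 were 0.202, 0.329, 0.326 between the normoxia groups, where each number had its own as best partner, -0.0202, -0.024, -0.0466 between the hypoxia groups and -0.0205, 0.264, 0.356 between the PBS groups. Alternatives set beforehand were quantile normalization, median centring, dim probe sets (mean below the 30th percentile) left out, a trended and robust prior, array weights, the replicate number as a block, a single probe set per gene, only the 2 groups in the fit, an unpaired test of each probe set without limma's shared spread, each array left out, an estimated correlation for camera, and fry. Cyclic loess normalization and the replicate number as a block over the 6 normoxia arrays alone were chosen after seeing the data. Simulated data had 100 probe sets changed by 1 and 100 by 2 on the log2 scale in each comparison. Of these the test found 44 and 88 in normoxia, 43 and 92 in hypoxia and 5 and 55 for the difference of response. Between the PBS groups it found 41 and 86, and 0 were found with the wrong sign. Of the unchanged probe sets it called 9, 6, 4 and 5 in these comparisons. Fewer probe sets were changed here than passed on the arrays, and the adjusted p depends on how many pass. These shares are thus not the power of the tests on the arrays. A shift of 0.5 given to 1 list was called by camera, and 0 of 28 lists sharing no gene with it were. Noise was drawn independently for each gene there, so that this does not test the preset correlation on the arrays. Regrouping the same 6 arrays otherwise gave up to 11 lists in normoxia and 14 in hypoxia, against 14 for each real grouping. Experiments of the study other than these arrays were not analysed here.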

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

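In this part the tests of quantile normalization, of a uniformly stronger drug effect, of the oxygen level of the treated arrays, of the remaining induction and of a normoxia array under a hypoxia name were chosen only after the result was seen. Genes whose response to doranidazole differs between the oxygen levels come first, since the difference itself was tested. The response differed for 3003 of 22206 probe sets (limma), 1115 with a more positive and 1888 with a more negative change in hypoxia. Of 100 splits drawn within each oxygen level, 4 gave a count as large, the real one included, and the highest of the others was 3448. The 11 other splits that kept the hypoxia groups whole gave at least 2432, and the 88 that mixed them at most 11. The count of a split thus follows the response in hypoxia, so that these splits do not test the difference of response, and chance is not excluded by them. In the comparisons of 2 groups, 3 against 3 arrays make 10 splits, too few for a share under 0.05, and in each of the following counts except that of lists in hypoxia the real split was the only 1 as large. The real split and the highest of the others gave 352 and 0 probe sets in normoxia, 6154 and 0 in hypoxia, and 439 and 133 between the PBS groups. At the thresholds of the study they gave 853 and 267 in normoxia and 4179 and 534 in hypoxia, and for lists past the threshold 14 and 11 in normoxia and 14 and 14 in hypoxia, where 2 splits of 10 were as large. Deviations correlate between normoxia arrays of the same replicate number, though no source used here says how replicates were run. Of the 4 splits there that part all 3 pairs of equal number, the highest other than the real one gave 0. The remaining 6 part 1 pair each.

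By list, the median difference of response (hypoxia minus normoxia, log2) was 1.32 for NRF2 target genes, 1.40 for heat shock genes, 1.32 for immediate early genes and 1.08 for lysosome and autophagy. It was -0.478 for complex I subunits, -0.574 for the tricarboxylic acid cycle, -1.22 for glycolysis, -1.48 for hypoxia-induced genes, -1.68 for G2/M and mitosis, -2.19 for cholesterol synthesis and -0.949 for neural and glioma stem cell genes. All 11 passed at the preset correlation and none with an estimated correlation, and with quantile normalization complex I subunits (adjusted p = 0.166) and the tricarboxylic acid cycle (0.0655) did not. Without hypoxia PBS replicate 3 the median was -1.03 for G2/M and mitosis and 0.79 for NRF2 target genes, and without normoxia PBS replicate 3 it was -0.84 for hypoxia-induced genes.

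The genes named in the text whose difference passed (limma, adjusted over all probe sets) follow with their log2 difference of response. Of 114 genes under the naming rule that passed, 26 lost the call in at least 1 of 20 settings, and these are not marked here. NRF2 targets and nitroreductases: Gsta4 5.38, Osgin1 5.18, Blvrb 4.35, Nqo1 3.28, Txnrd1 2.99, Xdh 2.46, Gclm 1.81 and Aox1 -1.71. Antioxidant enzymes, glutathione and iron: Gss 3.52, Sod1 1.12, Gch1 -1.77, Trf -1.82, Msra -2.88, Acsl4 -2.91 and Sesn3 -2.98. The respiratory chain, its assembly and the tricarboxylic acid cycle: Ndufaf5 -0.83, Cox6a1 -0.89, Ndufs3 -1.01, Atp5d -1.30, Ndufb2 -1.33, Ndufs1 -1.47, Idh2 -1.48, Sdha -1.54, Ndufv3 -2.14 and Ndufaf3 -2.45. Glycolysis, glutaminolysis and low oxygen: Pgk1 -1.44, Got1 -1.46, Pfkfb3 -1.50, Egln1 -1.85, Pfkl -1.92, P4ha2 -2.09, Ak4 -2.63, Slc2a3 -3.95, Aldoc -4.51 and Car9 -6.41. The cell cycle and p53: Plk3 2.84, Cdt1 2.82, Ttk -2.45 and Kif11 -2.68. Protein folding and stress: Hspa1b 7.46, Hspa1a 4.84, Ppp1r15a 4.695, Atf3 4.18, Cryab 2.92, Dnajb9 2.90, Hspe1 1.52, Pdia6 -1.27 and Xbp1 -1.94. Cholesterol synthesis, immediate early response and lysosome: Junb 4.66, Gla 4.08, Gabarapl1 3.397, Egr2 3.33, Map1lc3b 1.86, Lss -2.27 and Mvk -3.69. Stem and differentiated cells: Apoe 1.57, Pecam1 1.47, Msi2 -2.44, Aqp4 -2.57, Sox9 -3.21, Cnp -3.75, Col3a1 -4.04, Fabp7 -4.17, Gap43 -4.23 and Flt1 -4.36. In no list above, with a more positive response in hypoxia: Gadd45b 8.42, Tlcd2 8.10, Gsta2 7.86, Procr 5.33, Cbr3 4.24, Creg1 3.83, Aldh3a1 3.74, Cyb5a 2.77 and Cenpu 1.72. Likewise with a more negative response: Igfbp5 -9.56, Grem1 -8.60, Adamts9 -5.91, Htr1b -5.85, Camk1g -5.56, Il33 -5.39, Cd93 -4.60, Acss2 -2.60 and Dcxr -2.54.

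Doranidazole changed more probe sets in hypoxia than in normoxia, on arrays whose 75th percentile lay at 8.6 to 9.02 with doranidazole in hypoxia and at 9.09 to 9.16 with PBS. A narrower range left by the scaling is argued against as the whole cause, since 78.8% of the 3003 probe sets with a different response kept their call under quantile normalization, none with another sign. Compression, which lowers bright and raises dim signals, is argued against as the whole cause by the 1882 of these with a hypoxia PBS mean above 8, of which 482, 25.6%, responded more upward in hypoxia, but a part of it stays open, since 633 of the other 1121 did. A single stronger effect that scales up the whole normoxia response would have needed a median difference of 1.58 for p53 target genes, and theirs was -0.0521 (SD of members 1.05). That argues only against scaling of every list, and this test was chosen after the result was seen. Lysosome and autophagy (median 0.72 in normoxia, difference 1.08) and cholesterol synthesis (-0.602 and -2.19) changed further the same way in hypoxia. DNA replication and S phase (-1.16 and 0.366) did not. A stronger effect on a part of the response stays open. A response of the cells to the drug at low oxygen that differs from that in normoxia may remain beside a part of compression or of a stronger effect, a hypothesis found and tested on the same arrays.

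Hypoxia-induced and glycolysis genes were lower with doranidazole in hypoxia, with a median log2 fold change of -1.76 over 43 genes. Signal compression of bright probe sets is argued against as the whole cause, since 0% of 10000 random lists matched on the hypoxia PBS level had a median as low (lowest -1.14). The medians of these random lists centred on -0.339, so that compression as a part of the fall stays open. Treated arrays that were not kept in hypoxia are argued against as well, because the hypoxia-induced list lay 1.34 higher on the lowest hypoxia doranidazole array than on the highest normoxia doranidazole array. Treated cells kept 56.5% of the induction by hypoxia (median 1.82 against 3.22 with PBS) over the 35 of these genes induced over 2-fold on the same PBS arrays, and 56.7% over all 43 (1.58 against 2.79). Weaker low-oxygen signalling and a loss of these transcripts after induction cannot be told apart for these genes, because either may lower this share.

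DNA replication and mitosis genes of hypoxia PBS replicate 3 lay near the normoxia level, unlike those of the other 2 arrays of its group. A normoxia array under a hypoxia name is argued against, since the hypoxia-induced list lay 2.38 higher on this array than on the highest normoxia PBS array. RNA of another cell type is argued against by the marker lists, whose highest excess over both other arrays was 0.0941 on the log2 scale (oligodendrocyte lineage), with -0.0106 for astrocyte, -0.039 for neuron, -0.0533 for microglia and macrophage, -0.122 for endothelial and -0.0238 for fibroblast and pericyte markers. Growth of that culture may have differed, but the design names no condition within the group, so that no biological explanation was tested.

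Lists whose transcripts the study's text does not discuss for these arrays also changed against the PBS arrays. In normoxia the median log2 fold change was 1.25 for p53 target genes, 0.72 for lysosome and autophagy and 0.184 for immediate early genes. Medians there were -0.802 for the integrated stress response, -0.602 for cholesterol synthesis, -0.529 for hypoxia-induced genes and -0.393 for the unfolded protein response of the endoplasmic reticulum. In hypoxia they were 1.89 for lysosome and autophagy, 1.32 for immediate early genes, 1.06 for p53 target genes and 1.02 for heat shock genes. Lower medians in hypoxia were -3.08 for cholesterol synthesis, -1.88 for hypoxia-induced genes, -1.57 for glycolysis, -1.39 for neural and glioma stem cell genes, -0.725 for the unfolded protein response of the endoplasmic reticulum and -0.61 for the tricarboxylic acid cycle. Each of these passed at the preset correlation and none with an estimated correlation. With 1 array left out, medians in normoxia ran from -1.04 to -0.03 for hypoxia-induced genes (without normoxia PBS replicates 3 and 1), -1.47 to 0.01 for the integrated stress response (without normoxia PBS replicates 3 and 2), -1.03 to -0.33 for cholesterol synthesis (without normoxia PBS replicates 2 and 1), -0.62 to -0.29 for the unfolded protein response of the endoplasmic reticulum (without normoxia doranidazole replicates 2 and 3) and 0.04 to 0.35 for immediate early genes (without normoxia doranidazole replicate 3 and normoxia PBS replicate 2). By their correlated deviations the replicate numbers may pair these arrays, and each such fit then leaves an array without its partner.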

How the results depend on the processing

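Cyclic loess normalization and the replicate number as a block over the normoxia arrays alone were chosen after seeing the data, as were all alternatives for the correlation of the 2 responses, and the others were set beforehand. Of the values of counts and main lists, 274 stayed near those reported, 28 moved, 2 were no longer past the threshold and 0 reversed. With array weights, 1386 probe sets passed in normoxia and 2273 between the PBS groups. With only the 2 groups in the fit these were 1010 and 115, on fewer arrays. An unpaired test of each probe set without limma's shared spread called 12 in normoxia, 5 of them among the 352, and 1671 in hypoxia, 1613 of them among the 6154. In normoxia, 8 lists passed with dim probe sets left out, 9 with only the 2 groups in the fit, 2 with fry (which gave 21 in hypoxia and 13 for the difference of response) and 0 with an estimated correlation, under which 0 passed in hypoxia too. For NRF2 targets the adjusted p was then 0.149 in normoxia and 0.157 in hypoxia. Except for the estimated correlation, which widens the test by its construction, the cause was not tested.

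With the replicate number as a block over the 6 normoxia arrays alone, where deviations correlate between arrays of the same number, 1614 probe sets passed in normoxia. As a block over all 12 arrays it gave 440 in normoxia, 6386 in hypoxia, 3289 for the difference of response and 564 between the PBS groups. That block added 1 list call, glutaminolysis in normoxia, and 32 calls of named genes, lost 8 of these, and changed no other list call.

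With each array left out in turn, counts ran from 38 to 569 in normoxia, 4648 to 7058 in hypoxia, 2182 to 4364 for the difference of response and 151 to 1432 between the PBS groups. At the thresholds of the study they ran from 795 to 990 in normoxia, 3968 to 4758 in hypoxia and 403 to 497 in both. Lists past the threshold numbered 10 to 15 in normoxia and 13 to 16 in hypoxia. Adjusted p ran from 5.41e-29 to 3.33e-18 for NRF2 targets in normoxia, 5.79e-16 to 7.02e-11 in hypoxia, and 0.397 to 0.989 for complex I and 0.602 to 0.888 for complex II in normoxia. The correlation of the 2 responses across probe sets ran from 0.241 to 0.342.

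The direction of the integrated stress response list changed in 3 cases. In normoxia its adjusted p ran from 1.51e-11 to 0.775 with each array left out, and its test pointed the other way without normoxia PBS replicate 2 (0.775). That leaves the normoxia doranidazole array of the same number without a partner. The median of the list was lower with doranidazole in each of the 3 pairs of equal number (-0.30 to -1.48, 1.77 to 0.66, -1.28 to -1.68). With the block over the normoxia arrays alone its adjusted p was 3.08e-09 (camera). Between the PBS groups it ran from 0.00014 to 0.885, reversed without normoxia PBS replicate 2 (0.00014) and with array weights (0.0379), and the cause was not tested. Of the other list tests 132 lost and 46 gained a call. Of named genes past the threshold, 8 of 49 passed in each of 22 settings of limma in normoxia, 169 of 196 in 21 settings in hypoxia, and 88 of 114 in 20 settings for the difference of response, and none reversed. With the median of each array set equal, the median difference of response of all probe sets went from 0.102 to -0.00995. The other deposited table holds equal values, so that it gave no values of its own. Signal against background cannot be read from log2 summaries, and on simulated changes of 1 on the log2 scale the test found 44 of 100 in normoxia and 5 of 100 for the difference of response. That simulation changed fewer probe sets than passed on the arrays, so that these shares are not the power of the real tests.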

Differences from the paper's values

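The block over the normoxia arrays alone and cyclic loess normalization were chosen after seeing the values, and the other settings below before the data were examined. Of probe sets lower with doranidazole at the thresholds of the study in normoxia but not in hypoxia, 101 were found here, and the paper's count is about 170 in Supplementary Fig. 3c, read by eye. Both use a fold change below 0.5 with a p under 0.05, unadjusted here and not described further in the paper. The settings that come within 1.5 times of the paper's count are 10 of 21: 126 with quantile normalization, 134 with array weights, 123 without normoxia PBS replicate 1, 155 without normoxia PBS replicate 2, 121 without normoxia PBS replicate 3, 132 without normoxia doranidazole replicate 2, 146 without hypoxia PBS replicate 3, 118 without hypoxia doranidazole replicate 3, 116 with only the 2 groups in the fit and 146 with an unpaired test of each probe set without limma's shared spread. The other 11 do not: 91 with the median of each array set equal, 103 with dim probe sets left out, 100 with a trended and robust prior, 110 with the replicate number as a block, 94 with a single probe set per gene, 85 without normoxia doranidazole replicate 1, 98 without normoxia doranidazole replicate 3, 98 without hypoxia PBS replicate 1, 76 without hypoxia PBS replicate 2, 99 without hypoxia doranidazole replicate 1 and 99 without hypoxia doranidazole replicate 2. Cyclic loess normalization, chosen after seeing the values, also comes within 1.5 times, with 126.

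The paper states that doranidazole raised Steap3 and Hmox1 at both oxygen levels. Hmox1 passed in both here (log2 fold change 3.42 in normoxia and 5.48 in hypoxia), as did Steap3 in hypoxia (3.46), whereas Steap3 did not pass in normoxia (1.29, adjusted p = 0.418, limma). At the thresholds of the study Steap3 missed in normoxia by its unadjusted p alone (2.45-fold, unadjusted p = 0.058, limma). Of the settings set before the data were examined, 7 put it past those thresholds: with quantile normalization (0.0464), with the replicate number as a block (0.00702), without normoxia PBS replicate 3 (0.031), without hypoxia PBS replicate 1 (0.0435), without hypoxia PBS replicate 3 (0.0352), without hypoxia doranidazole replicate 3 (0.0302) and with only the 2 groups in the fit (0.0125). The other 14 did not: with the median of each array set equal (0.0649), with dim probe sets left out (0.055), with a trended and robust prior (0.0528), with array weights (0.0587), with a single probe set per gene (0.0585), without normoxia PBS replicate 1 (0.0762), without normoxia PBS replicate 2 (0.235), without normoxia doranidazole replicate 1 (0.0537), without normoxia doranidazole replicate 2 (0.119), without normoxia doranidazole replicate 3 (0.145), without hypoxia PBS replicate 2 (0.0679), without hypoxia doranidazole replicate 1 (0.0515), without hypoxia doranidazole replicate 2 (0.0687) and with an unpaired test of each probe set without limma's shared spread (0.0839), nor did cyclic loess normalization (0.0505). The replicate number as a block over the normoxia arrays alone, chosen after seeing the values, called Steap3 in normoxia (adjusted p = 0.0451, unadjusted 0.0031). Both fits with a block thus put Steap3 past the thresholds of the study. Replicate numbers may pair the normoxia arrays, whose deviations correlate (0.202 to 0.329), though no source used here says how replicates were run. Fits without a block leave such pairs out, and leaving out a normoxia array breaks 1 of them.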

Other observations

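The list tests below were planned, whereas the replicate number as a block over the normoxia arrays alone (called the block here) and cyclic loess normalization were chosen after seeing the data, and no hypothesis is tested in this part. Of 28 measured p53 targets, 12 rose with doranidazole and none fell in normoxia (16 and 0 when adjusted over the list alone), and the list was higher (median 1.25, adjusted p = 4.46e-18, camera, and adjusted p = 0.0751 with an estimated correlation). Examples on the log2 scale are the stress-induced genes Trp53inp1 (3.64, SE 0.38) and Btg2 (2.88, SE 0.38), an antiproliferative gene, and Polk (2.10, SE 0.31), a translesion polymerase. In hypoxia 16 rose and none fell (18 and 0 when adjusted over the list alone; median 1.06, adjusted p = 5.52e-06, camera, and adjusted p = 0.164 with an estimated correlation), among them Trp53inp1 (3.63, SE 0.38) and the kinase gene Plk3 (3.26, SE 0.33). Of 36 genes of DNA replication and S phase, 1, Rfc3, fell in normoxia and none rose (0 and 13 when adjusted over the list alone; 0 and 29 with the block), and the list was lower (median -1.16, adjusted p = 3.46e-16, camera, and adjusted p = 0.489 with an estimated correlation). In hypoxia 1, the licensing factor gene Cdt1 (2.28, SE 0.35), rose and 13 fell (1 and 13 when adjusted over the list alone), with the list lower (median -0.73, adjusted p = 0.00558, camera, and adjusted p = 0.658 with an estimated correlation). Of 33 genes of G2/M and mitosis, none passed in normoxia in limma (16 had an unadjusted p under 0.05, and 0 and 28 with the block; 0 and 0 when adjusted over the list alone), but the list was lower (median -1.14, adjusted p = 6.07e-13, camera, and adjusted p = 0.492 with an estimated correlation). In hypoxia 31 of them fell and none rose (0 and 32 when adjusted over the list alone; median -2.70, adjusted p = 1.04e-14, camera, and adjusted p = 0.311 with an estimated correlation), with the mitotic kinesin gene Kif11 (-4.02, SE 0.46) and the spindle checkpoint kinase gene Ttk (-3.75, SE 0.48) as examples. In median against normoxia PBS, the G2/M and mitosis list lay at -1.67, -2.67 and -0.03 on hypoxia PBS replicates 1, 2 and 3, and the DNA replication and S phase list at -1.68, -2.39 and -0.17. For DNA replication and S phase, 4 rose and 9 fell in hypoxia without hypoxia PBS replicate 3 and the list did not pass (median -0.07, adjusted p = 0.428), nor did it without hypoxia doranidazole replicate 3 (0.0875), with quantile normalization (0.0694) or cyclic loess normalization (0.096), or with dim probe sets left out (0.0676). In normoxia, 6 p53 targets rose without normoxia PBS replicate 1, 2 without normoxia doranidazole replicate 1 and 6 without normoxia doranidazole replicate 3. Without hypoxia PBS replicate 3, 10 genes of DNA replication and S phase and 8 of G2/M and mitosis fell in normoxia. For each gene given here with a fold change and SE for the drug, all 3 treated arrays lay on one side of the 3 PBS arrays. In normoxia 21.8% and in hypoxia 38.8% of all probe sets were apart in this way. The genes were picked by their p on the same arrays, so that this adds no support. Bax of the p53 target genes and Rrm2 of DNA replication and S phase had been seen in the heat map of the study.

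Of 18 genes of glycolysis, 1, Pfkfb4, rose and 14 fell with doranidazole in hypoxia (1 and 15 when adjusted over the list alone), such as the glucose transporter gene Slc2a3 (-3.95, SE 0.28) and the phosphofructokinase gene Pfkl (-2.38, SE 0.25), and the list was lower (median -1.57, adjusted p = 5.05e-09, camera, and adjusted p = 0.157 with an estimated correlation). In normoxia 1, the hexokinase gene Hk1 (0.99, SE 0.21), rose and none fell (1 and 0 when adjusted over the list alone; 1 and 2 with the block), and the list did not pass (median -0.18, adjusted p = 0.201, camera), except without normoxia PBS replicate 3 (adjusted p = 0.00514). Of 25 hypoxia-induced genes outside glycolysis, 1, the lipid droplet gene Plin2, rose and 13 fell in hypoxia (1 and 13 when adjusted over the list alone; median -1.88, adjusted p = 2.38e-05, camera, and adjusted p = 0.342 with an estimated correlation), with the prolyl hydroxylase genes P4ha2 (-3.03, SE 0.27) and Egln1 (-2.98, SE 0.26) among them. In normoxia none passed in limma (6 had an unadjusted p under 0.05, and 1 and 5 with the block; 0 and 2 when adjusted over the list alone), and the list was lower (median -0.53, adjusted p = 0.0369, camera, and adjusted p = 0.784 with an estimated correlation). That call was lost with dim probe sets left out (adjusted p = 0.0528), with only the 2 groups in the fit (0.101), and without normoxia PBS replicate 1 (0.54) or 2 (0.232), normoxia doranidazole replicate 3 (0.215) or hypoxia doranidazole replicate 2 (0.0555). Of 16 enzymes of the tricarboxylic acid cycle, 7 fell in hypoxia and none rose (0 and 9 when adjusted over the list alone; median -0.61, adjusted p = 0.000866, camera, and adjusted p = 0.196 with an estimated correlation), with the isocitrate dehydrogenase gene Idh2 (-2.04, SE 0.21) as an example. None passed in normoxia in limma (2 had an unadjusted p under 0.05, and 0 and 0 with the block; 0 and 0 when adjusted over the list alone), where the list did not pass (median 0.02, adjusted p = 0.628, camera) and its mean (-0.07) and its test pointed down. Of 7 genes of glutaminolysis, 1, the transporter gene Slc38a2, rose and 1, the aminotransferase gene Got1, fell in hypoxia (1 and 1 when adjusted over the list alone; median -1.01, adjusted p = 0.274, camera). In normoxia none passed in limma (1 had an unadjusted p under 0.05, and 0 and 3 with the block; 0 and 0 when adjusted over the list alone). The glutaminolysis list did not pass in normoxia (median -0.38, adjusted p = 0.0525, camera), except with the block (0.00303), with the replicate number as a block over all arrays (0.0215), with a trended and robust prior (0.0368), and without normoxia PBS replicate 3 (0.00974), normoxia doranidazole replicate 2 (0.000412) or hypoxia PBS replicate 1 (0.0494). Without hypoxia doranidazole replicate 2, 4 enzymes of the tricarboxylic acid cycle fell in hypoxia. Pfkfb4 and Plin2 were named after their values were seen, and Pfkfb3 and Aldoc of glycolysis had been seen in the heat map of the study.

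Of 20 genes of lysosome and autophagy, 1, the autophagosome gene Map1lc3b (1.11, SE 0.25), rose in normoxia and none fell (10 and 0 when adjusted over the list alone; 11 and 0 with the block), and the list was higher (median 0.72, adjusted p = 2.36e-08, camera, and adjusted p = 0.355 with an estimated correlation). In hypoxia 15 rose, such as Gabarapl1 (4.46, SE 0.30) and the galactosidase gene Gla (4.71, SE 0.33), and 3 fell (15 and 3 when adjusted over the list alone; median 1.89, adjusted p = 9.66e-08, camera, and adjusted p = 0.157 with an estimated correlation). Of 22 immediate early genes, 1, Jund (1.16, SE 0.26), rose in normoxia and none fell (3 and 0 when adjusted over the list alone; 5 and 1 with the block), with the list higher (median 0.18, adjusted p = 0.0391, camera, and adjusted p = 0.512 with an estimated correlation). That call was lost with quantile (0.0752) or cyclic loess normalization (0.0676), with dim probe sets left out (0.09), with only the 2 groups in the fit (0.0503), and without normoxia PBS replicate 1 (0.54) or normoxia doranidazole replicate 2 (0.112) or 3 (0.126), in adjusted p. In hypoxia 14 immediate early genes rose, Junb (5.12, SE 0.21) and Egr2 (3.14, SE 0.21) among them, and 2 fell (14 and 2 when adjusted over the list alone; median 1.32, adjusted p = 3.64e-05, camera, and adjusted p = 0.157 with an estimated correlation). Of 23 neural and glioma stem cell genes, 14 fell in hypoxia and none rose (0 and 15 when adjusted over the list alone), with the progenitor transcription factor gene Sox9 (-2.85, SE 0.24) and the RNA-binding protein gene Msi2 (-2.04, SE 0.17) as examples, and the list was lower (median -1.39, adjusted p = 5.71e-07, camera, and adjusted p = 0.0613 with an estimated correlation). In normoxia 1, Fabp7, fell and none rose (1 and 4 when adjusted over the list alone; 2 and 4 with the block), the list did not pass (median 0.11, adjusted p = 0.86, camera), and its mean was -0.10. Of lysosome and autophagy 4 rose in normoxia without hypoxia PBS replicate 3 and 4 without hypoxia doranidazole replicate 3.

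Of the further stress lists given next, those that passed were lower with doranidazole, while single genes went both ways. Of 30 genes of the integrated stress response, none passed in normoxia in limma (3 had an unadjusted p under 0.05, and 1 and 11 with the block; 0 and 0 when adjusted over the list alone), and the list was lower (median -0.80, adjusted p = 0.00238, camera, and adjusted p = 0.823 with an estimated correlation). The integrated stress response list did not pass in normoxia without normoxia PBS replicate 2 (adjusted p = 0.775) or normoxia doranidazole replicate 1 (0.053) or 3 (0.385), each of which leaves an array without its partner of the same replicate number, whereas with the block it passed (3.08e-09). In hypoxia 4 of these rose, among them Ppp1r15a (3.75, SE 0.65) and Atf3 (3.44, SE 0.66), and 3 fell (3 and 3 when adjusted over the list alone; median -0.32, adjusted p = 0.753, camera). Of 18 genes of the unfolded protein response of the endoplasmic reticulum, 1, Sdf2l1 (-1.03, SE 0.22), fell in normoxia and none rose (0 and 6 when adjusted over the list alone; 0 and 4 with the block), with the list lower (median -0.39, adjusted p = 0.000167, camera, and adjusted p = 0.459 with an estimated correlation). In hypoxia 1, Dnajb9, rose and 9 fell (1 and 10 when adjusted over the list alone; median -0.72, adjusted p = 0.000653, camera, and adjusted p = 0.311 with an estimated correlation), such as the disulfide isomerase gene Pdia6 (-1.81, SE 0.19) and the transcription factor gene Xbp1 (-2.35, SE 0.28). Of 11 genes of the mitochondrial unfolded protein response, none passed in normoxia in limma (0 had an unadjusted p under 0.05, and 0 and 1 with the block; 0 and 0 when adjusted over the list alone; median -0.25, adjusted p = 0.272, camera). In hypoxia the chaperone gene Hspe1 rose and Dnaja3 and Trap1 fell (2 and 2 when adjusted over the list alone; median 0.14, adjusted p = 0.749, camera). Of 13 genes of iron-sulfur cluster assembly, none passed in normoxia in limma (2 had an unadjusted p under 0.05, and 0 and 1 with the block; 0 and 1 when adjusted over the list alone; median 0.16, adjusted p = 0.62, camera). In hypoxia 1, the iron importer gene Slc25a37, rose and 3 fell (1 and 4 when adjusted over the list alone; median -0.06, adjusted p = 0.469, camera). Of 3 metallothioneins, Mt3 (2.08, SE 0.36), seen before in the heat map like Aldh18a1 of the integrated stress response, rose in normoxia (1 and 0 when adjusted over the list alone; median -0.07, adjusted p = 0.438, camera) and in hypoxia (2.65; 1 and 1 when adjusted over the list alone; median -0.17, adjusted p = 0.842, camera), with list means of 0.58 and 0.56. Of the integrated stress response 5 fell in hypoxia without hypoxia PBS replicate 3 and 5 without normoxia PBS replicate 2. Dnaja3 and Trap1 did not pass in hypoxia with quantile normalization, without hypoxia PBS replicate 1 or without hypoxia doranidazole replicate 2, with adjusted p over all settings of up to 0.0641 for Dnaja3 and 0.163 for Trap1. In normoxia, Polk, Rfc3, Hk1, Map1lc3b, Jund, Fabp7, Sdf2l1 and Mt3 did not pass without normoxia doranidazole replicate 1 (adjusted p from 0.0627 for Polk to 0.196 for Jund), and all but Polk also missed the threshold without at least 1 other array, whereas Trp53inp1 and Btg2 passed with each array left out.

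No list of markers of a differentiated or other cell type passed in either comparison of doranidazole with PBS. In normoxia no marker rose or fell in limma (2, 2, 0, 1, 0 and 0 of the astrocyte, neuron, oligodendrocyte lineage, microglia and macrophage, endothelial and fibroblast and pericyte markers had an unadjusted p under 0.05), and with the block 1 astrocyte marker rose and 1 fell, and 1 neuron marker rose. Medians with adjusted p from camera in normoxia were 0.11 (0.756) for 12 astrocyte, 0.10 (0.608) for 13 neuron, 0.01 (0.775) for 10 oligodendrocyte lineage, -0.02 (0.805) for 14 microglia and macrophage, 0.04 (0.978) for 10 endothelial and -0.03 (0.805) for 12 fibroblast and pericyte markers. In hypoxia 3 astrocyte markers rose and 2 fell (median 0.10, adjusted p = 0.611, camera), with Apoe (2.18, SE 0.29) and Aqp4 (-2.36, SE 0.37) as examples. Of the neuron markers 1 rose and 3 fell (median -0.11, adjusted p = 0.274, camera), such as Gap43 (-3.60, SE 0.27), and of the oligodendrocyte lineage 2 rose and 1, Cnp (-3.12, SE 0.31), fell (median 0.14, adjusted p = 0.703, camera). Among the others, 1 microglia and macrophage marker, Itgam, rose (median 0.20, adjusted p = 0.469, camera), the endothelial genes Pecam1 and Flt1 (-4.20, SE 0.32) rose and fell (median 0.25, adjusted p = 0.469, camera), and 3 fibroblast and pericyte markers rose and 2 fell (median 0.19, adjusted p = 0.86, camera), with Col3a1 (-4.54, SE 0.42) as an example. Adjusted over each list alone, 3 rose and 2 fell, 1 rose and 3 fell, 2 rose and 1 fell, 1 rose and 0 fell, 2 rose and 1 fell and 3 rose and 2 fell in hypoxia, in the order astrocyte, neuron, oligodendrocyte lineage, microglia and macrophage, endothelial, and fibroblast and pericyte. In hypoxia the median, the mean and the direction of the test differed in sign for the oligodendrocyte lineage (mean -0.08), endothelial (-0.06) and fibroblast and pericyte (-0.30) markers, and in normoxia for the microglia and macrophage, endothelial, and fibroblast and pericyte markers.

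Low oxygen without the drug, compared between the PBS groups, changed 439 probe sets, 324 upward and 115 downward (limma). Of the hypoxia-induced genes 17 rose and none fell (21 and 0 when adjusted over the list alone; median 3.64, adjusted p = 3.53e-39, camera, and adjusted p = 0.0224 with an estimated correlation), with log2 fold changes of 6.57 for Ak4 (SE 0.36) and 4.35 for P4ha2 (SE 0.27). Of glycolysis 13 rose and none fell (14 and 0 when adjusted over the list alone; median 2.07, adjusted p = 2.55e-34, camera, and adjusted p = 0.0224 with an estimated correlation), with 2.93 for Pgk1 (SE 0.20) and 4.02 for Pfkfb3 (SE 0.32). Of cholesterol synthesis 7 rose and none fell (15 and 0 when adjusted over the list alone; median 1.23, adjusted p = 1.99e-16, camera, and adjusted p = 0.106 with an estimated correlation), and 2 rose without hypoxia PBS replicate 1 or 2. As lists, DNA replication and S phase (2 fell; 0 and 27 when adjusted over the list alone; median -1.38, adjusted p = 6.8e-19, camera, and adjusted p = 0.193 with an estimated correlation) was lower. So was G2/M and mitosis, of which none passed and 24 had an unadjusted p under 0.05 (0 and 24 when adjusted over the list alone; median -1.45, adjusted p = 1.07e-16, camera, and adjusted p = 0.231 with an estimated correlation). Complex I subunits were also lower as a list, although 1, Ndufv3, rose and none fell (1 and 8 when adjusted over the list alone; median -0.45, adjusted p = 1.15e-07, camera, and adjusted p = 0.058 with an estimated correlation). In all, 17 of 34 lists passed at the preset correlation, 8 upward and 9 downward, and 2, the hypoxia-induced genes and glycolysis, with an estimated correlation. Among the lists past the threshold was that of neuron markers, of which 1 rose and none fell (2 and 0 when adjusted over the list alone; median 0.34, adjusted p = 0.00634, camera, and adjusted p = 0.123 with an estimated correlation). The count of probe sets was 212, 243 and 248 without normoxia PBS replicates 1, 2 and 3, 151 without hypoxia PBS replicate 1, 151 without replicate 2 and 1432 without replicate 3. Falls were the majority with array weights (1039 higher and 1234 lower) and without hypoxia PBS replicate 3 (654 higher and 778 lower). Without that array, 30 genes of DNA replication and S phase and 26 of G2/M and mitosis fell.

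In a search over 701 Reactome pathways, 14 were higher and 156 lower with doranidazole in normoxia, and 54 higher and 171 lower in hypoxia, at the preset correlation. None passed with an estimated correlation in either comparison. Glutathione conjugation had the smallest p among pathways that were higher in normoxia (26 genes, 4 higher and 0 lower, median 0.63, adjusted p = 4.89e-08, camera, and adjusted p = 0.606 with an estimated correlation) and in hypoxia (26 genes, 18 higher and 1 lower, median 1.56, adjusted p = 4.06e-07, camera, and adjusted p = 0.336 with an estimated correlation). Iron uptake and transport was higher in normoxia (42 genes, 3 higher and 0 lower, median 0.35, adjusted p = 6.96e-05, camera, and adjusted p = 0.606 with an estimated correlation). Among lower pathways, the smallest p belonged to chromosome maintenance in normoxia (70 genes, 0 higher and 4 lower, median -0.88, adjusted p = 1.65e-16, camera, and adjusted p = 0.606 with an estimated correlation) and to cholesterol biosynthesis in hypoxia (20 genes, 0 higher and 17 lower, median -2.85, adjusted p = 1.32e-10, camera, and adjusted p = 0.381 with an estimated correlation).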
